# Nonionotropic action of an acid-sensing ion channel inhibits leukemogenesis in the acidic bone marrow niche

**DOI:** 10.1172/JCI189051

**Published:** 2025-12-15

**Authors:** Hao Gu, Lietao Weng, Chiqi Chen, Xiaoxin Hao, Rongkun Tao, Xin Qi, Xiaoyun Lai, Ligen Liu, Tinghua Zhang, Yiming Jiang, Jin Wang, Wei-Guang Li, Zhuo Yu, Li Xie, Yaping Zhang, Xiaoxiao He, Ye Yu, Yi Yang, Dehua Wu, Yuzheng Zhao, Tian-Le Xu, Guo-Qiang Chen, Junke Zheng

**Keywords:** Hematology, Metabolism, Oncology, Leukemias, Stem Cells

## Abstract

The metabolic microenvironment plays important roles in tumorigenesis, but how leukemia-initiating cells (LICs) response to the acidic BM niche remains largely unknown. Here, we show that acid-sensing ion channel 3 (ASIC3) dramatically delays leukemogenesis. *Asic3* deletion results in a remarkably enhanced self-renewal, reduced differentiation, and 9-fold greater number of murine acute myeloid LICs. We developed an ultrasensitive, ratiometric, genetically encoded fluorescent pH sensor (pHluorin3) and demonstrated that LICs prefer localizing in the endosteal niche with a neutral pH range of 7.34–7.42, but not in the vascular niche with a lower pH range of 6.89–7.22. Unexpectedly, acid-ASIC3 signaling inhibits both murine and human LIC activities in a noncanonical manner by interacting with the N-terminal of STIM1 to reduce calcium-mediated CAMK1-CREB-MEIS1-LDHA levels, without inducing cation currents. This study reveals a pathway in suppression of leukemogenesis in the acidic BM niche and provides insight into targeting LICs or other cancer stem cells through pH-dependent ASICs.

## Abstract 2

An acid-sensing switch in bone marrow suppresses leukemia stem cells and reduces leukemia progression.

## Introduction

Leukemia-initiating cells (LICs) are considered responsible for the initiation, development, and relapse of leukemia (1, 2). Increasing evidence indicates that LICs, similar to other cancer cells, may reside in an acidic niche, due to the unique anatomic structures, disorganized cancer vasculature, and increased glycolytic levels in cancer cells (i.e., the Warburg effect) (3–7). A variety of niche components involving the maintenance LIC pool have been identified, including CCL3, GDF1, IL-6, selectins, and hyaluronic acid (8–11). We recently also revealed several niche components, including ANGPTL2, APOE, JAM3, or ATP, that can serve as critical mediators to promote leukemogenesis through their receptors of LILRB2, LILRB4, LPR5, or P2X1 and P2X7 (12–17). Identification of novel components of a (acidic) leukemic niche in the BM may be critical for targeting LICs efficiently.

It has been reported that the acidic microenvironment may contribute to enhanced tumor progression, increased mutation rate, metastasis, and resistance to chemotherapy and radiotherapy through the activation of several key oncogenic pathways (18–24). However, the low pH pressure may be lethal for tumor cells if there is lack of adaptive responses, including up-regulation of extrusion of intracellular H^+^ through cell surface transporters or reduced production of lactate (25–27). It also may be that low pH levels can reduce glucose consumption and lactate production and enhance oxidative respiration, due to the complementary effect or other unknown reasons (28, 29). However, whether LICs reside in an acidic niche and how they communicate with the acidic BM niche are not fully understood.

Currently, 2 major types of acid sensors have been identified as involved in mediating acidic signaling: acid-sensing ion channels (ASICs) and proton-sensing G-protein coupled receptors (30). Seven subunits of ASICs encoded by 5 genes have been found: ASIC1a, ASIC1b, ASIC2a, ASIC2b, ASIC3, ASIC4, and ASIC5 (31, 32). ASICs are reported to play important roles in many physiological and pathological activities in the nervous system, such as ischemia, epilepsy, and pain perception (33, 34). Interestingly, recent studies have indicated that ASICs have multifaceted functions in cancer development or other dysfunctions of multiple organs. For example, ASIC1 and ASIC2 levels are dramatically increased in glioma, and blockage of cation currents significantly delays the glioma growth metastasis (35, 36). ASIC3 is required for serotonin-mediated peripheral pain sensitivity (37), itch sensation upon coincident stimulation by acid (38), or neurogenic pathway–mediated psoriatic inflammation (39). Although most studies show that extracellular acidosis regulates neuronal cells or other types of cells through the induction of calcium channels or other signaling (40, 41), increasing evidence also indicates that calcium channels or NMDA receptor signaling may control cell fates through noncanonical conformational changes (42–47). Whether ASICs are functionally required for LICs through noncanonical manners remains largely unknown, as do the detailed connections between the BM niche and their metabolic characteristics.

Scholars have developed various approaches to determine intracellular pH. For example, several synthetic dyes, such as BCECF and SNARF, are widely used to measure cellular pH (48); however, using these dyes might result in poor control over subcellular targeting (48, 49). In addition, the leakage of these invasive tools leads to transient retention in cells (48). Genetically encoded pH indicators have been developed using GFP and its variants with different pK_A_ and spectral properties; these indicators overcome the limitations of traditional measurements (50–52). Unfortunately, most of the GFP-based pH indicators have substantial drawbacks, such as nonratiometric measurement (53)and unsuitable pK values for physiological conditions (54). In addition, some pH indicators are almost nonfluorescent at low pH (53, 55). As a pioneer pH biosensor, pHluorin exhibits admirable fluorescence property, a fine-tuned pK_A_, and ratiometric optical spectra. This tool also avoids detection errors related to protein expression level, photo bleaching, and sample thickness (50). However, the dim fluorescence caused by poor folding ability and relatively small dynamic change hinders its wide utilization in routine experimental conditions.

Here, we report on a genetically encoded pH sensor (pHluorin3) we developed that can precisely indicate the pH level in different BM niches, and we reveal that LICs tended to localize in an endosteal niche with a neutral pH range of 7.34–7.42 but not in the vascular niche with a lower pH range of 6.89–7.22. We also systematically examined the expression levels of ASICs in LICs and unraveled an unexpected role for ASIC3 in leukemogenesis. ASIC3 acts as a potent tumor suppressor to dramatically delay the leukemogenesis in a noncanonical manner, indicating that activation of ASIC3 may be an attractive way to target LICs.

## Results

### ASIC3 efficiently suppresses leukemogenesis.

In the BM microenvironment, localized acidic regions (termed “acidic niches”) have been observed under physiological and pathological conditions (56, 57). These acidic regions can influence cell fate, metabolism, and therapeutic response. However, their impact on LICs remains poorly understood. To unravel the potential connections between acidic niches and LIC activities, we established an MLL-AF9–induced murine acute myeloid leukemia (AML) model in which leukemia cells only express markers for myeloid lineages (Mac-1 and Gr-1) but not for lymphoid lineages (CD3 and B220), as described previously (12). To ask whether LICs can sense the acidic BM niche through pH-dependent ASICs, we then examined the mRNA levels of all members of ASICs (ASIC1–ASIC5), which are the main receptors for the proton, in the immunophenotypic Mac-1^+^c-Kit^+^ LICs or Lin^–^IL7R^-^Sca-1^–^c-Kit^+^CD34^+^CD16/32^+^ leukemia-associated granulocyte-monocyte progenitor cell (L-GMP) cells (a population more enriched in LICs than Mac-1^+^c-Kit^+^ cells; ref. 58) by quantitative RT-PCR (qRT-PCR).

Only *Asic1a*, *Asic1b*, and *Asic3* mRNA levels were detected in Mac-1^+^c-Kit^+^ LICs or L-GMP cells, and *Asic3* was expressed at the highest level among all the *Asic* members (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/JCI189051DS1). More surprisingly, LICs and L-GMP had the highest mRNA level of *Asic3* compared with normal BM, long-term hematopoietic stem cells (LT-HSCs), and differentiated AML cells (Figure 1A). Therefore, we examined the potential roles of both *Asic1* and *Asic3* in leukemogenesis.

Intriguingly, by using an MLL-AF9–induced AML model with *Asic1a*^–/–^ and *Asic3*^–/–^ mice, we observed that the frequencies of *Asic3*-null, but not *Asic1a*-null, leukemia cells in the peripheral blood (PB) were significantly higher than those in control mice upon primary transplantation (Figure 1, B and C, and Supplemental Figure 1, C and D). The subsequent analysis of leukemic lineages further revealed a remarkable blockage of differentiation of LICs, as indicated by the increased number of undifferentiated Mac-1^+^Gr-1^–^ myeloid cells (Supplemental Figure 1, E, F, and H), but not lymphoid cells (Supplemental Figure 1G). The accelerated leukemia development also resulted in a more severe infiltration in spleens and livers upon *Asic3* (but not *Asic1a*) deletion (Supplemental Figure 1, I and J; other data not shown). We performed Ki-67/Hoechst 33342 staining to assess the impact of *Asic3* KO on AML cell cycle progression. The results showed a decreased proportion of G0-phase cells and an increased proportion of cells in G1 and S-G2-M phases upon *Asic3* deletion (Supplemental Figure 1K), indicating enhanced cell proliferation. In addition, annexin V/PI staining revealed that *Asic3* KO reduced apoptosis in AML cells (Supplemental Figure 1L). More importantly, the overall survival of primary recipients receiving *Asic3*-null leukemia cells, but not *Asic1a*-null cells, was significantly reduced (Figure 1D and Supplemental Figure 1M), indicating that ASIC3 may suppress leukemogenesis. Much higher frequencies of *Asic3*-null YFP^+^ donor cells, undifferentiated YFP^+^Mac-1^+^Gr-1^–^ cells in both PB and BM (Figure 1E and Supplemental Figure 1, N and O), and enhanced infiltration of spleen and liver (Supplemental Figure 1P) were found in the secondary recipients. Overall survival was also significantly reduced in recipients of *Asic3*-null donor cells after secondary transplantation, compared with those receiving WT control cells (Figure 1F).

To further examine whether ASIC3 plays a specific role in AML, we used an alternative myeloid leukemia model driven by AML1-ETO9a, a splice variant of AML1-ETO. Mice transplanted with *Asic3*-deficient AML1-ETO9a^+^ cells had a significantly increased leukemia burden in PB and shorter overall survival compared with control mice (Supplemental Figure 1, Q and R).To determine how ASIC3 may influence the cell fates of LICs, we measured the frequencies of YFP^+^Mac-1^+^c-Kit^+^ LICs in BM of *Asic3*-null recipients upon serial transplantations and found there was a significant increase of *Asic3*-null LIC percentage from either primary or secondary recipients (Supplemental Figure 2, A–C). Alternatively, significantly increased frequency was observed in *Asic3*-null recipients, as indicated by the percentage of immunophenotypic YFP^+^Lin^–^CD127^-^Sca-1^–^c-Kit^+^CD34^+^CD16/32^+^ L-GMP cells (58), during both primary and secondary transplantations (Figure 1, G and H, and Supplemental Figure 2D). Consistently, an in vitro surrogate functional analysis with methylcellulose medium revealed a significant increase in colony size, colony number, and total cell number of *Asic3*-null leukemia cells during both first and second platings (Supplemental Figure 2, E–G). Subsequent limiting dilution assays with YFP^+^ leukemia cells from the primary transplant revealed that the LIC frequency was 1 in 11 of *Asic3*-null leukemia cells, which was approximately 9-fold higher than that in WT control cells (*n* = 1 in 93 cells) (Figure 1I and Supplemental Table 1). Nevertheless, the homing ability remained unchanged upon *Asic3* deletion (Supplemental Figure 2H).

To determine whether ASIC3 could influence normal hematopoiesis, we transplanted *Asic3*-null BM along with WT BM into recipients as donors in a competitive assay. Surprisingly, we found unchanged repopulation ability or multilineage potential upon *Asic3* deletion in primary and secondary competitive BM transplantation (Supplemental Figure 2, I–L). Moreover, no difference in latency and survival was detected when WT leukemia cells were injected into WT or *Asic3*-null recipients (Supplemental Figure 2M). ASIC3 was also not required for the development of B-cell acute lymphoid leukemia (B-ALL) as evaluated in an N-myc–induced murine B-ALL model during both first and second transplantations (Supplemental Figure 2, N and O). These results clearly suggest ASIC3 may be an essential tumor suppressor specifically for MLL-AF9–induced AML, but not B-ALL, through a cell-autonomous manner.

### Establishment of a highly responsive, genetically encoded pH sensor for real-time imaging of the dynamics of acidity in leukemic BM niches.

Although many studies have indicated leukemic niches provide various components to regulate leukemia development (8–11), the detailed regulatory networks of such factors and the exact localization of LICs in the BM niches remain largely unknown. We recently reported that AML LICs tend to reside in the endosteal niche (59) (comprising mainly osteoblasts; ref. 60), but not the vascular niche (mainly composed of endothelial cells and their surrounding stromal cells, such as mesenchymal stromal cells and CXCL12-abundant reticular cells; ref. 61). To further precisely determine the pH level in different leukemic BM niches and their potential connections to LIC activities, we constructed a pH indicator with excellent performance. We introduced several known mutations in GFP-based pHluorin sensors (namely, F46L, F64L, S72A, Q204H, and L220F) (Supplemental Figure 3A), which accelerate protein maturation (62). The brightest clone, F46L/F64L/S72A, was further mutated proximal to the chromophore of GFP, such as at sites 69, 146, 147, 148, 203, 204, and 220, to expand the dynamic range of pH sensing. By conducting several cycles of saturated mutagenesis, we found the mutant Q204H/L220F (named pHluorin3) increases the response to pH compared with pHluorin (50) and pHluorin2 (63). The pHluorin3 sensor displayed a fluorescent spectrum similar to that of pHluorin (50), with 2 excitation peaks at 390 and 475 nm and 1 emission peak at around 510 nm (Figure 2, A–C). The sensor chromophore was protonated along with alkalization from pH 5 to 9, which led to a 3.4-fold increase in the violet peak (390 nm) and about a 5.5-fold decrease in the 475 nm peak intensity (Figure 2A). Thus, pHluorin3 has 18-fold maximum excitation ratio changes (Figure 2A), which is overwhelmingly superior to that of pHluorin and pHluorin2 (50, 63–65). Similar to pHluorin, the pK_A_ of the pHluorin3 fluorescence ratio (*R*_400/485_) is approximately 7.3, according to the titration curve in vitro (Supplemental Figure 3B). We also detected the response dynamics of pHluorin3 through the successive addition of acidic or basic buffer in different concentrations; the immediate change in the fluorescence ratio of the indicator revealed its responsive rapidity and reversibility (Supplemental Figure 3C). The ratio response of pHluorin3 is insensitive to other environmental perturbances, such as different ion compositions (eg, Na^+^, K^+^, Ca^2+^, Mg^2+^, Cl^–^, HCO_3_^–^, SO_4_^2–^, PO_4_^3–^,NO_3_^–^), reductants (reduced glutathione and dithiothreitol), and oxidants (H_2_O_2_ and diamide) (Supplemental Table 2). The quantum yields and extinction coefficients of pHluorin3 were measured using EGFP (Supplemental Table 3).

To test the performance of this indicator in mammalian cells, pHluorin3 was subcloned into the mammalian expression vector pcDNA3.1 with different targeting signals and was transiently expressed in HeLa cells. All these specific, targeted pH biosensors (i.e., nucleus-excluded, nucleus, cytosol and nucleus, and mitochondria) displayed marked green fluorescence when excited at 387 or 482 nm (Supplemental Figure 3D). The correct location of pHluorin3 was revealed by co-staining the mitochondria with Mito-tracker Red 580 and the nucleus with DAPI (Supplemental Figure 3E).

To quantify the local pH of different organelles, we stably expressed pHluorin3 sensor in the cytosol of HeLa cells and performed a ratiometric calibration of the indicator. The intracellular pH was manipulated in situ by ionophores (nigericin and monensin) in bath solutions of defined pH and high potassium ions (66) (Supplemental Figure 3F). The cells expressing pHluorin3 were equilibrated for 5 minutes after the replacement of external solution. The maximum pH response of pHluorin3 in live cells was similar to that of purified protein in the solution (Supplemental Figure 3, B and G). Based on the in situ calibration curve, we found only a subtle pH difference in the cytosol (~7.35) and nucleus (~7.44) in HeLa cells. However, the mitochondrial matrix presented quite strong alkalinity (~7.80). These pH assessments based on pHluorin3 are consistent with previous reports (53, 67).

Furthermore, we compared pHluorin3 with the current best pHluorin version, iR-pHluorin (65). When expressed in HeLa cells, the fluorescent intensities of pHluorin3 in cytosol and mitochondria were approximately 3.7-fold and approximately 2.4-fold higher than those of iR-pHluorin, respectively (Supplemental Figure 3H). It has been suggested that BM microenvironment is an acidic niche due to its low oxygen tension or unique anatomic structure (3, 68); however, due to the limitations of probes, the measured pH values are still far from satisfying (56), and the precise pH levels in different BM niches (e.g., endosteal niche, vascular niche) remain to be elucidated.

We then constructed cell surface–anchored pHluorin3 and examined its sensitivity to changes of acidic environment both in vitro and in vivo. Cell surface–anchored pHluorin3, indeed, specifically responded to the extracellular pH change but not to intracellular pH alterations, as compared with a cytosolic pHluorin3, by exposing 293T cells to solutions containing weak acids or bases (Supplemental Figure 3I). Consistently, pHluorin3-expressing THP-1 cells (an AML cell line) sensitively responded to the pH changes in a wide range in vitro, as indicated by the ratios of fluorescence (Supplemental Figure 4, A and B). pHluorin3^+^ THP-1 cells also could precisely indicate different pH levels in the BM of leukemic mice upon acidification or alkalization (Supplemental Figures 4, A and C). Strikingly, we then transplanted these cells into NOD-SCID mice and observed that the endosteal niche (in direct contact with the endosteum) has relatively neutral pH level (mean ± SEM pH 7.38 ± 0.03), whereas vascular niche (in direct contact with endothelium) tended to be acidic (mean ± SEM pH 6.87 ± 0.03) 2 weeks after transplantation (Figure 2, D–F, and Supplemental Figure 4, D and E).

To evaluate changes in the acidic BM environment throughout AML progression, we transplanted mouse MLL-AF9^+^ AML cells expressing pHluorin3 into recipient mice and monitored pH levels in distinct BM niches at different disease stages. The pH± SEM in the endosteal niche decreased from 7.42 ± 0.03 to 7.34 ± 0.04, whereas the pH in the vascular niche dropped from 7.22 ± 0.03 to 6.89 ± 0.03 during the progression from early to late stages of AML (Supplemental Figure 4, F and G). Based on our previous study showing that LICs preferentially reside in the endosteal niche (59), we hypothesized, therefore, that LICs tend to inhabit the endosteal niche with a pH range of 7.34 to 7.42. To investigate the pH distribution in a healthy (nonleukemic) BM microenvironment, we transplanted lineage-negative cells expressing pHluorin3 into recipient mice. This allowed us to assess the pH in the normal BM niche. We found that, in healthy mice, the mean ± SEM pH in the endosteal niche was 7.40 ± 0.02, and the vascular niche had a slightly lower mean ± SEM pH of 7.32 ± 0.02 (Supplemental Figure 4, H and I).

To verify whether the observations made in the calvarium also apply to other bones, we performed intravital imaging using 2-photon microscopy in mice transplanted with mouse MLL-AF9^+^ AML cells expressing pHluorin3 (in the AML acceleration phase). We analyzed the spatial distribution of AML cells and BM pH in both the cortical and trabecular regions of the femur. Consistent with our findings in the calvarium (Supplemental Figure 4, F and G), we observed that BM pH was higher in regions closer to the endosteum, with direct endosteal areas having pH values around 7.40 (Supplemental Figure 4, J and K). These findings indicate the BM pH is already spatially heterogeneous under homeostatic conditions and this acidity progressively increases during AML progression.

### Noncanonical acid-ASIC3 signaling inhibits leukemogenesis.

Because the pH in the BM leukemic niches ranged from 6.89 to 7.42, we decided to test whether the proton from an acidic niche could induce ASIC3-mediated inward currents to affect the self-renewal and differentiation of LICs. Surprisingly, no inward currents were elicited in LICs, using whole-cell patch clamping both at pH 7.4 and pH 7.0 (Figure 3A). Although inward currents could be detected at pH 5.0 in WT LICs but not *Asic3*-null LICs, the amplitude of the currents was very small (Figure 3A). The existence of tiny or no inward currents in LICs led us to speculate that acid-Asic3 signaling inhibits leukemogenesis in a noncanonical manner. Based on prior structural and functional studies of ASIC3 channel gating (69–71); other data not shown), we selected 4 well-characterized mutants—E79C (Thumb domain), W280A (Wrist β9 loop), Q443W, and G449A (transmembrane domain 2)—that are unable to trigger inward currents. These mutants were used in rescue experiments to dissect the ion-conducting function of ASIC3 in the *Asic3* KO context. All the mutants could be efficiently expressed on the CHO cell surface membrane (Supplemental Figure 5A) and were not able to induce meaningful inward current (Figure 3B and Supplemental Figure 5B). More importantly, overexpression of these *Asic3* mutants in WT AML cells resulted in a notable extended survival of leukemic mice, whereas ectopic activation of *Asic3* mutants in *Asic3*-null AML cells could completely reverse the phenotypes caused by the *Asic3* deletion (Figure 3, C and D), indicating *Asic3*, indeed, exerts its dominant tumor-suppressing effect in a noncanonical manner without inducing a sufficient inward current.

Consistently, we also observed that the in vitro cultured medium of LICs gradually became acidic, and its pH value dropped from 7.41 to 7.00, as indicated by the pHluorin3 sensor (Supplemental Figure 5, C and D). When LICs were cultured in solution medium with neutral (pH 7.4) or lower (pH 7.0) pH conditions for 6 days and we evaluated their growth rate, we found that low-pH treatment led to a significant decrease in cell number of WT LICs but not *Asic3*-null cells (Supplemental Figure 5E). Functional analysis with methylcellulose medium with lower pH (7.0) also revealed that WT LICs had a marked reduction in CFUs or total cell number than those cultured at neutral pH (7.4) (Supplemental Figure 5, F and G). These data indicate that an acidic condition efficiently suppressed the LIC proliferation in vitro noncanonically.

### Acid-ASIC3 signaling downregulates the MEIS1 level to inhibit leukemogenesis.

To further tease apart the acid-*Asic3–*mediated noncanonical signaling, RNA-Seq analyses were conducted with WT and *Asic3*-null LICs, and many leukemogenesis-related pathways were significantly changed. 

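YFP+Mac-1+c-Kit+ LICs, the leukemia-initiating cells of the MLL-AF9 model, were sequenced as 3 libraries labelled WT and 3 labelled Asic3-null. The libraries were made with a kit that does not mark strand. The authors aligned the reads to GRCm38 with TopHat2 2.0.12 and deposited RPKM, reads scaled by gene length and library size, for 27179 genes by Entrez number. The paper's text does not name the counting tool. The RPKM values carry their full precision, and with gene lengths in whole bases each of the 16825 genes above 0 corresponded to whole reads within 0.0001 reads. These recovered reads are inferred from the values and are not stated by the authors. The library size inferred in this way ran from 1947168 to 2381861 reads per library, with a median of 2348251 in the libraries labelled Asic3-null and 2102707 in those labelled WT. At that depth, 1 read in a gene of 2 kb was worth between 0.21 and 0.257 RPKM. RPKM values were compared as log2(RPKM + 1) with limma's moderated test with an intensity trend over the 12037 genes with a mean RPKM of at least 1, and p values were adjusted by the Benjamini-Hochberg method.

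The targeted gene ran against the labels. Asic3 (Entrez 171209, chromosome 5 of GRCm38, 24413451 to 24417840) had 9.12, 4.11 and 6.58 RPKM in the libraries labelled Asic3-null and 1.22, 1.85 and 0.435 RPKM in those labelled WT. The recovered reads on Asic3 were 41, 19 and 30 against 5, 7 and 2. The means were 6.60 ± 2.51 and 1.17 ± 0.71 RPKM (SD, n = 3 each), a log2 fold change of 1.81 (standard error 0.35, adjusted p = 0.0260 from limma), and the groups did not overlap (exact permutation test, two-sided p = 0.10, the smallest that 3 against 3 allow). Over the alternatives the log2 fold change lay between 1.54 and 2.53. The call was lost without Asic3-null replicate 1 or 3 and without WT replicate 1 or 3, where the adjusted p from limma was 0.0961, 0.100, 0.0761 and 0.0655, and with no filter on low values and on untransformed RPKM with and without moderation, where it was 0.0623, 0.0848 and 0.283. The call was also lost with the replicate number as a block, so that it held in 8 of 16 alternatives. The span of Cdk5 covers that of Asic3, and there are no values per exon, so these reads do not show whether the deleted part of the gene was transcribed. The paper's text names no reporter or cassette in the allele. Directions are therefore given by label, as the libraries labelled Asic3-null against those labelled WT. In the paper's other measures MEIS1 protein was higher in Asic3-null cells (Fig. 4B), and its RT-qPCR (Fig. 4A) ran the same way as these libraries for 4 of 6 genes. Of the other 2, Hoxa9 was lower in the libraries labelled Asic3-null without overlap, was called when adjusted over the genes of Supplemental Figure 6C alone and not over all genes, and stayed lower in all 17 alternatives. The call over that list was lost without Asic3-null replicate 2 or 3, without WT replicate 1 or 3, with no intensity trend and on untransformed RPKM without moderation. Cebpg was called in neither way and changed sign without WT replicate 1. The paper also reports more undifferentiated Mac-1+Gr-1- cells without Asic3 among YFP+ cells of blood and marrow (Supplemental Figure 1). These libraries hold sorted LICs instead, so that shift in cell fractions does not predict their expression. Here 26 of 27 tested neutrophil granule genes were lower in the libraries labelled Asic3-null, with a median log2 fold change of -2.60. That runs the way of the labels, though mature cells carried into the sort of the libraries labelled WT could also give it. Ldha and Orai1, which the paper's RT-qPCR also has higher (Fig. 6A and Supplemental Figure 8K), had log2 fold changes of 0.15 and 0.08. Neither was called, and both changed sign with 1 library left out. These measures do not settle the labels. The bars of Supplemental Figure 6C, read by eye, lay within 1.12 times of the ratios by label. That argues against an exchange between that panel and the deposited values, and leaves an earlier one open.

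The sex-linked genes also separated the groups. Xist (chromosome X, 103460373 to 103483233) had 58.0 ± 12.9 RPKM in the libraries labelled Asic3-null and 0.036 ± 0.019 RPKM in those labelled WT (SD, n = 3 each). The Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y had no read in any library labelled Asic3-null and summed to 118.2, 92.3 and 81.4 RPKM in those labelled WT. Genotype and the sex of the sequenced cells therefore cannot be told apart in these libraries. The paper's text does not state whether the 3 libraries of a group come from separate donors. The n of 3 therefore counts libraries, and the SDs and p values may not cover spread between donors.

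With limma, 403 of the 12037 genes had an adjusted p under 0.05, 63 higher and 340 lower in the libraries labelled Asic3-null. All of these 403 genes lacked overlap between the groups, as did 22.6% of all tested genes, where chance gives 10%. Of the 403 genes, 41 had a mean under 10 recovered reads. An unadjusted p under 0.05 with at least a 2-fold change was reached by 511 genes, 115 higher and 396 lower. The count moved most when each gene's own spread on untransformed RPKM was used without moderation, which left 4 genes after adjustment and 1694 at an unadjusted p under 0.05. With 1 library left out in turn, limma called between 203 genes (without WT replicate 1) and 293 (without WT replicate 3), and every count but the last was under the full one by more than 1.5 times. Besides Xist, the genes that rose most among the 403 were Tsix, Snora5c, Smim40 and Nxf7, with log2 fold changes of 3.20, 3.06, 2.55 and 2.21. Tsix is antisense to Xist and Snora5c lies within Tbrg4, so their reads are uncertain without strand, and Snora5c lost its call in 10 of 16 alternatives. Besides the Y-linked Eif2s3y and Ddx3y, which were at least 282-fold and 217-fold lower when 3 reads over the group are allowed for a count of 0, the genes that fell most on the log2(RPKM + 1) scale were Camp, Stfa2 and S100a9, with log2 fold changes of -5.39, -5.03 and -4.34. Kdm5d and Psma8, also without a read in the libraries labelled Asic3-null, were at least 85.3-fold and 75.0-fold lower on the recovered reads, so the order holds for that scale. Stfa2 belongs to a family of close paralogs whose reads the counting could have split.

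**Figure D1:**
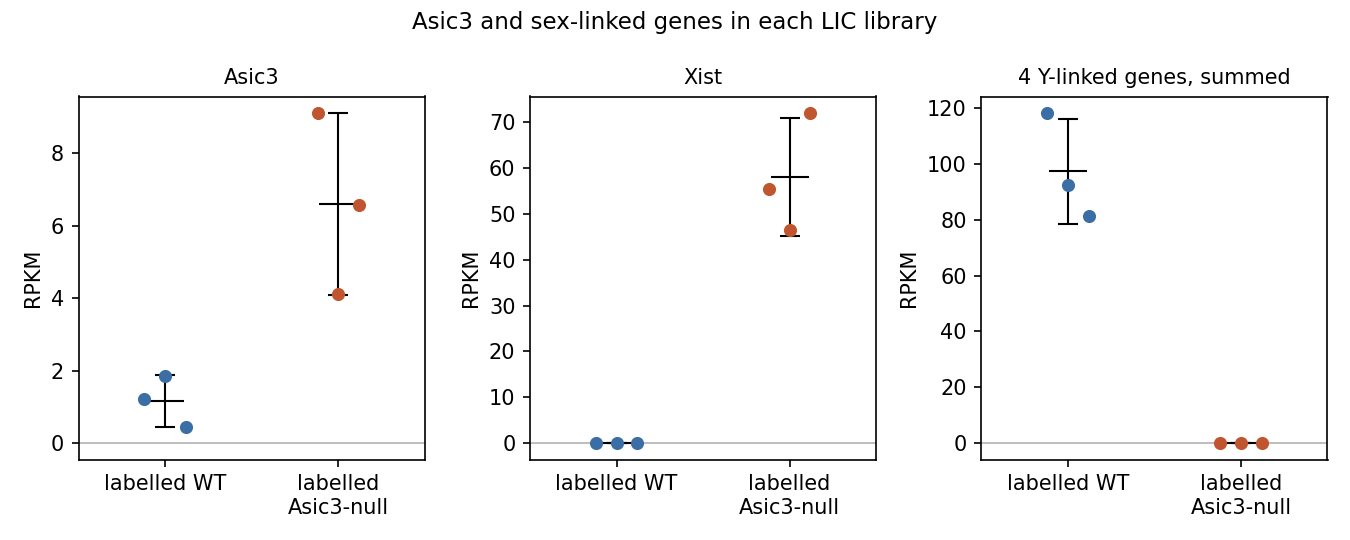
RPKM of Asic3, of Xist and of 4 Y-linked genes summed (Ddx3y, Kdm5d, Uty, Eif2s3y) in each LIC library, on linear axes. Points are libraries, bars the mean and SD of 3. Asic3 and Xist are higher in all 3 libraries labelled Asic3-null, where the summed Y-linked RPKM is 0.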

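Gene lists were tested in the LIC libraries with limma's camera, which compares the genes of a list with all other tested genes at a preset inter-gene correlation of 0.01. The GO and KEGG sets of the paper were not at hand. In their place stood a list of calcium-binding protein families, collected by gene symbol, and a list of hematopoietic lineage markers, cytokines and receptors. The members of both were written before the data were examined. Their topics are pathways the paper reports as changed in these same libraries, so a call on them is no independent support. Directions follow the labels, against which Asic3 itself ran.

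The 100 tested genes of the calcium-binding families were lower in the libraries labelled Asic3-null, with a median log2 fold change of -0.10 (adjusted p = 3.84e-05 from limma's camera over 8 lists). Of these genes 11 were called, all lower, and 32 had an unadjusted p under 0.05. A list of neutrophil granule genes held 6 of the 11, S100a9 and S100a8 among them. Without the shared genes the camera p of the calcium-binding families was 0.00270 and their median log2 fold change -0.063. That does not show a change apart from that of mature myeloid cells, since only the genes of the granule list were left out. S100a9 (chromosome 3, 90692630 to 90695721) fell from 1081 ± 56 to 54.8 ± 22.0 RPKM (SD, n = 3 each; adjusted p = 3.71e-05 from limma). S100a8 (chromosome 3, 90669071 to 90670034) fell from 1154 ± 127 to 65.7 ± 26.9 RPKM (SD, n = 3 each; adjusted p = 0.000141 from limma). S100a4 (chromosome 3, 90603770 to 90606045) fell from 52.5 ± 4.8 to 10.5 ± 1.2 RPKM (SD, n = 3 each; adjusted p = 0.000147 from limma).

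The 39 tested genes of the lineage list were also lower, with a median log2 fold change of -0.19 (adjusted p = 0.0030 from limma's camera). Of these 1 was called higher (H2-Ab1) and 6 lower. Itgam, which encodes the Mac-1 chain used in the sort, fell from 76.8 ± 18.8 to 14.0 ± 2.5 RPKM (SD, n = 3 each; adjusted p = 0.000720 from limma). Csf1r fell from 66.5 ± 11.2 to 22.9 ± 3.9 RPKM and Csf3r from 23.8 ± 6.2 to 9.29 ± 1.43 RPKM (SD, n = 3 each; adjusted p = 0.00261 and 0.0175 from limma). The call on Csf3r was lost in 7 of 17 alternatives. Among these were the fits without Asic3-null replicate 1 or 2 and without WT replicate 1 or 2, where its adjusted p from limma was 0.0606, 0.0545, 0.0607 and 0.0645.

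With the correlation estimated from the data, camera gave p = 0.00538 for the calcium-binding families and p = 0.168 for the lineage list, so that only the first held. Of the 10 ways to split the 6 libraries into 3 and 3, the labelled split gave the lowest camera p for the calcium-binding families, and another split reached 0.0412. For the lineage list 2 other splits gave a camera p as low as the labelled one, the lowest 0.000353.

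**Figure D2:**
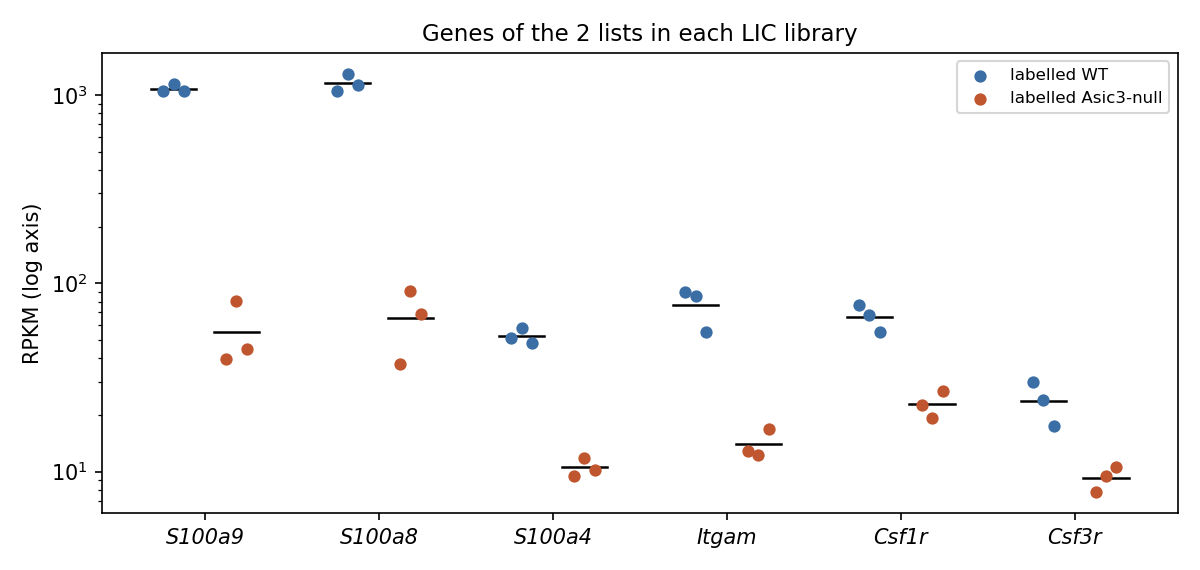
RPKM on a log axis of the 3 genes with the lowest p in each list, S100a9, S100a8 and S100a4 of the calcium-binding families and Itgam, Csf1r and Csf3r of the lineage list. Points are libraries and lines the means of 3. For each of these 6 genes all libraries labelled Asic3-null lie under all those labelled WT.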

We observed significant alterations in the calcium ion binding and hematopoietic cell lineage pathways (Supplemental Figure 6, A and B). Given that *Asic3* deletion promoted LIC self-renewal while impairing their differentiation, and considering the well-established role of calcium signaling in regulating LIC stemness and lineage commitment (72, 73), we hypothesized that calcium signaling may contribute to the noncanonical functions mediated by *Asic3*. 

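Directions are again those of the labels. Meis1 (Entrez 17268, chromosome 11, 18880428 to 19019651) had 28.4 ± 6.8 RPKM in the libraries labelled Asic3-null and 14.4 ± 0.5 RPKM in those labelled WT (SD, n = 3 each), a log2 fold change of 0.91 (standard error 0.19, adjusted p = 0.0367 from limma over all tested genes). Gata2 (Entrez 14461, chromosome 6, 88193891 to 88207032) had 54.9 ± 11.2 against 29.3 ± 5.2 RPKM (SD, n = 3 each), a log2 fold change of 0.88 (standard error 0.19, adjusted p = 0.0440 from limma). Bmi1 (Entrez 12151, chromosome 2, 18677018 to 18686629) had 18.9 ± 0.9 against 12.4 ± 1.1 RPKM (SD, n = 3 each), a log2 fold change of 0.58 (standard error 0.15, adjusted p = 0.0848 from limma). Mef2c (Entrez 17260, chromosome 13, 83504017 to 83667079) had 59.2 ± 8.7 against 44.9 ± 1.6 RPKM (SD, n = 3 each), a log2 fold change of 0.38 (standard error 0.14, adjusted p = 0.241 from limma). The groups did not overlap for these 4 genes (exact permutation test, two-sided p = 0.10 for each, the smallest that 3 against 3 allow). Hoxb4 (Entrez 15412, chromosome 11, 96318267 to 96321638) had 1.27 ± 0.43 against 0.722 ± 0.113 RPKM (SD, n = 3 each). Its mean stayed under the filter of 1 RPKM. With no filter on low values its log2 fold change was 0.39 (standard error 0.20, adjusted p = 0.451 from limma), and its groups overlapped (exact permutation test, two-sided p = 0.20).

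Supplemental Figure 6C shows 13 genes. Of the 12 that were tested, 2 were called over all genes, Meis1 and Gata2, and 5 when adjusted over the list alone, Hoxa9, Meis1, Bmi1, Gata2 and Spi1. The paper presents them as candidates for self-renewal and differentiation and does not say whether these libraries guided the choice, so whether the count adjusted over the list alone is independent of these libraries is not known. Both calls over all genes depended on single libraries and on the settings. With no filter on low values, no intensity trend, and untransformed RPKM with and without moderation, the adjusted p from limma was 0.0644, 0.0628, 0.121 and 0.285 for Meis1 and 0.0772, 0.0915, 0.0862 and 0.284 for Gata2, which was also not called with quantile normalization (0.0505). The adjusted p of Meis1 from limma stayed under 0.05 without Asic3-null replicate 1 (0.0244) and was 0.101 and 0.127 without Asic3-null replicate 2 and 3, and 0.110, 0.0955 and 0.0988 without WT replicate 1, 2 and 3. The adjusted p of Gata2 from limma was 0.0302 without Asic3-null replicate 2 and 0.0463 without WT replicate 3, and 0.140, 0.158, 0.147 and 0.140 without Asic3-null replicate 1 or 3 and WT replicate 1 or 2.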

In line with the phenotype changes in *Asic3*-null LICs, several candidate genes involved in the self-renewal (*Meis1*, *Mef2c*, *Bmi1*, *Hoxb4*) and differentiation (*Gata2*) of LICs were significantly changed in *Asic3*-null LICs (Supplemental Figure 6C). The mRNA levels of several potential targets were further validated by qRT-PCR, and we found the mRNA levels, indeed, were distinctly upregulated (*Hoxa9*, *Meis1*, *Bmi1*, *Cebpg*) or downregulated (*Spi1*, *Cebpa*) in *Asic3*-null LICs than those in WT counterparts (Figure 4A).

Many studies have shown that the transcription factor of MEIS1, which is fine-tuned by calcium signaling (74), plays pivotal roles in the self-renewal maintenance and differentiation inhibition during leukemogenesis or other cancer development (75, 76). We noticed an approximately 6-fold increase in *Meis1* mRNA levels (Figure 4A), which prompted us to test whether MEIS1 serves as the key downstream target of ASIC3. We measured MEIS1 protein levels in both LICs and the bulk of BM leukemia cells, using Western blotting, and found that the MEIS1 levels were substantially increased in *Asic3*-null AML cells, especially in *Asic3*-null LICs (Figure 4B and Supplemental Figure 6D). Treatment under conditions slightly more acidic than pH 7.4 efficiently downregulated MEIS1 protein levels in WT LICs but not in *Asic3*-null LICs (Supplemental Figure 6E), indicating acid-ASIC3-MEIS1 signaling may inhibit LIC activities.

To examine whether MEIS1 is a downstream target of ASIC3, a rescue assay showed that the mice receiving the *Meis1*-knockdown *Asic3*-null AML cells succumbed to death much more slowly than did mice transplanted with *Asic3*-null leukemia cells, as indicated by the reduced leukemia cell frequency and prolonged survival (Figure 4, C and D, and Supplemental Figure 6F). Consistently, functional analysis, as evaluated by colony-forming assay, showed colony numbers and total cell counts derived from colonies were markedly reduced upon *Meis1*-knockdown (Supplemental Figure 6, G and H). These data prove that acid-ASIC3 signaling restrains leukemogenesis mainly through the downregulation of MEIS1 level.

### ASIC3 downregulates STIM1-CAMK1-CREB signaling to reduce the MEIS1 level.

MEIS1 has been reported to be transactivated by the AML oncogene cAMP response element-binding protein (CREB) (74), which is tightly controlled by the mediator of calcium signaling, calcium/calmodulin dependent protein kinases (CAMKs). We sought to determine whether CREB and CAMKs were involved in the ASIC3-MEIS1 signaling pathways. Thus, we examined the protein levels of CREB in *Asic3*-null YFP^+^ BM leukemia cells by immunoblotting, which showed that both phosphorylated and total CREB levels were markedly increased (Supplemental Figure 7A). One of the key upstream regulators of CREB, CAMK1 (but not CAMK2D and CAMK4), was simultaneously upregulated in total protein levels (Supplemental Figure 7A; data not shown). Of note, higher protein levels of p-CREB, CREB, and CAMK1 were observed in *Asic3*-null LICs (Figure 5A). Because CAMK1 activity is tightly regulated by the calcium signaling, we sought to understand how calcium signaling was affected by *Asic3* deletion and found that the STIM1 level, a key mediator of calcium influx, was notably increased in LICs, as well as in YFP^+^ BM leukemia cells (Figure 5A and Supplemental Figure 7A). The elevated levels of STIM1 in *Asic3*-null LICs were also validated by immunofluorescence staining in LICs (Supplemental Figure 7B).

Currently, the function of STIM1 in leukemogenesis is largely unknown. To verify the changes of STIM1-mediated calcium signaling during leukemia development, we measured constitutive capacities of calcium influx in *Asic3*-null leukemia bulk cells or LICs. The capacities were much higher in both cell populations, especially in LICs, in comparison with WT counterparts (Supplemental Figure 7, C–F). The constitutive calcium influx was significantly reduced at pH 7.0 in either WT leukemia bulk cells or LICs, but not in *Asic3*-null cells (Supplemental Figure 7, G–J). Moreover, the elevated calcium levels in *Asic3*-null LICs could be significantly reduced by the knockdown of *Stim1* (Supplemental Figure 7, K–M). Because ASIC3 is thought to mainly mediate a certain type of cation current, such as Na^+^ (but maybe not Ca^2+^), in a pH-dependent manner (77), we speculate the upregulation of calcium levels in *Asic3*-null LICs may result from an indirect effect of the ASIC3-mediated noncanonical pathway, because no substantial inward currents could be elicited at pH 7.4 or pH 7.0, as shown in Figure 3A. When we examined whether STIM1, CAMK1, and CREB are downstream components of ASIC3 signaling, rescue assays showed that knockdown of *Stim1* or its downstream targets *Camk1* and *Creb* could largely reverse the phenotypes caused by *Asic3* deletion, as evidenced by decreased frequencies of leukemia cells in PB, extended overall survival, and reduced colony formation (Figure 5, B–G, and Supplemental Figure 7, M–U).

To further understand how ASIC3 deletion contributed to the increased calcium levels in LICs, we performed co-immunoprecipitation experiments and demonstrated that ASIC3 could directly interact with STIM1 (Supplemental Figure 8A). We further demonstrated that the N-terminal, but not C-terminal, of ASIC3, was tightly associated with STIM1 (Supplemental Figure 8B). Alternatively, we produced 2 peptides, NP-1 and NP-2, corresponding to amino acid residues 1–22 and 23–43 of the intracellular N-terminal domain of ASIC3, which is known to mediate intracellular protein interactions, to test whether they could block the constitutive calcium flux in LICs. Interestingly, we observed that NP-1, but not NP-2, could efficiently downregulate the calcium flux levels in both WT and *Asic3*-null LICs (Supplemental Figure 8, C and D), indicating the N-terminal of ASIC3 is critical for interaction with STIM1. NP-1 peptide treatment also sufficiently inhibited the phosphorylation level of CREB and cell proliferation in vitro (Supplemental Figure 8, E and F). Consistently, functional analysis, as evaluated by colony-forming assay, showed colony numbers and total cell counts derived from colonies were markedly reduced upon NP-1 peptide treatments (Supplemental Figure 8, G and H). More interestingly, MEIS1 could bind to the promoter region of STIM1 and efficiently transactivate its expression (Supplemental Figure 8, I and J). These results substantiate the concept that ASIC3 interplays with STIM1 to reduce calcium signaling in a noncanonical manner to suppress the CAMK1-CREB-MEIS1 pathway to inhibit leukemogenesis.

To explore whether other ion channels or signaling pathways might contribute to the elevated intracellular calcium levels observed in *Asic3*-null LICs, we examined the expression of several calcium influx–related molecules. Notably, we found that *Orai1* and *Trpc1* expression levels were significantly upregulated in *Asic3*-null LICs (Supplemental Figure 8K), which is consistent with previous reports indicating the ORAI1–STIM1–TRPC1 complex is essential for sustaining store-operated calcium entry (78). To functionally validate the involvement of ORAI channels, we treated LICs with Synta-66, a selective inhibitor of ORAI channels. Remarkably, this treatment completely abolished calcium influx in both WT and *Asic3*-null LICs (Supplemental Figure 8L), indicating ORAI channels are essential downstream effectors contributing to the calcium elevation observed upon *Asic3* deletion.

We also investigated whether altered sodium flux might play a role in modulating intracellular calcium dynamics, considering the canonical sodium-conducting function of ASIC3. However, our measurements revealed no marked difference in Na^+^ flux between WT and *Asic3*-null LICs under both neutral (pH 7.4) and mildly acidic (pH 7.0) conditions (Supplemental Figure 8M), suggesting that ASIC3 loss does not substantially affect sodium homeostasis in this context.

Given the possibility that *Asic3* deletion might perturb membrane potential and indirectly influence calcium channel activity, we further assessed the resting membrane potential of LICs. Our results showed no significant changes in membrane potential between WT and *Asic3*-null LICs under either pH condition (Supplemental Figure 8N), indicating ASIC3 does not exert major effects on the electrical properties of the LIC plasma membrane. Taken together, these results further underscore the functional significance of the noncanonical STIM1-interacting role of ASIC3 in modulating calcium signaling in LICs.

### ASIC3 suppresses the glycolysis of LICs to delay the leukemogenesis.

MEIS1 delicately enhances glycolytic levels to maintain the stemness of HSCs (79), and LICs may mainly use glycolysis as their energy source (59); therefore, it is conceivable that the metabolic status of *Asic3*-null LICs may be influenced by the pronounced upregulation of MEIS1. To address this possibility, we took advantage of a genetically encoded sensor (SoNar) for cytosolic NADH/NAD^+^ ratio (which mainly reflects the glycolytic level in a cell) to measure glycolysis in AML cells as indicated by the ratios of SoNar fluorescence with excitation at 405 nm and 561 nm, which can precisely monitor the subtle changes of glycolysis of AML cells in real time in different leukemic BM niches, according to previous studies from our group and others (59, 80).

We then ectopically expressed the SoNar in WT and *Asic3*-null LICs and measured their glycolytic status. *Asic3*-null LICs had much higher levels of SoNar and were more sensitive to be reduced or elevated upon pyruvate (a substrate catalyzed by lactate dehydrogenase A (LDHA) to form the lactate while consuming NADH) or oxamate (an LDHA inhibitor to increase cytosolic NADH/NAD^+^ level) stimulation (Supplemental Figure 9, A–D), which was consistent with the much lower levels of ATP and the oxygen consumption rate (an indicator of oxidative phosphorylation levels) (Supplemental Figure 9, E and F), but higher levels of extracellular acidic rate (an indicator of lactate levels) (Supplemental Figure 9G) or absolute concentration of lactate secretion (Supplemental Figure 9H) in *Asic3*-null LICs. *Asic3*-null LICs also had much lower levels of mitochondrial DNA than did WT counterparts (Supplemental Figure 9I). Acidification treatment also led to a marked decrease of the ratios of SoNar fluorescence in WT, but not in *Asic3*-null LICs, suggesting that low pH inhibits glycolysis (Supplemental Figure 9J).

We further examined mRNA expression levels of several *Meis1* downstream targets related to glycolysis (*Ldha*, *Pkm2,* and *Glut1*), oxidative phosphorylation determinants (*Aco2*, *Idh1*, *Idh2,* and *Fh1*), or fatty acid oxidation genes (*Cpt1* and *Acox1*) and found a 4.2-fold or 1.6-fold increase of *Ldha* or *Pkm2*, respectively, in *Asic3*-null LICs (Figure 6A). Protein levels of LDHA were remarkably elevated in *Asic3*-null LICs and total AML cells (Figure 6B and Supplemental Figure 9K), suggesting LDHA may serve as the main downstream molecule of MEIS1. This was evidenced by silencing of *Ldha* that could effectively reverse the phenotypes of the loss of function of ASIC3 (Figure 6, C and D, and Supplemental Figure 9, L–N). These data point to a unique connection between the acidic niche and glycolytic metabolism in LICs mediated by ASIC3.

### Acid-ASIC3 signaling inhibits the growth of human AML cell lines and LICs.

To unravel the roles of ASIC3 in human AML, we determined the mRNA levels of *ASIC3* in different subtypes of human AML cell lines by qRT-PCR and found most of them expressed ASIC3, including Kasumi-1 (M2), HL-60 (M3), THP-1 (M5), U937 (M5), and MV4-11 (M5) (Supplemental Figure 10A). To be consistent with the study in the murine AML model, ASIC3 was knocked down in THP-1, U937, MOLM-13, and Kasumi-1 cells by the validated shRNAs targeting *ASIC3* (sh-ASIC3_1-2), which drastically enhanced their proliferation in vitro (Supplemental Figure 10, B–I). More importantly, silencing *ASIC3* in THP-1 or U937 cells significantly increased the frequency of leukemia cells in the PB (Supplemental Figure 10, J and K) and markedly reduced the survival of NOD-SCID mice compared with their counterparts (Supplemental Figure 10, L and M). We overexpressed *ASIC3* in THP-1 and U937 AML cell lines and observed a significant reduction in cell growth (Supplemental Figure 10, N and O), supporting the potential antitumor role of ASIC3 in leukemogenesis. Knockdown of *ASIC3* in AML cell lines (THP-1, MOLM-13, and Kasumi-1) led to elevated protein levels of MEIS1, p-CREB, CAMK1, and STIM1 (Supplemental Figure 10, P–R). In addition, co-immunoprecipitation experiments demonstrated an interaction between ASIC3 and STIM1 in THP-1, U937, and MOLM-13 cells (Supplemental Figure 11A). *ASIC3*-knockdown THP-1 cells also had enhanced constitutive capacities of calcium influx (Supplemental Figure 11, B and C).

To further test the functions of ASIC3 in human AML-LICs, Lin^–^CD34^+^CD38^–^CD90^–^CD45RA^+^ LICs and CD34^–^CD38^–^ leukemia cells were purified for the evaluation of *ASIC3* mRNA level by qRT-PCR, which showed that ASIC3 was also expressed in both cell populations, as well as their counterparts of human cord blood HSCs (Supplemental Figure 11, D–F). Similar to what is observed in mouse LICs, no obvious inward currents were elicited in CD34^+^-enriched human LICs at pH 7.4, pH 7.0, and pH 5.0, using whole-cell patch clamping (Figure 7A), which indicated acid-ASIC3 exerted a noncanonical effect on leukemia development. We then knocked down *ASIC3* in several human AML samples and demonstrated that the *ASIC3*-knockdown CD34^+^ LICs grew much faster compared with scrambled cells (Figure 7, B–D, and Supplemental Figure 11G) and gave rise to more colonies as well as total derived cell numbers (Figure 7, E and F). *ASIC3*-knockdown LICs also had notably enhanced levels of MEIS1, p-CREB, CREB, CAMK1, and STIM1 (Figure 7G) than did scrambled cells. In silico analyses indicated that certain subtypes of AML with abnormal karyotypes—inv (16) or t (15:17)—also had slightly reduced levels of *ASIC3* from the curated database (Supplemental Figure 11H), and *ASIC3* expression levels were positively correlated with the overall survival of patients with AML (Supplemental Figure 11I), which strongly suggests ASIC3, indeed, acts as a tumor suppressor in human AML.

A working model is depicted in Supplemental Figure 11J, showing LICs tend to reside in the endosteal niche with a relative neutral pH condition rather than in the vascular niche with a relatively lower level of pH. An acidic niche suppresses the self-renewal and glycolysis and promotes the differentiation of LICs through the noncanonical ASIC3-STIM1-CAMK1-MEIS1-LDHA pathway, which indicates ASIC3 may be ideal for targeting LICs.

## Discussion

The BM niche affords a special microenvironment to support LIC growth, escape from immune surveillance, and protect from chemotherapy or radiotherapy. Identification of key niche components and their downstream pathways may be beneficial for the development of novel strategies for leukemia treatment. In this study, we show that an acidic niche can activate ASIC3-mediated noncanonical signaling independent of its channel function in both mouse and human LICs to inhibit leukemia development. It is possible that other ligands exist, except for the hydrogen ions from the BM niche that can synergistically activate ASIC3 noncanonical pathways. Interestingly, Marra et al. (81) reported that lysophosphatidylcholine and arachidonic acid can serve as endogenous activators of ASIC3 in dorsal root ganglion neurons at physiological pH 7.4. Identification of additional ligands for ASIC3 may be beneficial for understanding ASIC3’s role in leukemogenesis and the development of strategies for leukemia treatment.

The canonical function of ASIC3 is as a proton-gated cation channel, where extracellular acidification triggers conformational changes leading to Na^+^ (and, to a lesser extent, Ca²^+^) influx through its transmembrane pore. This process primarily depends on the extracellular domain and the transmembrane segments. In contrast, the noncanonical mechanism identified in our study involves a physical interaction between the N-terminal intracellular domain of ASIC3 and STIM1, which modulates calcium signaling independently of ASIC3’s ion channel activity. This interaction likely influences STIM1’s ability to activate store-operated calcium entry pathways. These 2 mechanisms occur at different structural domains and may represent functionally distinct but potentially complementary roles of ASIC3 under different conditions. Importantly, in our AML model, the STIM1-ASIC3 N-terminal interaction appears to play a dominant role in regulating downstream calcium signaling and leukemia cell behavior, regardless of extracellular pH or ASIC3 conductance. Thus, we believe the noncanonical function does not conflict with, but rather expands, the physiological relevance of ASIC3 beyond its classical role as a pH sensor. We are currently investigating whether these 2 modes of action might cooperate or be differentially activated in response to environmental cues such as acidosis or ER calcium depletion.

ASIC3 expression is elevated in AML cells compared with normal hematopoietic cells; this may appear paradoxical given its inhibitory effect on AML progression. However, similar patterns have been observed for well-known tumor suppressors such as TP53, whose upregulation in leukemic cells is interpreted as a compensatory response to oncogenic stress, rather than a reflection of functional activity (82, 83). In this context, ASIC3 upregulation in AML may reflect an adaptive attempt by cells to counteract the progressively acidic BM microenvironment. Additionally, many genes exhibit opposing functions across malignancies depending on cellular context and microenvironment. For example, EZH2 acts as an oncogene in diffuse large B-cell lymphoma but displays tumor-suppressive properties in myeloid malignancies (84, 85). Similarly, ASIC3 may exert divergent effects in different malignancies depending on the cellular context, disease type, and microenvironmental conditions, such as extracellular pH. These observations underscore the need for further investigation into the canonical and noncanonical roles of ASIC3 across cancer types.

Many groups, including ours, have shown that LICs may use glycolysis as the main energy source in their hypoxic BM niches (59, 86, 87). We herein demonstrated that the deficiency of the acidic sensor of ASIC3 enhances the leukemogenesis through the metabolic switch from oxidative phosphorylation to glycolysis via an MEIS1-LDHA pathway. Our findings show a direct connection between an acidic microenvironment and glycolysis via ASICs, although it has been suggested that low pH may result in the switch of glycolysis to oxidative metabolism (28). Moreover, the acidic niche delivers an inhibitory signaling to suppress leukemogenesis, which may be different from the functions in many solid tumors as reported previously. We speculate there may exist an acidification-dependent effect on the cell fates of different tumors. In the present study, we also used a genetically encoded sensor to sensitively and specifically monitor the dynamics of glycolytic levels in live LICs, which may provide a unique angle and powerful tool to precisely evaluate the metabolic changes of LICs both in vitro and in vivo to dissect the impacts of different niche components on LIC metabolism. We are developing other metabolic sensors to explore whether acidic niche/ASICs or other acid-sensing molecules also have some effects on the metabolisms of other nutrients, including fat acids or amino acids.

In this study, we also engineered a pH biosensor, named pHluorin3, for the spatiotemporal monitoring of live-cell or in vivo pH. To our knowledge, this ultrasensitive, ratiometric pHluorin3 sensor presented the most intense brightness and the largest dynamic change among all the pHluorin versions in mammalian cells. Compared with pH measurements in BM niches using SNARF-1 dye, pHluorin3 allows for easy and robust detection of extracellular pH at single-cell resolution with high spatial accuracy. In our study, we used pHluorin3 to visualize and quantify extracellular pH in the BM microenvironment during AML progression. While this approach allowed us to capture spatial and temporal pH heterogeneity with high resolution, acidosis in the BM is often tightly coupled with hypoxic conditions, especially in poorly perfused niches such as the endosteal region. Therefore, combining pHluorin3 with oxygen sensors could provide a more comprehensive and integrated view of the metabolic and physiological landscape of the leukemic microenvironment. Such dual-parameter imaging would not only enhance our understanding of how pH and oxygen gradients coexist and interact in situ but also help clarify their individual and synergistic roles in regulating LIC behavior, metabolic reprogramming, and therapy resistance. Given the vital roles of pH in cell metabolism, we anticipate that the pHluorin3 sensor, together with other metabolite sensors such as the ATP sensor Ateam-1.03 (88), the NADH sensors Frex (89) and SoNar (90), the NADPH sensor iNap (91), and the glucose FLI Pglu-series (92, 93) can better visualize the landscape of cellular and subcellular metabolisms. In addition, the intense fluorescence and large dynamic range of pHluorin3 allow the high-throughput chemical screening in a microplate reader–based assay of candidate compounds or genes targeting cell metabolisms.

In summary, the acidic sensor of ASIC3 efficiently inhibits LIC activities and glycolysis through the STIM1-CAMK1-CREB-MEIS1-LDHA pathway in a noncanonical manner. Targeting ASIC3 may be an attractive way to eradicate LICs or other types of cancer stem cells.

## Methods

### Sex as a biological variable.

Our study examined male and female human and animals, and similar findings were reported for both sexes.

### Mice.

*Asic3* and *Asic1a* KO mice were generated as previously described (94, 95) and provided by John A. Wemmie, Margaret P. Price, and Michael J. Welsh at the University of Iowa (Iowa City, Iowa). C57BL/6 CD45.2 mice or NOD/SCID mice were purchased from the Shanghai SLAC Laboratory Animal Co. CD45.1 mice were provided by Jiang Zhu at Shanghai Jiao Tong University School of Medicine (Shanghai). All animal experiments were conducted in accordance with the guidelines approved by the Institutional Animal Care and Use Committee of Shanghai Jiao Tong University School of Medicine.

### Statistics.

Statistical analysis was performed using Prism, version 7.04 (GraphPad Software); SigmaPlot, version 12.5 (Grafiti); and SPSS software program, version 19.0 (IBM Corp.). Data are represented as mean ± SEM. Significance was calculated using unpaired 2-tailed Student’s *t* test for data with 2 groups; 1-way ANOVA with Tukey’s multiple comparison test or 2-way ANOVA with Šídák’s multiple comparison test was used for data with more than 2 groups. The survival in different groups was evaluated using the Kaplan-Meier method with a log-rank test. Experiments were biologically repeated at least 3 times unless otherwise indicated.

### Study approval.

Human samples were collected from the patients after diagnostic work in the Department of Hematology at the 1st People’s Hospital or Xinhua Hospital, Shanghai Jiao Tong University School of Medicine. Written informed consent was obtained from all the participants and the standard procedures were fully discussed and approved by the Ethics Committee for Medical Research (institutional review board) at Shanghai Jiao Tong University School of Medicine.

### Data availability.

All data supporting this study are included in the article or in the supplemental materials, with values for all data points in the graphs provided in the Supporting Data Values file. The raw bulk RNA-Seq data in this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus database under accession number GSE102240.

All the other experimental details can be found in the supplemental material.

## Author contributions

HG, LW, CC, X Hao RT, XQ, Y Zhao, TLX, GQC, and JZ designed the experiments, performed the experiments, analyzed data and wrote the manuscript. XL, LL, TZ, YJ, JW, WGL, ZY, LX, Y Zhang, and X He performed the experiments. Y Yang, Y Yu, and DW provided reagents and helped with the experiments. The order of co–first authors was determined based on the relative magnitude of their contributions to the study.

## Funding support

- National Basic Research Program of China (grants 2024YFA1803500 and 2024YFA0917700).
- National Natural Science Foundation of China (grants 32030030, 82430007, 32030065, 32530064, 92457301, 82170175, 82370180, and 32371160).
- CAMS (Chinese Academy of Medical Sciences) Innovation Fund for Medical Sciences (grant, 2019-I2M-5-013).
- The Shanghai Songjiang District Science and Technology Research Project (grant 2023SJKJGG37).
- The Key Discipline Project of Shanghai Municipal Health Commission (grant 2024ZDXK0050).
- Fundamental and Interdisciplinary Disciplines Breakthrough Plan of the Ministry of Education of China.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
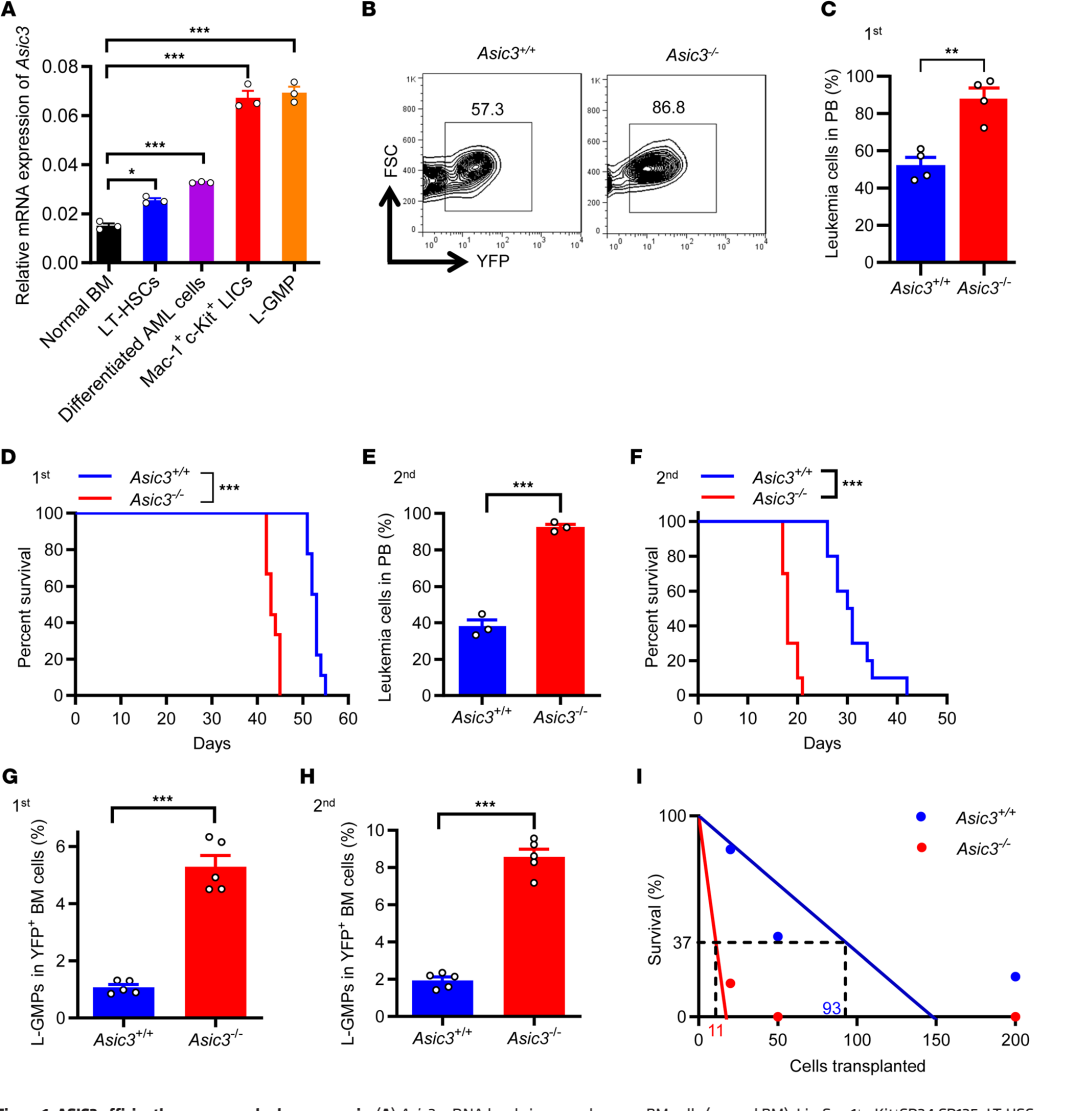
ASIC3 efficiently suppresses leukemogenesis. (**A**) *Asic3* mRNA levels in normal mouse BM cells (normal BM), Lin^–^Sca-1^+^c-Kit^+^CD34^-^CD135^–^ LT-HSCs, YFP^+^Mac-1^+^Gr-1^+^ differentiated AML cells, YFP^+^Mac-1^+^c-Kit^+^ LICs, and YFP^+^Lin^–^CD127^-^Sca-1^–^c-Kit^+^CD34^+^CD16/32^+^ L-GMPs by qRT-PCR (*n* = 3). (**B** and **C**) Flow cytometry of YFP^+^ leukemia cells in PB 5 weeks after primary transplantation (*n* = 4). FSC, forward scatter. (**D**) Survival of mice transplanted with WT or *Asic3*-KO MLL-AF9^+^ leukemia cells after primary transplantation (*n* = 9). (**E**) YFP^+^ leukemia cells in PB 2 weeks after secondary transplantation (*n* = 3). (**F**) Survival of recipients after secondary transplantation (*n* = 10). (**G**) Quantification of the percentages of L-GMP cells in the YFP^+^ BM cells from recipients 5 weeks after primary transplantation (*n* = 5). (**H**) Quantification of the frequency of L-GMPs in the YFP^+^ BM cells from recipients 2 weeks after secondary transplantation (*n* = 5). (**I**) Limiting dilution assay of LIC frequencies in WT and *Asic3*-null YFP^+^ BM leukemia cells; competitive repopulating units were calculated using L-Calc software. Data are presented as mean ± SEM. Statistical analyses were conducted with 1-way ANOVA with Tukey’s multiple comparison test (**A**), Student’s 2-tailed unpaired *t* test (**C**, **E**, **G**, and **H**), and log-rank test (**D** and **F**). *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 2:**
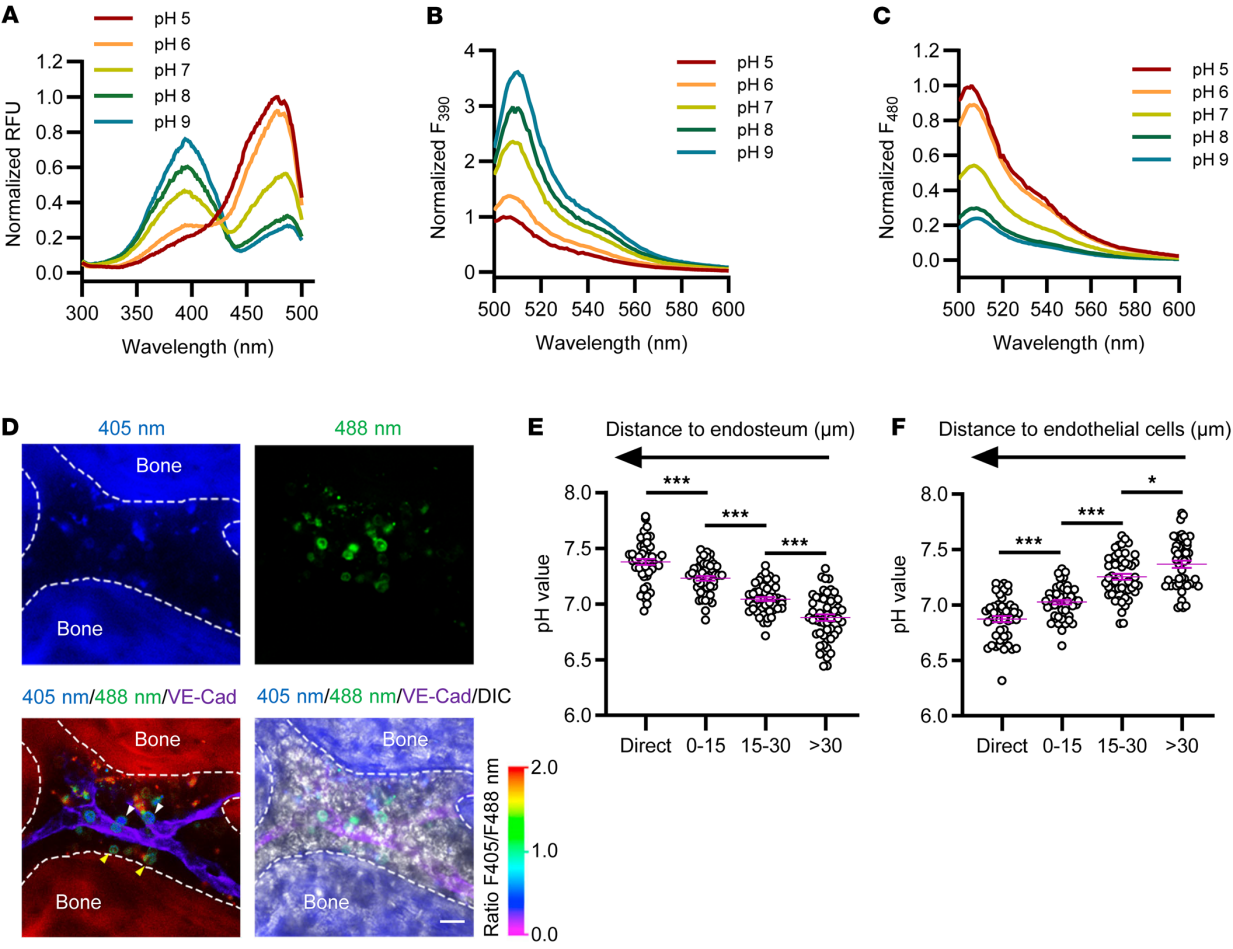
Establishment of a highly responsive, genetically encoded pH sensor for the real-time imaging of the dynamics of acidity in leukemic BM niches. (**A**–**C**) Excitation and emission spectra of purified pHluorin3 at indicated pH. RFU, relative fluorescence unit. (**D**) Imaging in calvarium focused on leukemia-colonized regions. pH levels in the endosteal niche (cells contacting endosteum >10 μm from the vascular endothelial–cadherin^+^ [VE-Cad]sinusoid) and vascular niche (cells contacting vascular endothelium >10 μm from the endosteal surface) assessed by pHluorin3 fluorescence ratio (405/488 nm). Yellow arrows indicate THP-1 cells located in the endosteal niche, and white arrows indicate those in the vascular niche. Purple regions indicate VE-cadherin^+^ vasculature, and white dashed lines denote the bone surface. Scale bar, 20 μm. (**E** and **F**) Quantification of pH levels grouped by distance to endosteum (**E**) or endothelium (**F**) (*n* = 50). Data are reported as mean ± SEM in **E** and **F**. Statistical analyses were conducted with 1-way ANOVA with Tukey’s multiple comparison test in **E** and **F**. *P < 0.05, ***P < 0.001.

**Figure 3:**
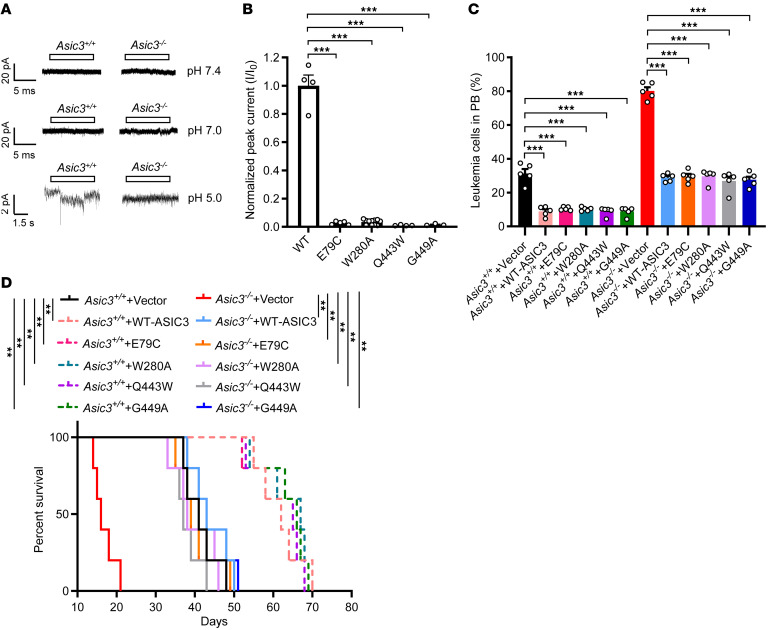
Noncanonical acid-ASIC3 signaling inhibits leukemogenesis. (**A**) Whole-cell currents in WT or *Asic3*-null LICs evoked by pH 7.4, 7.0, or 5.0, measured by patch-clamp (data are representative of 3 independent experiments). (**B**) Quantification of peak current at pH 5.0 (*n* = 3–11 CHO cells). I, peak current; I_0_, average WT current. (**C** and **D**) WT and *Asic3*-null leukemia cells overexpressing ASIC3 or its mutants were transplanted; GFP^+^ leukemia cells in PB at 2 weeks (**C**) and survival (**D**) (*n* = 5 in both) were measured. Data are reported as mean ± SEM. Statistical analyses were conducted with 1-way ANOVA with Tukey’s multiple comparison test (**B** and **C**) and log-rank test (**D**). **P < 0.01, ***P < 0.001.

**Figure 4:**
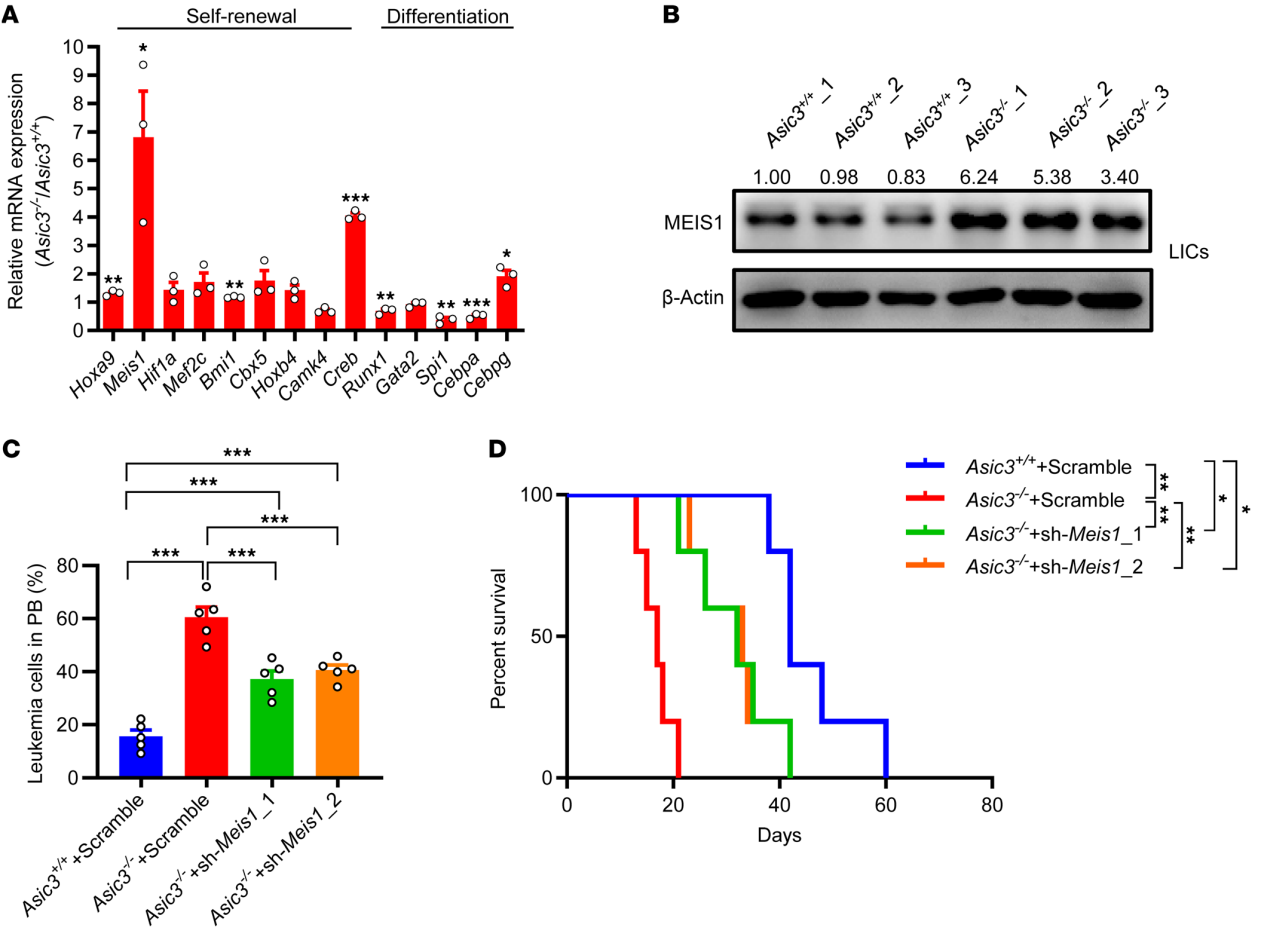
Acid-ASIC3 signaling downregulates MEIS1 level to inhibit leukemogenesis. (**A**) qRT-PCR of self-renewal genes and differentiation genes in WT and *Asic3*-null LICs (*n* = 3). (**B**) Immunoblot of MEIS1 in WT and *Asic3*-null LICs; MEIS1/β-actin ratios normalized to *Asic3*^+/+^_1. (**C** and **D**) *Meis1* knockdown in *Asic3*-null AML cells by shRNA (sh-*Meis1*_1-2), followed by transplantation; YFP^+^ leukemia cells in PB at 2 weeks (**C**) (*n* = 5) and survival in WT, *Asic3*-null, and *Meis1*-knockdown *Asic3*-null recipients (**D**) (*n* = 5). Data are reported as mean ± SEM. Statistical analyses were conducted with Student’s 2-tailed unpaired *t* test (**A**), 1-way ANOVA with Tukey’s multiple comparison test (**C**), and log-rank test (**D**). *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 5:**
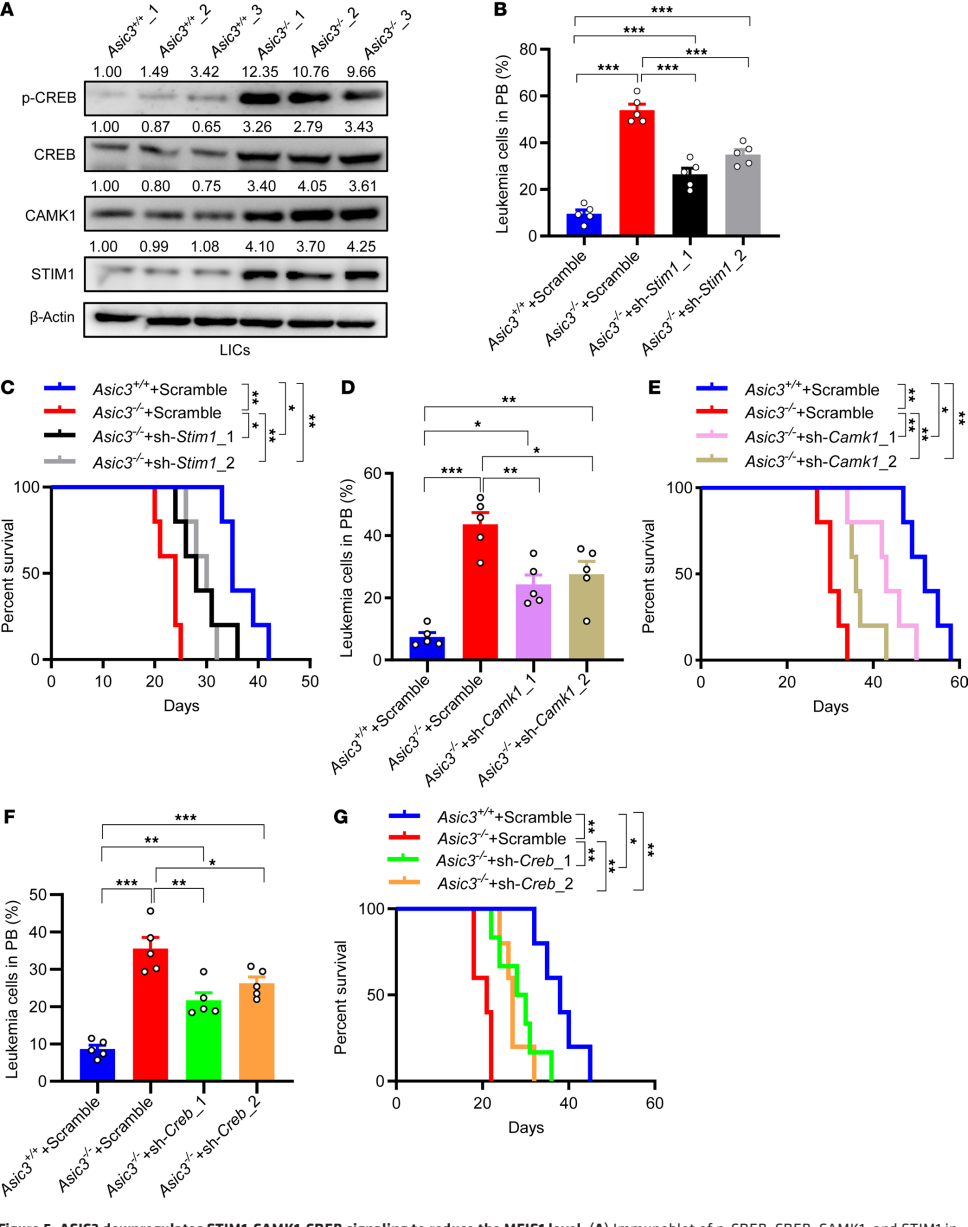
ASIC3 downregulates STIM1-CAMK1-CREB signaling to reduce the MEIS1 level. (**A**) Immunoblot of p-CREB, CREB, CAMK1, and STIM1 in WT and *Asic3*-null LICs; protein/β-actin ratios normalized to *Asic3*^+/+^_1. (**B**–**G**) *Stim1*, *Camk1* or *Creb* knockdown in *Asic3*-null AML cells, followed by transplantation. (**B**, **D**, and **F**) GFP^+^ leukemia cell frequency in PB at 2 weeks (n = 5) (**C**, **E**, and **G**) Survival among WT, *Asic3*-null, and knockdown groups (*n* = 5–6). Data are reported as mean ± SEM. Statistical analyses were conducted with 1-way ANOVA with Tukey’s multiple comparison test (**B**, **D**, and **F**), and log-rank test (**C**, **E**, and **G**). *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 6:**
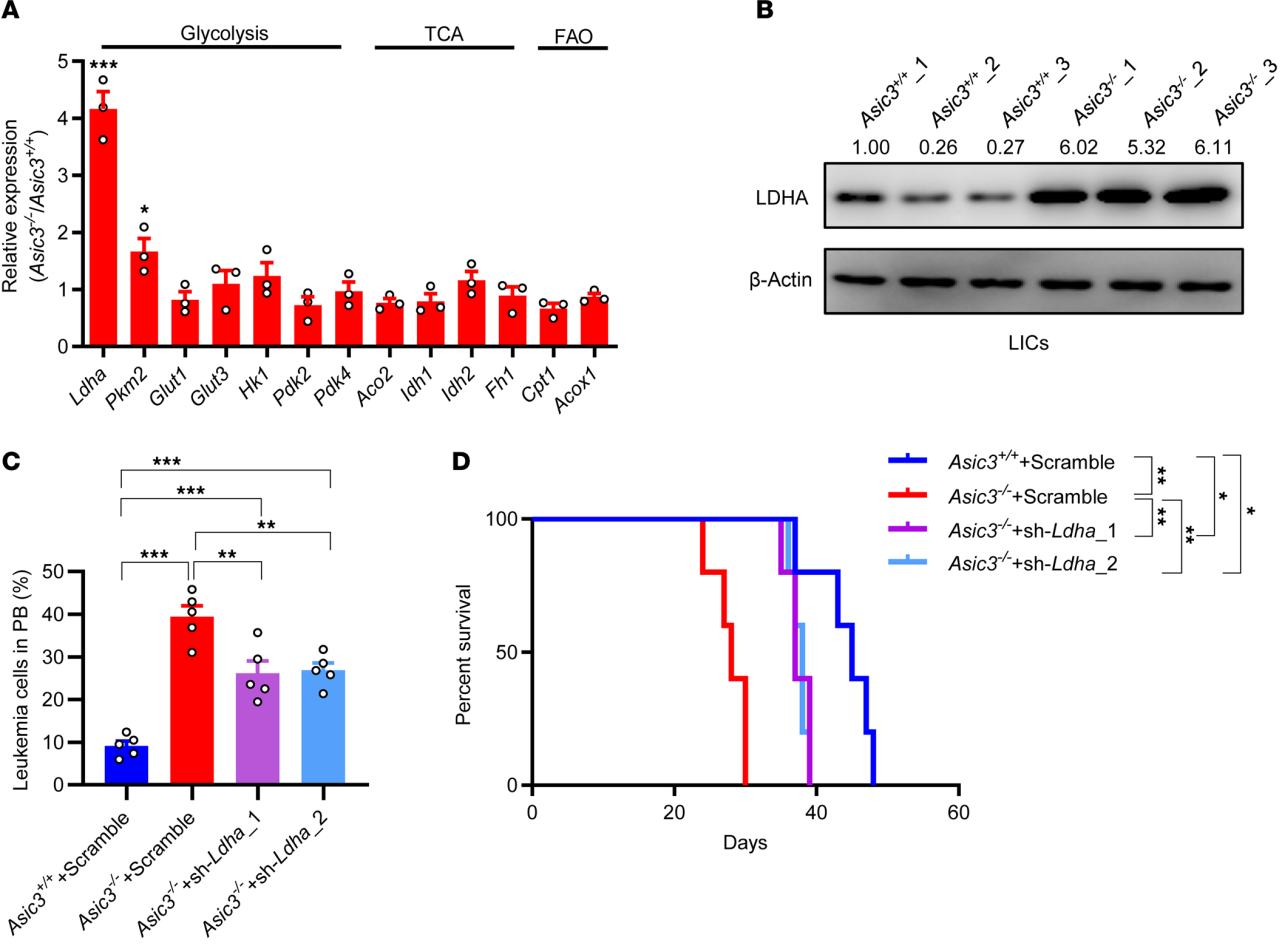
ASIC3 suppresses the glycolysis of LICs to delay the leukemogenesis. (**A**) mRNA levels of glycolysis, TCA, and fatty acid oxidation (FAO) genes in WT and *Asic3*-null LICs by qRT-PCR (*n* = 3). (**B**) Protein levels of LDHA were measured in WT and *Asic3*-null LICs, using immunoblotting. Ratios of LDHA/β-actin were quantified and normalized against *Asic3*^+/+^_1. (**C**) *Ldha* knockdown (sh-*Ldha*_1-2) in *Asic3*-null AML cells, followed by transplantation; GFP^+^ leukemia cell frequency in PB at 2 weeks (*n* = 5). (**D**) Recipient survival among WT, *Asic3*-null, and Ldha-knockdown *Asic3*-null groups (*n* = 5). Data are reported as mean ± SEM. Statistical analyses were conducted with Student 2-tailed unpaired *t* test (**A**), 1-way ANOVA with Tukey’s multiple comparison test (**C**), and log-rank test (**D**). *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 7:**
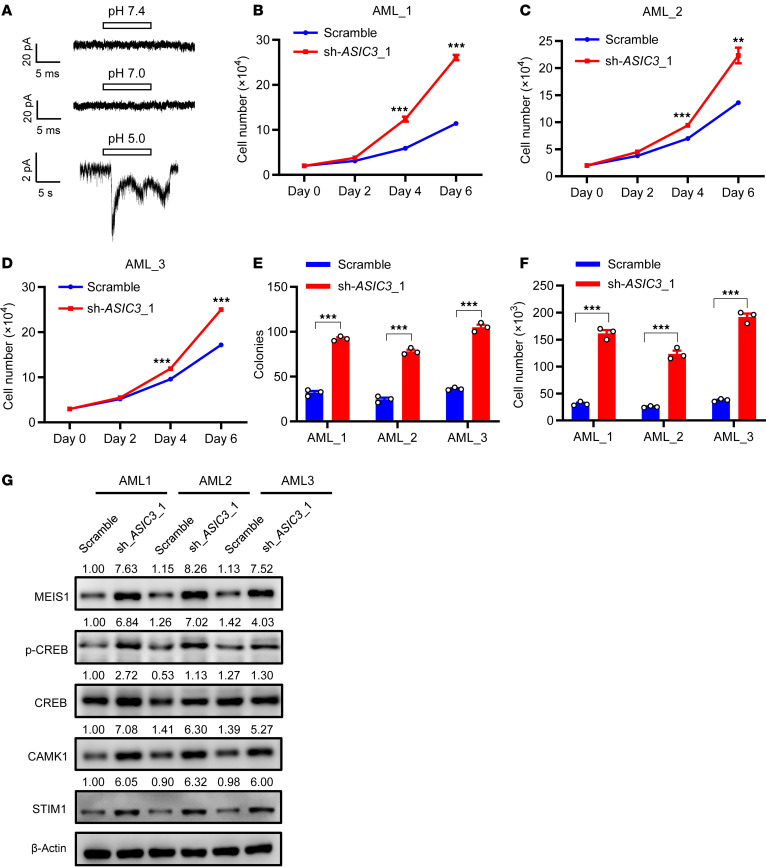
Acid-ASIC3 signaling inhibits the growth of human AML cell lines and LICs. (**A**) Whole-cell currents in human CD34^+^ LICs at pH 7.4, 7.0, and 5.0 (data are representative of 3 independent experiments). (**B**–**D**) Cell numbers were counted in *ASIC*3-knockdown (sh-*ASIC3*_1) CD34^+^ LICs, or scrambled LICs from 3 patients at the indicated days. (**E** and **F**) Colony-forming abilities were measured in *ASIC*3-knockdown CD34^+^ LICs or scrambled LICs from 3 patients (**E**); total cell numbers from respective colonies were counted as well (*n* = 3) (**F**). (**G**) Protein levels of MEIS1, p-CREB, CREB, CAMK1, and STIM1 were determined by immunoblot in samples from patients with *ASIC*3-knockdown (**B**–**F**). Ratio of these proteins to β-actin were quantified and normalized against AML1-Scramble. Data are reported as mean ± SEM. Statistical analyses were conducted with Student 2-tailed unpaired *t* test in **B**–**F**. **P <0.01, ***P <0.001.

# Supplementary material for: Nonionotropic action of an acid-sensing ion channel inhibits leukemogenesis in the acidic bone marrow niche
**Source:** J Clin Invest. 2025 Dec 15;135(24):e189051. doi: 10.1172/JCI189051
**Supplement:** Supplemental data

## **Supplemental methods**

### **Cell lines and primary patient AML cells**

The acute myeloid leukemia (AML) cell lines THP-1 (ATCC), U937 (ATCC), MOLM-13 (DSMZ), Kasumi-1 (ATCC), HL-60 (ATCC), and MV4-11 (ATCC) were cultured in RPMI 1640 (Gibco, 11875093) supplemented with 10% fetal bovine serum (FBS) (ExCell Bio, FSP500) and 1% penicillin-streptomycin (Beyotime, C0222). HEK293T cells (Procell) were cultured in DMEM (Gibco, 11965092) supplemented with 10% FBS. Human primary AML cells were cultured in serum-free medium (StemCell Technologies, 09650) supplemented with 10 ng/ml human SCF (PeproTech, 300-07), 10 ng/mL human IL-3 (PeproTech, 200-03), and 10 ng/mL human IL-6 (PeproTech, 200-06).

For knockdown of *AS1C3* in AML cell lines and primary AML cells, plasmids pLKO.1-sh-*AS1C3\_1*-GFP, pLKO.1-sh-*AS1C3\_2*-GFP, or pLKO.1-Scramble-GFP were co-transfected with psPAX2 and pMD2.G packaging plasmids to produce virus supernatant. For overexpression of *AS1C3* in AML cell lines, plasmids pCDH-CMV-*AS1C3*-EF1 $\alpha$ -copGFP or pCDH-CMV-EF1 $\alpha$ -copGFP empty vector were co-transfected with psPAX2 and pMD2.G packaging plasmids to produce virus supernatant. THP-1, U937, MOLM-13, Kasumi-1, and primary AML cells were infected with lentiviruses through two rounds of spinoculation with 4  $\mu$ g/ml polybrene (Yeasen, 40804ES76).

### **Mouse leukemia model**

For mouse AML or B-cell acute lymphoid leukemia model, an MSCV-MLL-AF9-IRES-YFP plasmid, an MSCV-MLL-AF9-IRES-puro plasmid, an MigR1-AML1-ETO9a-IRES-GFP plasmid or an MSCV-N-myc-IRES-GFP plasmid was co-transfected with a pCL-ECO packaging plasmid (2:1) into HEK293T cells to produce retroviruses, followed by the infection of isolated *Asic3*<sup>+/+</sup> (WT) and *Asic3*<sup>-/-</sup> (*Asic3*-null) or *Asic1a*<sup>+/+</sup> (WT) and *Asic1a*<sup>-/-</sup> (*Asic1a*-null) Lin<sup>-</sup> fetal liver cells by two rounds of spinoculation in the presence of 4 $\mu$ g/mL polybrene. Infected cells (3 $\times$ 10<sup>5</sup>) were transplanted into lethally irradiated (10 Gy) C57BL/6 recipient mice by retro-orbital injection. Secondary transplantations were performed with purified YFP<sup>+</sup> or GFP<sup>+</sup> leukemia cells with

supporting cells (normal BM cells). For the limiting dilution analysis, the indicated numbers of WT and *Asic3*-null AML cells of primary recipients were injected into lethally irradiated recipients. The overall survival was recorded and LIC frequencies were calculated using the L-calc software provided by STEMCELL Technologies.

#### **In vivo rescue assay**

For rescue experiments, MSCV-mouse-ASIC3-IRES-GFP, MSCV-mouse-ASIC3<sup>E79C</sup>-IRES-GFP, MSCV-mouse-ASIC3<sup>W280A</sup>-IRES-GFP, MSCV-mouse-ASIC3<sup>Q443W</sup>-IRES-GFP, MSCV-mouse-ASIC3<sup>G449A</sup>-IRES-GFP or shRNA constructs (pLKO.1-sh-*Meis1*-GFP, pLKO.1-sh-*Stim1*-GFP, pLKO.1-sh-*Creb*-GFP, pLKO.1-sh-*Camk1*-GFP, and pLKO.1-sh-*Ldha*-GFP) were co-transfected with pCL-ECO (2:1) or psPAX2 and pMD2.G packaging plasmids (4:3:1) into HEK293T cells, respectively. The resulting virus supernatant was collected for the infection of WT and *Asic3*-null BM leukemia cells, followed by the injection into lethally irradiated (10Gy) recipients.

#### **BM competitive transplantation**

For the competitive reconstitution analysis,  $5 \times 10^5$  CD45.2 wild-type or *Asic3*-null BM cells, along with  $5 \times 10^5$  CD45.1 competitor cells were transplanted into lethally irradiated (10 Gy) CD45.1 recipients. Peripheral blood samples were collected and analyzed at 3 or 4, 8, and 16 weeks after transplantation. Hematological cell multilineage potential was assessed at 16 weeks. One million BM cells from primary recipients were used for the secondary transplantation.

#### **Flow cytometry**

The myeloid/lymphoid lineages and YFP<sup>+</sup>Mac-1<sup>+</sup>c-Kit<sup>+</sup> enriched LICs from WT and *Asic3*-null AML recipients were stained with anti-mouse Mac-1-APC (17-0112-82), Mac-1-PE (12-0112-85), Gr-1-PE (12-5931-83), CD3-APC (17-0032-82), B220-PE (12-0452-82), c-Kit-PE (12-1171-82), and c-Kit-APC (17-1171-82) monoclonal antibodies procured from eBioscience. YFP<sup>+</sup>Lin<sup>-</sup>CD127<sup>-</sup>Sca-1<sup>-</sup>c-Kit<sup>+</sup>CD34<sup>+</sup>CD16/32<sup>+</sup> immunophenotypic L-GMP cells were stained with anti-mouse CD3e-biotin (13-0031-85), B220-biotin (13-0452-85), Gr-1-biotin (13-5931-85), Ter119-biotin (13-5921-85), CD127-biotin (13-1271-82), Sca-1-biotin (13-5981-82), Streptavidin PerCP/Cyanine5.5 (45-4317-82), c-Kit-APC (17-1171-82), CD34-PE (12-0349-42), and CD16/32-eFluor 450 (48-0161-82) procured from eBioscience. The staining

procedure was performed as described previously (1). Human Lin<sup>+</sup>CD34<sup>+</sup>CD38<sup>-</sup>CD90<sup>+</sup>CD45RA<sup>-</sup> LT-HSCs and Lin<sup>+</sup>CD34<sup>+</sup>CD38<sup>-</sup>CD90<sup>-</sup>CD45RA<sup>+</sup> LICs were identified by the antibodies against human Lin-Pacific Blue (348805), CD34-FITC (343504), CD38-PE/Cyanine7 (303516), CD90-PerCP/Cyanine5.5 (328118) and CD45RA-PE (304108) procured from BioLegend.

## **Chemicals**

DNA polymerase prime star HS max and pfu DNA polymerase were obtained from TaKaRa. FastDigest Restriction endonucleases, T4 polynucleotide kinase, and T4 DNA ligase were purchased from Fermentas. Ionophores (nigericin and monensin), lysozyme, and RNase were provided by Sigma-Aldrich. Hydrogen peroxide was supplied by Calbiochem. Other reagents of analytical grade were obtained from local suppliers unless otherwise noted.

## **Mutagenesis and screening**

We varied the amino acid mutations in the super ecliptic pHluorin from EGFP by using bridge PCR. The rationally designed mutation sites F46L, F64L, S72A, Q204H, and L220F were sequentially introduced into the super ecliptic pHluorin (2, 3). For the site-directed saturation mutagenesis, we incorporated base pairs NNN into primers on site 69, 146, 147, 148, 203, 204. The purified PCR products were phosphorylated, cyclized and transformed into *Escherichia coli* JM109 (DE3). Fluorescent colonies were cultured and induced by 1 mM isopropyl- $\beta$ -D-thiogalactoside (IPTG) for 4 h at 37 °C. Cell pellets were diluted into phosphate buffered saline (PBS) with the absorbance value of 0.05 at 600 nm and measured the fluorescence to compare the brightness of the mutants. To measure the dynamic range, we lysed bacteria pellets in PBS containing 0.2 mg/ml lysozyme and 200 U/ml DNase I. The supernatants were diluted into buffers at pH 5.0 (100 mM citrate, 100 mM NaCl) and pH 9.0 (100 mM glycine, 100 mM NaCl). Fluorescence was monitored by the Synergy 2 Multi-Mode microplate reader equipped with an emission filter 528/20 and two excitation filters of 400/10 and 485/20. The colonies with intense fluorescence or significant response to pH were sequenced and then used to purify the recombinant probes for detailed characterization.

## **Protein expression and purification**

Competent bacteria JM109 (DE3) or BL21plysS were transformed with the plasmids harboring the pHluorin variants. Single colonies were placed in 100 ml of LB medium with 0.1 mg/ml ampicillin and were cultured at 220 rpm for 10 h at 37 °C. The protein

was then induced with 1 mM IPTG at 37 °C for 4 h, followed by 18 °C for 12 h. Bacteria were collected and resuspended in binding buffer (30 mM Na<sub>3</sub>PO<sub>4</sub>, 500 mM NaCl, 10 mM imidazole, and 1 mM protease inhibitor PMSF, pH 7.4). After ultrasonication, bacteria lysate was clarified by centrifugation at 9600 g at 4 °C for 20 min and repeated twice. The supernatant was purified by the hexahistidine affinity chromatography (GE healthcare). Excess imidazole and salt in protein eluent were removed using a 6 ml Sephadex G-25 column (GE Healthcare) equilibrated with PBS. Protein concentration was determined using the BCA Protein Quantification Kit (Yeasen, 20201ES76).

### **Characterization of purified pHluorin3 *in vitro***

The purified pHluorin3 was diluted at 3 μM buffers with pH ranging from 4.0 to 10.0; the buffers contain 100 mM citrate (4.0–5.5), 100 mM MES (6.0–6.5), 100 mM HEPES (7.0–7.5), 100 mM TRIS (8.0–10.0), and 100 mM NaCl. Absorbance and fluorescence spectra were investigated using Model UV-2600A (UNICO) and Cary Eclipse spectrofluorimeter (Varian), respectively. The extinction coefficients and quantum yields of pHluorin3 in different pH buffer were measured at room temperature. The pH-dependent extinction coefficients were calculated according to the Beer-Lambert equation based on the absorbance spectra. We used the relative determination methods to measure the pH-dependent quantum yield measurements using EGFP (QY=0.60) at pH 7.5 as the reference standard (4). In the microplate experiments, the conditions of fluorescence measurement of recombinant protein were similar to those of screening. After background subtraction, the minimum and maximum values of excitation ratios ( $R_{400/485}$ ) were normalized to 0 and 1 at pH 5.0 and 9.0, respectively. Three independent measurements were averaged and fitted by SigmaPlot to calculate pKa.

To determine the pHluorin3 specificity against other environmental disturbances, we prepared 0.1 μM pHluorin3 or iR-pHluorin in buffers containing oxidants, reductants, or different ion compositions at concentrations listed below: 0.5 mM H<sub>2</sub>O<sub>2</sub> and 0.5 mM diamide; 10 mM GSH, 10 mM DTT; cations: 300 mM Na<sup>+</sup>, 300 mM K<sup>+</sup>, 10 mM Ca<sup>2+</sup>, and 10 mM Mg<sup>2+</sup>; and anions: 300 mM Cl<sup>-</sup>, 10 mM HCO<sub>3</sub><sup>-</sup>, 10 mM SO<sub>4</sub><sup>2-</sup>, 10 mM PO<sub>4</sub><sup>3-</sup>, and 10 mM NO<sub>3</sub><sup>-</sup>. Sequential acidification and alkalization were conducted to investigate the response kinetics of pHluorin3 in solutions. After acquisition of fluorescence in the first 3 min, 1 mM HEPES buffer (pH 7.0), 10 mM MES (pH 6.0), 50 mM TRIS (pH 8.5), and 100 mM HEPES (pH 7.4) were successively added to the pHluorin3 probe with the interval of 5 min. The reversible fluorescence change was immediately detected by the microplate reader.

### **Mammalian cell expression and plasmid construction**

The cDNA of pHluorin3 in the pRSETb vector was digested and ligated to the pcDNA3.1 vector using BamHI and HindIII. To exclude pHluorin3 from nucleus, we placed the tandem fused MAPKK signal peptide at the N-terminus (5). Mitochondrial pH reporter plasmid was constructed by fusing the duplicated mitochondrial signal peptide (30 amino acids) with the cytochrome c oxidase subunit VIII at the N-terminus (6). The pH sensor was cloned into the pDisplay vector (Invitrogen) to target pHluorin3 to the surface of mammalian cells. For nuclear targeting, we used the three-fold nuclear localization sequence, (DPKKKRKV)<sub>3</sub>, at the C-terminus (7). The pH indicator without any targeting sequence was uniformly distributed in the cytosol and nuclei because of the large diffusion ability of the nuclear membrane pore. For the construction of stable cell line, we cloned pHluorin3 into the pLVX lentivirus plasmid by NheI and PmeI.

### **Cell culture and transfection**

HeLa cells (cell bank of Chinese Academy of Sciences) and HEK293T cells were maintained in a humidified atmosphere of 95% air and 5% CO<sub>2</sub> and were cultured in DMEM supplemented with 10% FBS at 37 °C. For the transient transfection, about 40,000 HeLa cells were plated on a 4-well glass bottom dish (35 mm<sup>2</sup>). The plasmids were transfected with Hieff Trans Liposomal Transfection Reagent (Yeasten, 40802ES) according to manufacturer's instructions and were imaged 24–36 h after the transfection.

### **Construction of stable cell lines expressing pHluorin3**

To generate a stable cell line that expresses pHluorin3, we co-transfected of pLVX-pHluorin3 plasmid and two packaging plasmids pMD2.G and psPAX2 with the mass ratio of 4:1:3 into HEK293T using Hieff Trans; the culture medium was collected at 48 and 72 h. About 30% confluent of HeLa cells in the 6-well plate were then transduced by the supernatants supplied with 4 µg/ml polybrene and centrifuged at 1,800 rpm for 1 h. After 48 h, the cell lines were selected with 0.2 µg/ml puromycin, followed by FACS sorting.

### **Imaging with fluorescence microscope**

In the cell imaging experiment, we used the high-performance Nikon Eclipse Ti-E automatic microscope with the Sutter Lambda XL as the light source. The digital image was captured by a Photometrics Evolve 512 EM-CCD. For the ratiometric imaging of pHluorin3 and iR-pHluorin, two excitation filters (387BP11 (semrock) and 482BP30

(semrock)) and one 535BP40 emission filter (semrock) were controlled by a Lambda 10-XL filter wheel (Shutter Instruments). The 12-bit depth images were captured using 640 × 480 format for all experiments. The background of images was subtracted in NIS-Element AR software (Nikon). These pictures were then submitted to image J for quantification and creation of ratiometric images by dividing the 387 nm picture by the 482 nm image pixel by pixel.

### **Calibration of intracellular and extracellular pH**

Stably expressed pHluorin3 HeLa cells were re-seeded into 96-well plate with 20,000 cells per well. *In situ* titration of HeLa cells at room temperature was performed as reported with few modifications. Adhered cells were washed twice using 150 mM KCl and bathed in NaCl-free pH buffers with 150 mM KCl and 5  $\mu$ M each of the ionophores, nigericin and monensin. About 3-5 min of balance, the excitation ratio of cytosolic pHluorin3 was stable and imaged by a Plan Apo 20 × 0.75 NA objective. The ratios of over 100 cells in each pH were collected and plotted as the standard curve. HeLa cells expressing the pHluorin3 sensor in different compartments were washed, incubated into HBSS buffer, and then imaged using the same sets in the permeability experiments. The proton concentrations in various subcellular organelles were calculated by fitting the excitation ratios of pHluorin3 to the standard curve.

For *in vitro* measurement of extracellular pH, THP-1 cells or MLL-AF9<sup>+</sup> mouse AML cells expressing pHluorin3 were incubated in buffer solutions ranging from pH 4.0 to pH 10.0 or in culture medium, and imaged using a Nikon A1 confocal microscope under 405 nm and 488 nm excitation.

For *in vivo* detection of bone marrow niche pH in NOD-SCID mice transplanted with THP-1 cells, 5×10<sup>6</sup> THP-1 cells expressing pHluorin3 were injected into untreated 6–8-week-old NOD-SCID mice. Two weeks post-transplantation, once more than 10% of circulating leukocytes in the peripheral blood were pHluorin3<sup>+</sup>, calvarium samples were harvested, placed horizontally in a 35-mm glass-bottom dish containing either pH 4.0–10.0 buffer or PBS + 2% FBS, and imaged using a Nikon A1 confocal microscope. For bone marrow niche pH measurement in C57BL/6 mice transplanted with either lineage-negative normal bone marrow cells or MLL-AF9<sup>+</sup> mouse AML cells expressing pHluorin3, 1×10<sup>6</sup> pHluorin3<sup>+</sup> lineage-negative normal BM cells or 1×10<sup>4</sup> pHluorin3<sup>+</sup> MLL-AF9<sup>+</sup> AML cells (mixed with 2×10<sup>5</sup> support cells) were transplanted into recipient mice conditioned with two doses of 3 Gy irradiation (administered 4 hours apart). At the indicated time points (at least 4 weeks post-transplantation), calvarium samples were harvested and placed horizontally in a 35-mm glass-bottom dish containing IMDM + 2% FBS, followed by imaging using a Nikon A1 confocal microscope. For the

detection of cortical bone region and trabecular bone region, fresh intact femurs from leukemic mice were partially decorticated using a microscalpel and fine abrasive paper to generate an optical window over both trabecular and cortical bone regions while preserving the underlying bone marrow integrity. Dual-excitation ratiometric pH imaging was performed using a two-photon microscope (Olympus FVMPE-RS) with excitation at 780 nm and 900 nm—corresponding to conventional 405 nm and 488 nm excitation for pHluorin3—with emission collected at 510 nm. Simultaneously, bone microarchitecture was visualized using excitation at 780 nm and emission at 450 nm. We defined the endosteal niche as cells in direct contact with the endosteal surface and located more than 10  $\mu$ m (approximately one cell diameter) away from the nearest VE-cadherin<sup>+</sup> sinusoidal vessel. Conversely, the vascular niche was defined as cells in direct contact with vascular endothelium and positioned more than 10  $\mu$ m from the endosteal surface.

Fluorescence signals were visualized as pseudo-color representations of the 405 nm/488 nm excitation ratio and quantified using ImageJ software. The conversion of the fluorescence ratio (405 nm/488 nm) to pH values was based on the equation:  $\text{pH} = \text{pK}_a + \log((R - R_{\min}) / (R_{\max} - R))$ , where pK<sub>a</sub> is 7.3, R is the F<sub>405</sub>/F<sub>488</sub> fluorescence ratio of the sample, and R<sub>min</sub> and R<sub>max</sub> represent the ratios obtained from cells incubated in pH 4 and pH 10 buffer, respectively.

### **Comparison of response of pDisplay-pHluorin3 and pCytosol-pHluorin3 to intracellular pH change**

HEK293T cells were transfected with pDisplay-pHluorin3, pCytosol-pHluorin3, or control (cpYFP) plasmids. After 24 h, transfected cells were treated with/without 30 mM NH<sub>4</sub>Cl (pH 7.4) or 10 mM Sodium acetate (pH 7.4), followed by the evaluation of the changes of the ratios of fluorescence with excitation at 405 and 488 nm using a Nikon A1 confocal microscope living cell imaging system.

### **Xenograft analysis**

For the xenograft experiment, a total of 5x10<sup>6</sup> AS/C3-knockdown THP-1 or U937 cells and scrambled cells were transplanted into 6-8-week-old female NOD/SCID recipient mice by retro-orbital injection. Percentages of leukemia cells in the peripheral blood were examined at indicated time point after transplantation, and the overall survival was evaluated as well.

### **RNA-sequencing and quantitative RT-PCR**

WT and *Asic3*-null YFP<sup>+</sup>Mac-1<sup>+</sup>c-Kit<sup>+</sup> LICs were purified by flow cytometry for the extraction of total RNA and subjected to RNA-sequencing. A Gene ontology enrichment analysis was performed by a Bioconductor package “topGo”. A KEGG pathway enrichment analysis was conducted by a Bioconductor package “GSEABase” (<http://www.r-project.org>). For quantitative RT-PCR, first strand cDNA was reverse transcribed using AMV reverse transcriptase (TakaRa). PCR reactions were performed according to the manufacturer’s protocol. In brief, 10 µL reactions with FastStart Universal SYBR Green Master (ROX), primers and cDNA were used for the analysis of mRNA expression levels with the Applied Biosystems 7900HT. The mRNA levels were normalized to the level of β-actin RNA transcripts. The primer sequences used are shown in Supplemental Table 4.

### **Colony forming unit assay and hematoxylin and eosin staining**

Ten thousand leukemia cells of primary recipient mice were seeded in methylcellulose medium (Stem Cell Technologies, M3534) according to the manufacturer’s instructions. The numbers of colonies were counted 6 days after culture, followed by re-plating with the same numbers of primarily plated leukemia cells. For human primary AML cells, 3×10<sup>3</sup> AML cells were seeded into methylcellulose-based medium (StemCell Technologies, H4535). Colonies and derived cell numbers were counted 6 days after plating. Liver and spleen tissues of *Asic3*<sup>+/+</sup> and *Asic3*<sup>-/-</sup> leukemic mice were fixed in 4% paraformaldehyde and embedded in paraffin. Sections were stained with hematoxylin and eosin for the analysis of the infiltration of leukemia cells.

### **Transfection of CHO cells**

Transient transfection of CHO cells (cell bank of Chinese Academy of Sciences) was performed using HilyMax liposome transfection reagent (Dojindo). For 35-mm dish with 80% cell density, 2 µg of the indicated plasmid (pEGFP-C3-ASIC3, pEGFP-C3-ASIC3<sup>E79C</sup>, pEGFP-C3-ASIC3<sup>W280A</sup>, pEGFP-C3-ASIC3<sup>Q443W</sup>, pEGFP-C3-ASIC3<sup>G449A</sup>) was added into 120 µL Opti-MEM (Gibco), followed by the mixing with 10 µL HilyMax solution. The mixture solution was transferred into the dish after incubating at room temperature for 15 minutes. The electrophysiological currents mediated by ASIC3 or its mutants in transfected cells were recorded 24 h after transfection. Membrane protein of transfected cells was also purified for the validation of their expression levels.

### **Electrophysiology**

The electrophysiological recordings were performed using the conventional whole-cell configuration under voltage clamp as described previously (8). Patch pipettes were

pulled from glass capillaries on a two-stage puller (PC-10, Narishige). The resistance between the recording electrode filled with pipette solution and the reference electrode was 5-10 MΩ. Membrane currents were measured using a patch clamp amplifier (Axon patch 200B, Molecular Devices) and were filtered at 2 kHz using low-pass Bessel filter. All currents were sampled and analyzed using a Digidata1440 interface and a computer running the Clampex and Clamp-fit 10.0 software (Molecular Devices).

### **Membrane protein purification**

Membrane protein were purified with CHO cells as described previously (9). Twenty-four hours after transfection with ASIC3 or its mutants, cells were washed three times with ice-cold PBS (pH 8.0), followed by the addition of 2 ml of 0.25 mg/ml Sulfo-NHS-LC-Biotin (Thermo Scientific) in the PBS (pH 8.0) to each 6-cm dish and incubated at 4°C for 30 min with gentle rocking. Then cells were washed once with PBS plus 0.1 M glycine to quench and remove excess biotin reagent. Total proteins were extracted from cell lysis and incubated overnight at 4°C with High Capacity NeutrAvidin™ Agarose (Thermo Scientific). The beads were washed five times with the PBS and mixed with SDS sample buffer for the subsequent immunoblot analysis.

### **Immunoblot analysis and Immunofluorescence staining**

For immunoblot analysis, whole cell lysates were electrophoresed on 10% sodium dodecyl sulfate-polyacrylamide gels and transferred to nitrocellulose membrane (Millipore). The membranes were incubated with primary antibodies overnight at 4°C, followed by incubation with appropriate horseradish peroxidase-conjugated secondary antibodies. The following primary antibodies were used: anti-MEIS1 (Abcam, ab19867), anti-CREB (Abways, CY5426), anti-phospho-CREB (CST, 9198), anti-CAMK1 (Abcam, ab68234), anti-STIM1 (CST, 5668), anti-LDHA (Proteintech, 21799-1-AP), anti-PKM2 (CST, 4053), anti-GFP (Santa Cruz Biotechnology, sc-9996), anti-Flag (Sigma-Aldrich, A8592), anti-Strep II (GenScript, A02342) and anti-β-actin (MBL, PM053). For immunofluorescence staining, sorted YFP<sup>+</sup>Mac-1<sup>+</sup>c-Kit<sup>+</sup> LICs were fixed by pre-chilled 4% paraformaldehyde containing 4% sucrose. Cells were treated with 0.3% Triton X-100, blocked with 3% BSA in PBS for 60 min, and followed by incubation with anti-STIM1 antibody (CST, 5668) at 4 °C overnight. Cells were incubated with fluorochrome-conjugated secondary antibodies (Thermo Scientific, A-21428) 1 h at room temperature. DAPI was included in all staining to evaluate nuclear morphology. Microscopy was performed using a Nikon A1 confocal microscope.

### Co-immunoprecipitation

CMV5.1-mouse-STIM1-Flag and pLVX-mouse-ASIC3-Strep II, or pLVX-mouse-ASIC3<sup>N-terminal-deletion</sup>-Strep II (lacking the first 43 amino acids at the N-terminus), or pLVX-mouse-ASIC3<sup>C-terminal-deletion</sup>-Strep II (lacking the last 70 amino acids at the C-terminus) plasmids were transfected into HEK293T cells. After 48 h, transfected cells were collected for lysis using weak RIPA buffer containing protease inhibitor and PMSF. After lysis for 30 min at 4 °C while slowly rotating, the lysates were sonicated and then centrifuged at 13,000 g for 15 min. The supernatant was incubated with Flag M2 beads (Sigma-Aldrich) or Strep II beads (IBA Lifesciences) overnight at 4 °C. Then beads were washed three times with PBS containing 0.5% NP-40, and mixed with SDS buffer and subjected to the subsequent immunoblot analysis.

Lentiviruses were generated using the pCDH-human-ASIC3(3×Flag)-EF1-GFP or pCDH-MCS-EF1-GFP plasmids and used to establish stable *ASIC3*-overexpressing or control THP-1, U937, and MOLM-13 cell lines. Cells were harvested by centrifugation and lysed in RIPA buffer supplemented with protease inhibitor cocktail and PMSF on ice for 30 minutes. Lysates were then sonicated and clarified by centrifugation at 13,000 g for 15 minutes at 4 °C. The resulting supernatants were incubated with anti-Flag M2 affinity beads overnight at 4 °C. Beads were washed three times with PBS containing 0.5% NP-40, and bound proteins were eluted in SDS loading buffer for subsequent immunoblotting analysis.

### Luciferase reporter assays

The luciferase reporter vector pGL4.27 containing the *Stim1* promoter was constructed for identification of transcriptional activation of *Stim1* by MEIS1. Indicated doses of pLVX-MEIS1-Strep II (or negative control vector) plasmid along with pGL4.27-Stim1 promoter vector were co-transfected into HEK293T cells. Luciferase activities were measured according to the manufacturer's instructions (Promega, E1910) by using a luciferase reporter system (GloMax® Multi Instrument) 24 h after transfection.

### Chromatin immunoprecipitation (ChIP) assays

ChIP assays were performed using the ChIP Assay Kit (Beyotime, P2078). Briefly, HEK293T cells were transfected with pGL4.27-Stim1 and pLVX-MEIS1-Strep II plasmids and then crosslinked with 1% formaldehyde (Sigma-Aldrich) at 37 °C for 10 min. Pre-cleared DNA was used for immunoprecipitation with 4 mL of anti-Strep II antibody (GenScript, A02342) or rabbit IgG isotype control (CST, 3900) at 4 °C overnight. For the sample input, 1% of the sonicated pre-cleared DNA was purified at

the same time with the precipitated immune complex. The ChIP samples were purified by the Gel and PCR-clean up Kit (Necleospin). The MEIS1-binding sequence was amplified by the semi-quantitative PCR using primers specific for *Stim1* promoter region as listed in Supplemental Table 4.

### **Calcium imaging**

Intracellular  $\text{Ca}^{2+}$  levels were measured with Fura-2 AM as described previously (10). Briefly, WT and *Asic3*-null BM leukemia cells, YFP<sup>+</sup>Mac-1<sup>+</sup>c-Kit<sup>+</sup>LICs, *ASIC3*-knockdown-THP-1 cells and their control cells were seeded on the poly-D-lysine pre-treated glass slide, followed by the incubation with 2  $\mu\text{M}$  Fura-2 AM for 45 min. Cells were then maintained in Fura-2 AM free solution for another 45 min. Cells were first subjected to the  $\text{Ca}^{2+}$ -free solution (pH 7.4) for 2 min, which was then changed to the solution with 1 mM  $\text{Ca}^{2+}$  (pH 7.4 or 7.0) for 2-3 min, and followed by incubating in  $\text{Ca}^{2+}$ -free solution (pH 7.4). For pharmacological blockade of Orai1-mediated  $\text{Ca}^{2+}$  entry, 10  $\mu\text{M}$  Synta-66 (MedChemExpress, HY-111325) was added into 1 mM  $\text{Ca}^{2+}$ . The ratio of fluorescence with excitation at 340 (F340) and 380nm (F380) was recorded every 2 sec and shown.

### **Sodium imaging**

Intracellular  $\text{Na}^{+}$  signals in LIC were monitored using the fluorescent sodium indicator CoroNa Green AM (Thermo Fisher, C36676). Cells were loaded with 2  $\mu\text{M}$  CoroNa Green AM and 0.02% Pluronic F-127 in standard extracellular solution for 30 min at 37 °C/5%  $\text{CO}_2$ , followed by 30 min de-esterification in dye-free solution and attached to glass-bottom dishes pre-coated with 0.1 mg/mL poly-L-lysine. Imaging was performed on an inverted confocal microscope with 488 nm excitation and 515–565 nm emission collection. All recordings were conducted at 25°C with continuous perfusion (1 mL/min).

### **Cell membrane potential measurement**

Resting cell membrane potential (RMP) measurements were performed on LIC using whole-cell patch-clamp electrophysiology at room temperature (22–25 °C). Cells were suspended in culture and allowed to attach for 1 hour to glass-bottom dishes pre-coated with 0.1 mg/mL poly-L-lysine. The extracellular solution contained (in mM): 150 NaCl, 5 KCl, 10 Glucose, 10 HEPES, 2  $\text{CaCl}_2 \cdot 2\text{H}_2\text{O}$ , and 1  $\text{MgCl}_2 \cdot 6\text{H}_2\text{O}$  (pH adjusted to 7.4 with NaOH). The pipette internal solution contained (in mM): 120 KCl, 30 NaCl, 1  $\text{MgCl}_2 \cdot 6\text{H}_2\text{O}$ , 0.5  $\text{CaCl}_2 \cdot 2\text{H}_2\text{O}$ , 5 EGTA, 2 Mg-ATP, and 10 HEPES (pH adjusted to

7.4 with NaOH). RMP recordings were conducted in current-clamp mode ( $I = 0$ ) with cells stabilized for 3 min before recording continuous 60 sec traces.

### **Glycolytic levels measurement in living leukemia cells**

The glycolytic levels were determined using a genetically encoded intracellular NADH sensor, SoNar, as described previously (1). Briefly, SoNar was stably expressed in WT or *Asic3*-null BM leukemia cells. Indicated cells were further seeded on the poly-D-lysine pre-treated glass slide, followed by the measurement of cytoplasmic NADH levels as displayed by the ratio of fluorescence with excitation at 405 and 561 nm with/without pyruvate (1 mM) and oxamate (5 mM) stimulation, or under conditions with low pH (7.0) using a Nikon A1 confocal microscope living cell imaging system.

### **Metabolic assay**

The ATP content was measured using an ATP Bioluminescence Assay Kit HS II (Sigma-Aldrich) according to the manufacturer's instruction. Oxygen consumption and lactate generation were measured using a Seahorse XF96 extracellular flux analyzer as previously described (11). Briefly, three replicate wells of  $3 \times 10^5$  WT and *Asic3*-null BM leukemia cells were seeded on 96-well plates coated with BD Cell-Tak (BD Biosciences) in unbuffered DMEM and incubated at 37 °C for pH stabilization. Analyses were performed both at basal conditions and after injection of oligomycin (0.5  $\mu$ M for OCR or 2  $\mu$ M for ECAR), FCCP (2  $\mu$ M), antimycin A (0.5  $\mu$ M) / rotenone (0.5  $\mu$ M), glucose (10 mM) and 2-DG (100 mM). For extracellular lactate detection, culture medium from each well was collected at 2 h and 4 h and then 20  $\mu$ L medium mixed with 180  $\mu$ L of assay buffer (PBS pH 7.4; 0.1 % BSA; 500  $\mu$ M NAD<sup>+</sup>; 0.5 U LDH; 0.2 U diaphorase; 10  $\mu$ M resazurin) was added to a 96-well plate. Changes in fluorescence were measured every 30 s for 15 min at 37 °C by a Synergy 2 Multi-Mode Microplate Reader with excitation filter 540 BP 25 nm and emission filter 590 BP 35 nm at 37 °C. Calibration experiments were performed with 20  $\mu$ L lactate standards (0, 10, 20, 40, 60, 100 and 200  $\mu$ M/well). All the samples were diluted to fit within the range of standard curve and run in triplicate. To analyze the mitochondrial DNA copy numbers, total genomic DNA was extracted from the indicated cells. The relative copy numbers of mtDNA were determined by comparing the copies of the mitochondrial-specific mt-ND4 gene with that of the nuclear B2m gene. The primer sequences used are shown in Supplemental Table 4.

### **Homing assay**

A total number of  $6 \times 10^6$  WT and *Asic3*-null BM leukemia cells of primary recipient mice were labeled with 5-(and -6) carboxyfluoresceinsuccinimidylester (CFSE) and injected into lethally irradiated mice. Total CFSE<sup>+</sup> cells were measured in the bone marrow, spleens and livers 16 h after transplantation by flow cytometric analysis. When CFSE<sup>+</sup>Mac-1<sup>+</sup>c-Kit<sup>+</sup>LICs were analyzed, BM cells were stained with Mac-1-PE and c-Kit-APC before analysis.

### Acid or peptide treatment

For acid and peptide treatment *in vitro*, WT and *Asic3*-null AML cells were cultured in basic medium (Stemcell Technologies, 09650) supplemented with 10 ng/mL of SCF (PeproTech, 250-03), 10 ng/mL of IL-3 (PeproTech, 213-13), and 10 ng/mL of IL-6 (PeproTech, 216-16) or seeded in methylcellulose medium (IMDM, FBS, 2-Mercaptoethanol, BSA, methyl cellulose, 10 ng/mL of SCF, 10 ng/mL of IL-3 and 10 ng/mL of IL-6). The indicated pH of medium was adjusted using HEPES buffer. For detection of MEIS1 protein level upon conditions slightly more acidic than pH 7.4 (pH 7.0), AML cells were harvested 18 h post stimulation. For peptide treatment, AML cells were treated with 10  $\mu$ M NP-1 (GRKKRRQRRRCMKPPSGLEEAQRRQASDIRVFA, 1-22 aa), NP-2 (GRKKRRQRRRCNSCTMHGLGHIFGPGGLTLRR, 23-43 aa) produced according to the N-terminal sequence of ASIC3, or control (GRKKRRQRRRC) peptides for 6 h, followed by subjection to the calcium imaging, immunoblot analysis, *in vitro* culture and colony forming unit assay.

### In silico analysis for clinical data

To analyze *ASIC3* expression in patients with AML and healthy BM, we extracted data from the BloodSpot database (12). To investigate the association between *ASIC3* expression levels and the overall survival of AML patients, we analyzed the GSE8970 dataset using the KM-plotter database (13-15).

### References

1. Hao X, et al. Metabolic Imaging Reveals a Unique Preference of Symmetric Cell Division and Homing of Leukemia-Initiating Cells in an Endosteal Niche. *Cell metabolism*. 2019;29(4):950-965.e956.
2. Nagai T, et al. A variant of yellow fluorescent protein with fast and efficient maturation for cell-biological applications. *Nature biotechnology*. 2002;20(1):87-90.
3. Griesbeck O, et al. Reducing the environmental sensitivity of yellow fluorescent protein. Mechanism and applications. *Journal of Biological Chemistry*. 2001;276(31):29188-29194.
4. Patterson GH, et al. Use of the green fluorescent protein and its mutants in quantitative fluorescence microscopy. *Biophysical journal*. 1997;73(5):2782-2790.

- 467 5. Fukuda M, et al. A novel regulatory mechanism in the mitogen-activated protein (MAP) kinase  
468 cascade. Role of nuclear export signal of MAP kinase kinase. *The Journal of biological chemistry*.  
469 1997;272(51):32642-32648.
- 470 6. Imamura H, et al. Visualization of ATP levels inside single living cells with fluorescence  
471 resonance energy transfer-based genetically encoded indicators. *Proceedings of the National*  
472 *Academy of Sciences of the United States of America*. 2009;106(37):15651-15656.
- 473 7. Zhao Y, et al. Genetically encoded fluorescent sensors for intracellular NADH detection. *Cell*  
474 *metabolism*. 2011;14(4):555-566.
- 475 8. Yu Y, et al. A nonproton ligand sensor in the acid-sensing ion channel. *Neuron*. 2010;68(1):61-  
476 72.
- 477 9. Mammen AL, et al. Redistribution and stabilization of cell surface glutamate receptors during  
478 synapse formation. *The Journal of neuroscience : the official journal of the Society for*  
479 *Neuroscience*. 1997;17(19):7351-7358.
- 480 10. Wang YZ, et al. Tissue acidosis induces neuronal necroptosis via ASIC1a channel independent  
481 of its ionic conduction. *Elife*. 2015;4.
- 482 11. Kocabas F, et al. Hypoxic metabolism in human hematopoietic stem cells. *Cell & bioscience*.  
483 2015;5:39.
- 484 12. Gíslason MH, et al. BloodSpot 3.0: a database of gene and protein expression data in normal  
485 and malignant haematopoiesis. *Nucleic Acids Res*. 2024;52(D1):D1138-d1142.
- 486 13. Raponi M, et al. A 2-gene classifier for predicting response to the farnesyltransferase inhibitor  
487 tipifarnib in acute myeloid leukemia. *Blood*. 2008;111(5):2589-2596.
- 488 14. Györfy B. Integrated analysis of public datasets for the discovery and validation of survival-  
489 associated genes in solid tumors. *Innovation (Camb)*. 2024;5(3):100625.
- 490 15. Györfy B. Transcriptome-level discovery of survival-associated biomarkers and therapy targets  
491 in non-small-cell lung cancer. *Br J Pharmacol*. 2024;181(3):362-374.
- 492

## Supplemental Figure 1

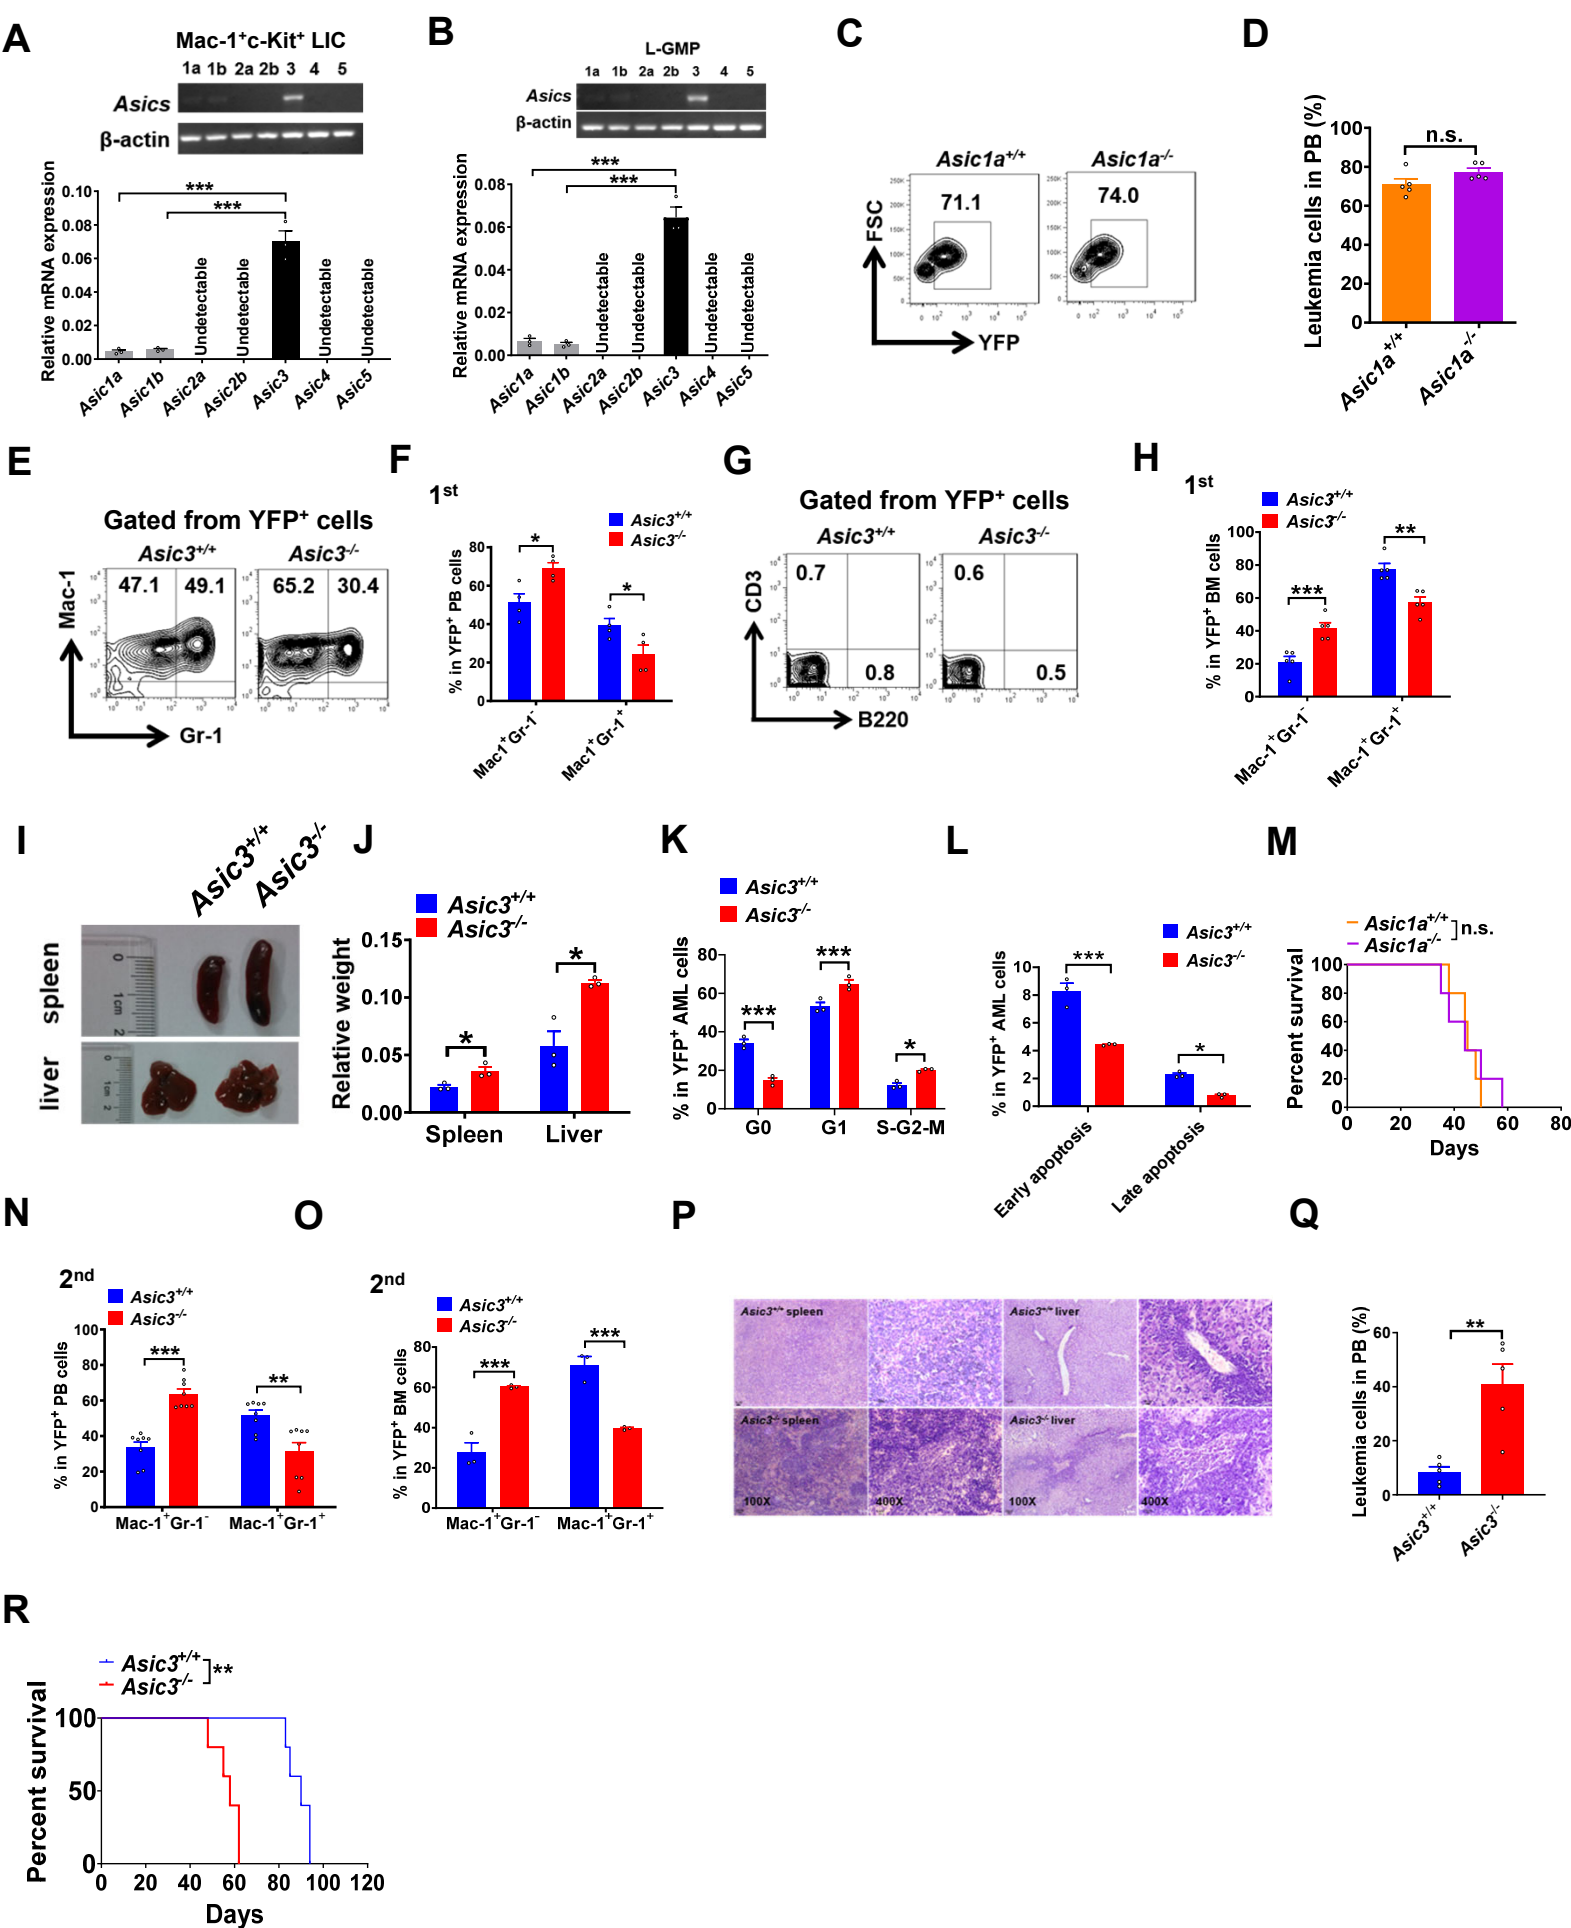

**Supplemental Figure 1.** (A) mRNA levels of *Asic1-5* in YFP<sup>+</sup>Mac-1<sup>+</sup>c-Kit<sup>+</sup>LICs by qRT-PCR (n = 3); electrophoresis image of RT-PCR product (top). (B) mRNA expression levels of *Asic1-5* were determined in L-GMP cells by qRT-PCR (bottom, n = 3); electrophoresis image of RT-PCR product (top). (C) Representative flow cytometric analysis for the frequencies of wild-type (WT) and *Asic1a*-null leukemia cells (YFP<sup>+</sup>) in the PB 3 weeks after primary transplantation. (D) Quantitative data in panel C (n = 5). (E-G) Representative flow cytometric images of lineage analysis with myeloid cell markers (Mac-1/Gr-1, E) and lymphoid cell markers (CD3/B220, G) of YFP<sup>+</sup> leukemia cells in YFP<sup>+</sup> PB cells 5 weeks after primary transplantation. Quantification data are shown in panel F (n = 4). (H) Frequencies of YFP<sup>+</sup>Mac-1<sup>+</sup>Gr-1<sup>+</sup> and YFP<sup>+</sup>Mac-1<sup>+</sup>Gr-1<sup>-</sup> leukemia cells in the YFP<sup>+</sup> BM AML cells of recipients 5 weeks after primary transplantation (n = 5). (I and J) Images and relative weights of spleens and livers from recipients 5 weeks post-transplantation (n = 3). (K) Cell cycle analysis of WT and *Asic3*-null YFP<sup>+</sup> AML cells using Ki-67/DAPI staining (n = 3). (L) Apoptosis analysis of WT and *Asic3*-null YFP<sup>+</sup> AML cells using Annexin V/PI staining (n = 3). (M) Survival was analyzed in primary recipients receiving MLL-AF9<sup>+</sup> WT and *Asic1a*-null Lin<sup>-</sup> cells (n = 5). (N) Frequencies of YFP<sup>+</sup>Mac-1<sup>+</sup>Gr-1<sup>+</sup> and YFP<sup>+</sup>Mac-1<sup>+</sup>Gr-1<sup>-</sup> leukemia cells in the YFP<sup>+</sup> PB cells of recipients 2 weeks after secondary transplantation (n = 8). (O) Frequencies of YFP<sup>+</sup>Mac-1<sup>+</sup>Gr1<sup>+</sup> and YFP<sup>+</sup>Mac-1<sup>+</sup>Gr1<sup>-</sup> leukemia cells in the YFP<sup>+</sup> BM cells of recipients 2 weeks after secondary transplantation (n = 3). (P) Histological hematoxylin/eosin staining of the livers and spleens of recipients 2 weeks after secondary transplantation. (Q) The frequencies of WT and *Asic3*-null AML1-ETO9a<sup>+</sup> leukemia cells (GFP<sup>+</sup>) in PB after primary transplantation (n = 5). (R) Survival was analyzed in primary recipients receiving AML1-ETO9a<sup>+</sup> WT and *Asic3*-null Lin<sup>-</sup> cells (n = 5). Data are represented mean ± SEM. *P*-values determined by 1-way ANOVA with Tukey's multiple comparison test (A and B), Student 2-tailed unpaired *t* test (D, J, and Q), 2-way ANOVA with Sidak's multiple comparison test (F, H, K, L, N, and O), and log-rank test (M and R). \*, *P* < 0.05; \*\*, *P* < 0.01; \*\*\*, *P* < 0.001. n.s., not significant.

Supplemental Figure 2

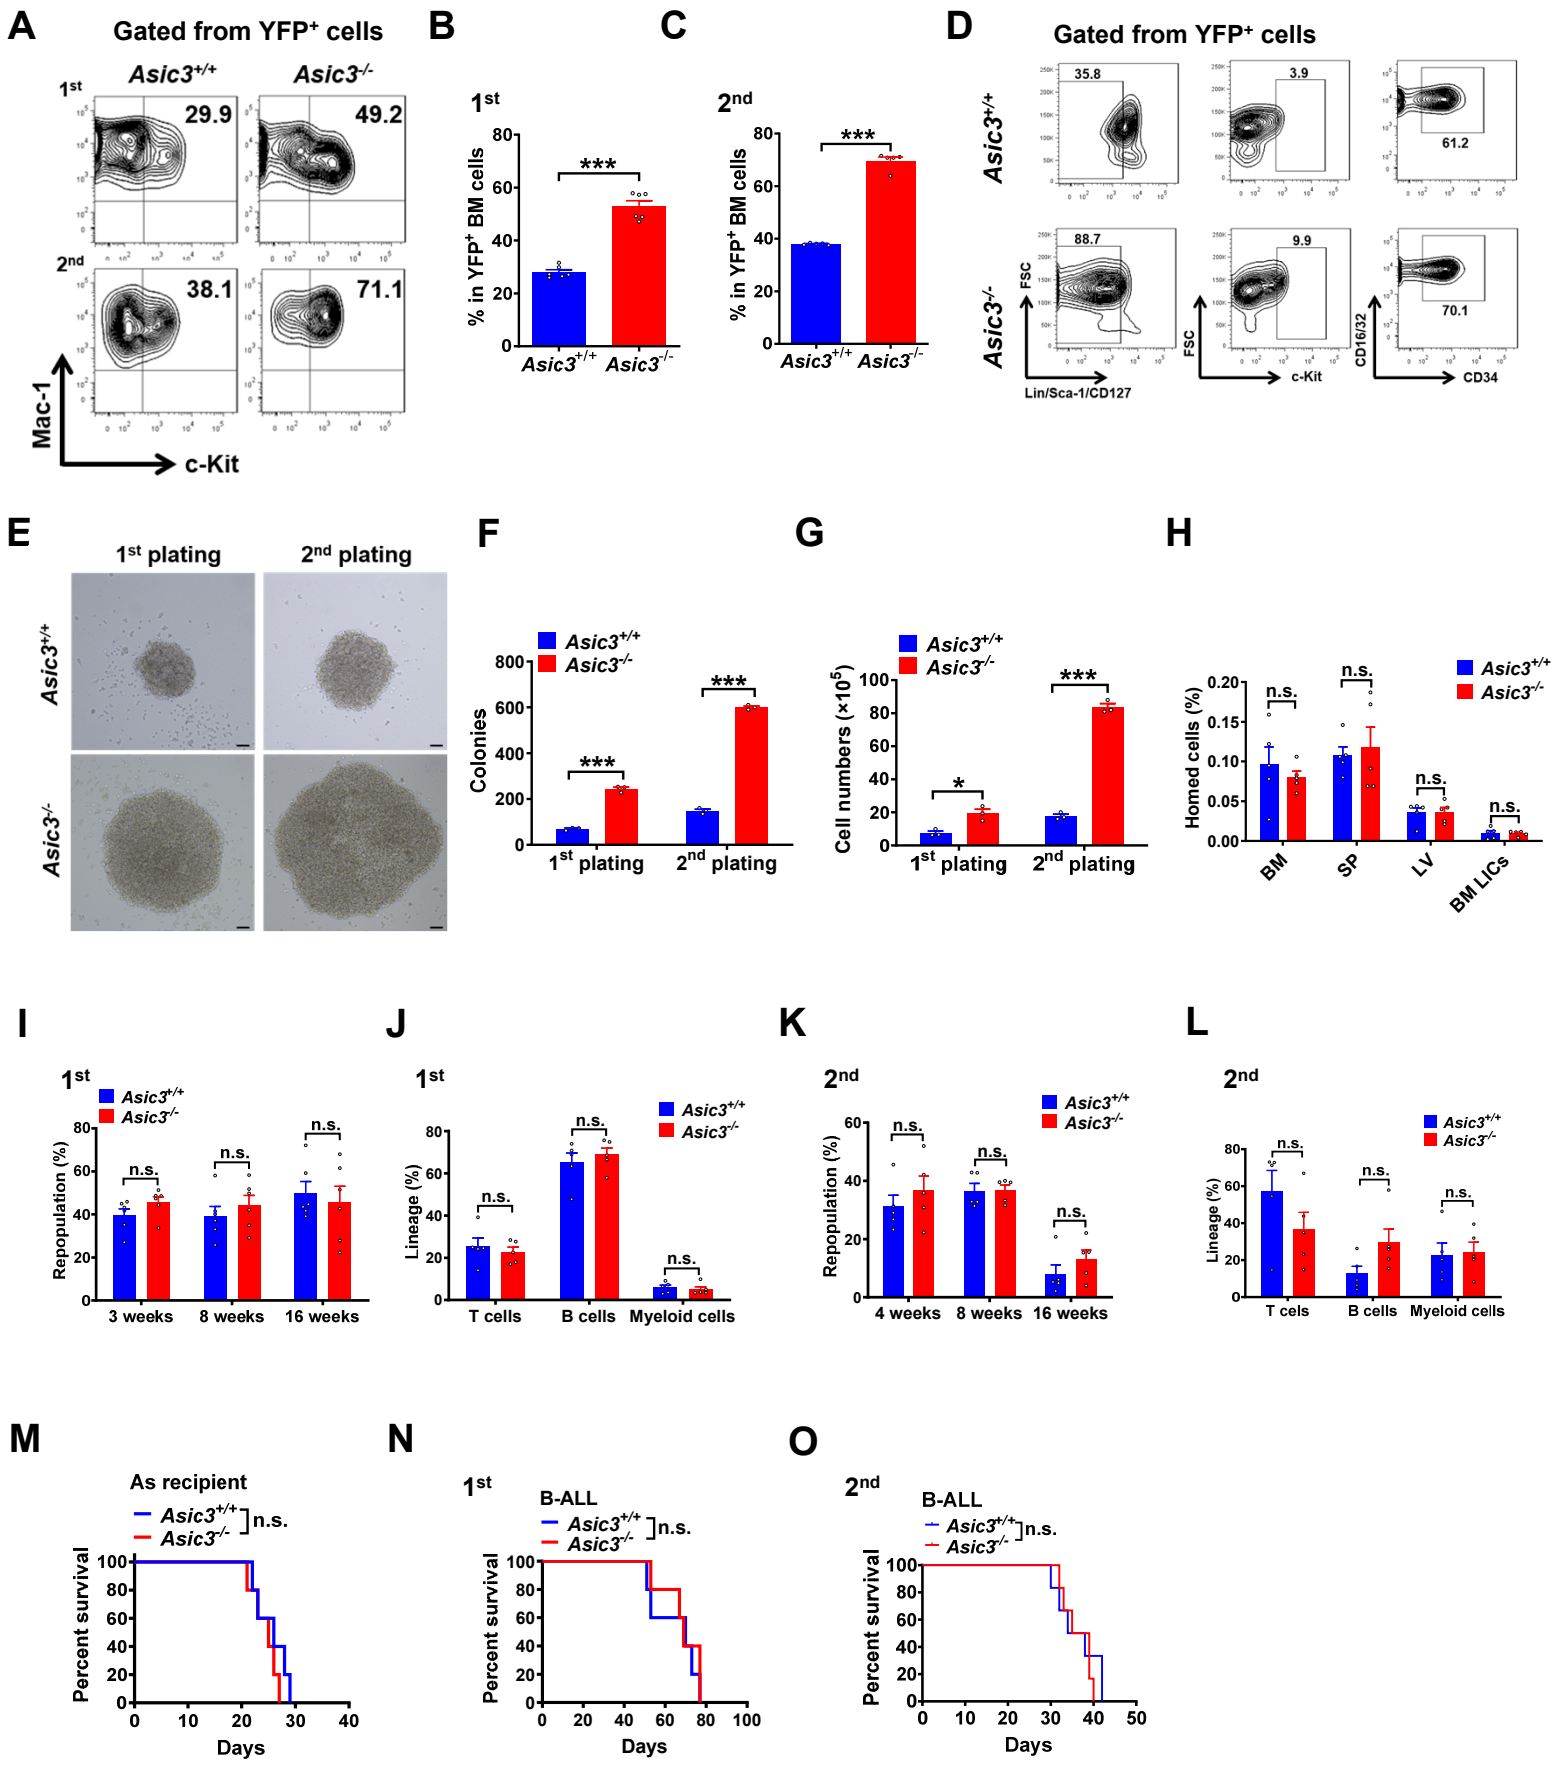

**Supplemental Figure 2.** (A-C) Representative flow cytometric analysis of the YFP<sup>+</sup>Mac-1<sup>+</sup>c-Kit<sup>+</sup> LICs in the YFP<sup>+</sup> BM cells of primary (1<sup>st</sup>, upper panel) and secondary (2<sup>nd</sup>, bottom panel) recipients (A), and the quantification results are shown (B and C, n = 5-6). (D) Representative flow cytometric analysis for WT and *Asic3*-null YFP<sup>+</sup>Lin<sup>+</sup>CD127<sup>+</sup>Sca-1<sup>+</sup>c-Kit<sup>+</sup>CD34<sup>+</sup>CD16/32<sup>+</sup> bone marrow (BM) cells (L-GMP cells) in the YFP<sup>+</sup> BM cells from recipients 5 weeks after primary transplantation. (E-G) Representative colonies from WT and *Asic3*-null YFP<sup>+</sup> leukemia cells in 1<sup>st</sup> and 2<sup>nd</sup> platings (E, scale bar: 50  $\mu$ m), colony numbers (F), and total cell counts (G) (n = 3). (H) Quantification data of WT and *Asic3*-null YFP<sup>+</sup> cells homed to the BM and spleens 16 h after transplantation (n = 5). (I-L) The frequencies of WT and *Asic3*-null donor cells were assessed at the indicated time points following primary (I, n = 6) and secondary (K, n = 5) competitive BM transplantation. Multilineage potential of donor cells in the recipient mice transplanted with WT and *Asic3*-null normal BM cells 16 weeks post-primary (J, n = 5) and secondary (L, n = 5) transplantation. (M) Survival was analyzed in WT and *Asic3*-null mice receiving WT YFP<sup>+</sup> leukemia cells from primary recipients (n = 5). (N and O) Survival data for recipient mice receiving WT or *Asic3*-null N-Myc<sup>+</sup> BM cells upon the 1<sup>st</sup> (N, n = 5) and 2<sup>nd</sup> (O, n = 6). Data are represented mean  $\pm$  SEM. *P*-values determined by Student 2-tailed unpaired *t* test (B, C, F, G, H, I, and K), 2-way ANOVA with Sidak's multiple comparison test (J and L), and log-rank test (M-O). \*, *P* < 0.05; \*\*\*, *P* < 0.001. n.s., not significant.

Supplemental Figure 3

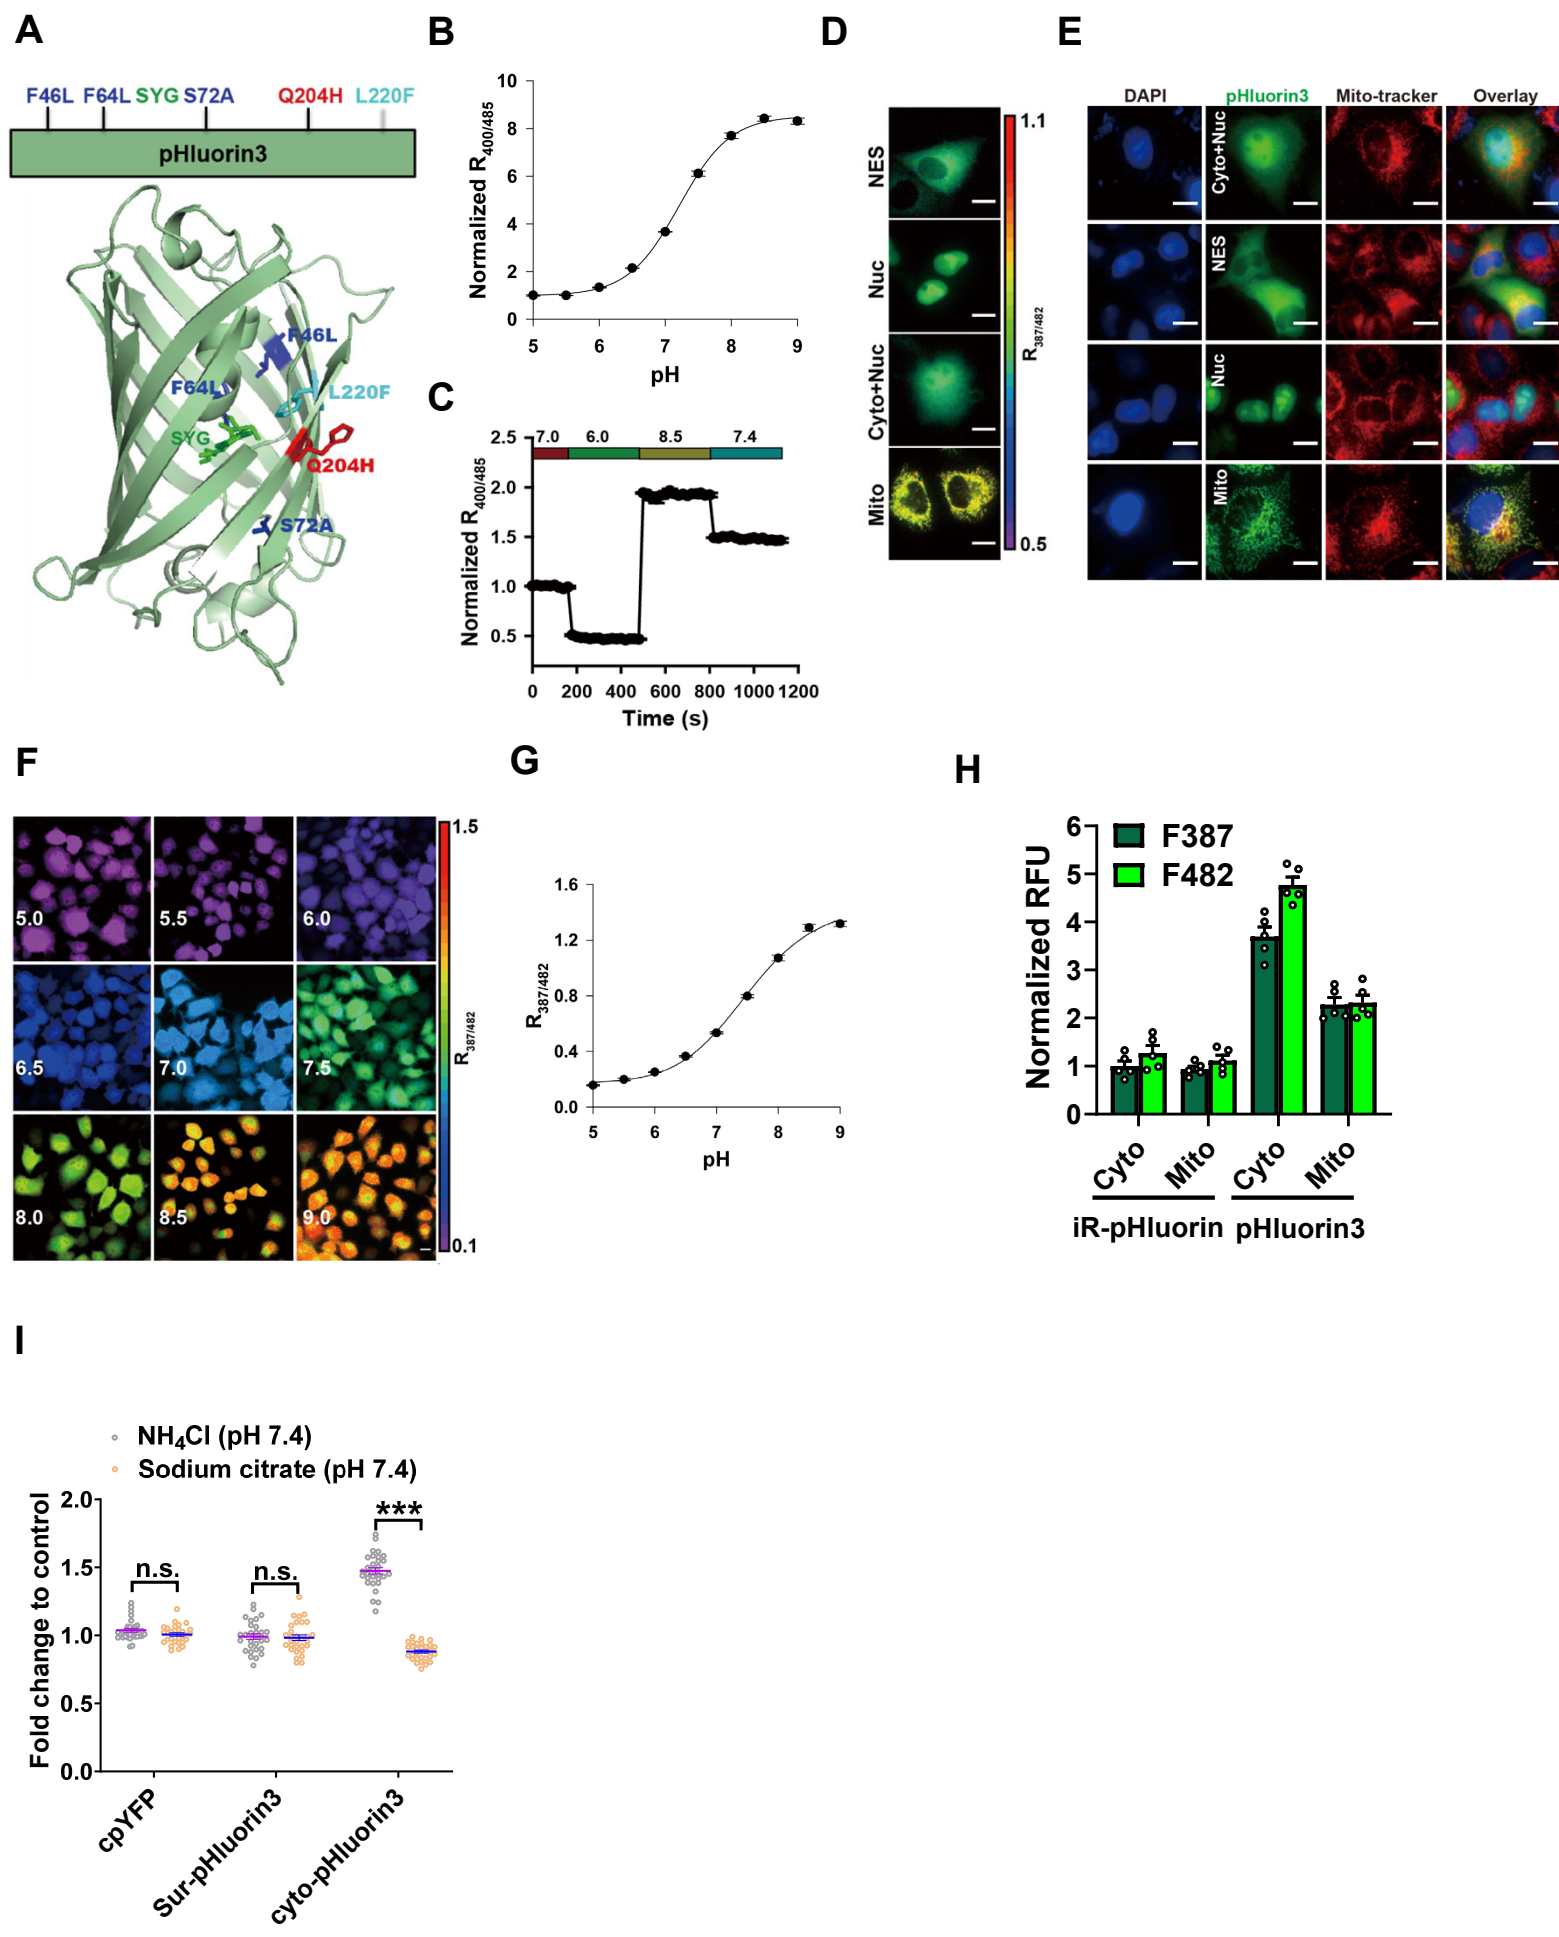

**Supplemental Figure 3.** (A) pHluorin3 design with mutations F46L, F64L, S72A, Q204H, and L220F; chromophore SYG shown as green star; mutation sites highlighted on pHluorin3 structure (PDB:1YHG). (B) Intensity ratios (R400/485) normalized to pH 5 (n = 3). (C) Response kinetics of pHluorin3 to sequential acidification/alkalization. (D) Ratiometric fluorescence images of HeLa cells expressing pHluorin3 in nucleus-excluded (NES), nucleus (Nuc), cytosol/nucleus (Cyto+Nuc), mitochondria (Mito). Scale bar, 10  $\mu$ m. (E) HeLa cells expressing pHluorin3 sensors (green) in different subcellular organelles were stained with by DAPI (nucleus, blue) and Mito-tracker 580 (red). Scale bar, 10  $\mu$ m. (F) Ratiometric fluorescence images of HeLa cells expressing pHluorin3 exposed to pH buffers. Scale bar, 10  $\mu$ m. (G) Fluorescence ratio of HeLa cells expressing pHluorin3 in response to the indicated pH buffer (n = 3). (H) Comparison of fluorescence intensity of pHluorin3 and iR-pHluorin in cytosol (Cyto) and mitochondria (Mito) of HeLa cells (n = 5). (I) Response of 293T cells expressing cpYFP, surface- or cyto-pHluorin3 to NH<sub>4</sub>Cl or sodium citrate, normalized to PBS (n = 30). Data are represented mean  $\pm$  SEM. *P*-values determined by Student 2-tailed unpaired t test (I). \*\*\*, *P* < 0.001. n.s., not significant.

Supplemental Figure 4

A

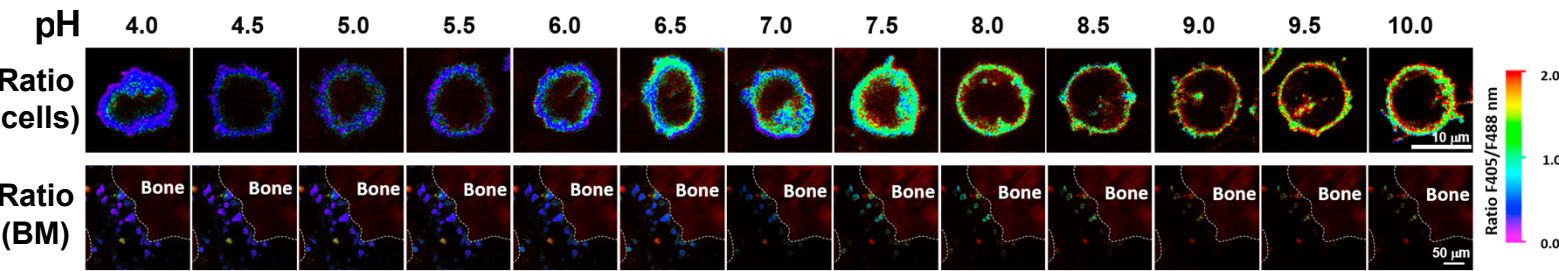

B

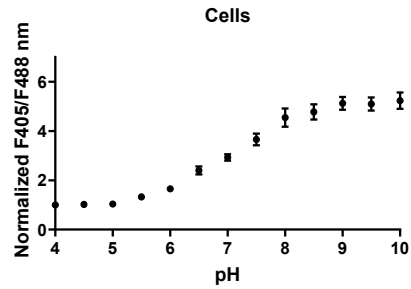

C

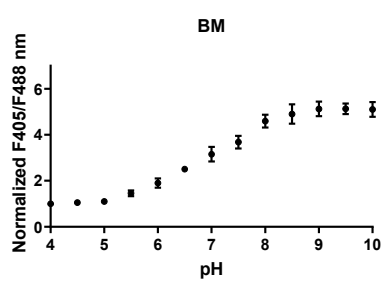

D

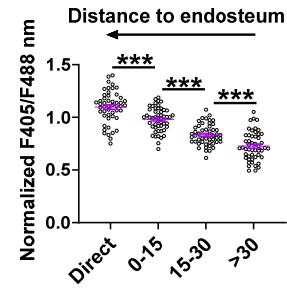

E

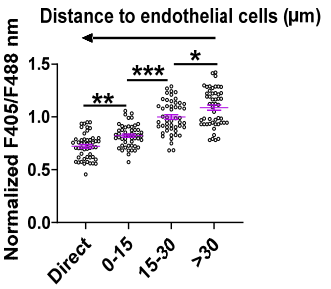

F

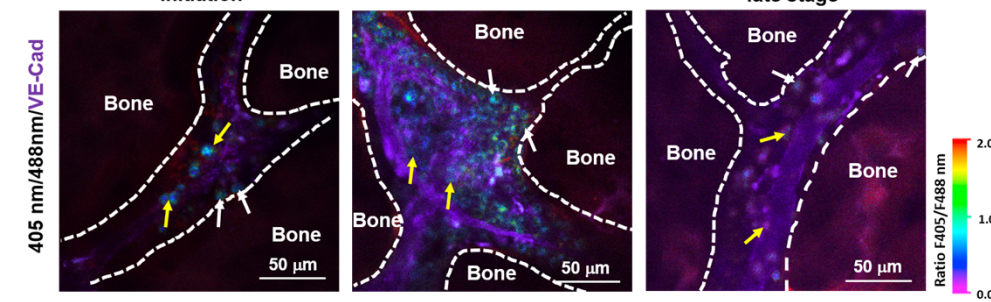

G

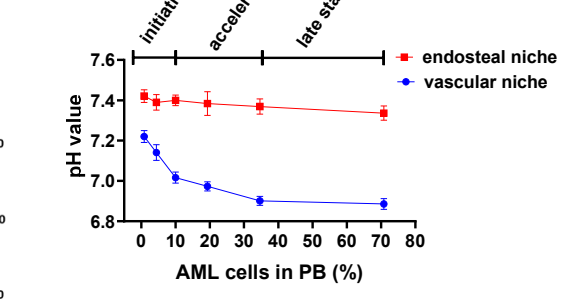

H

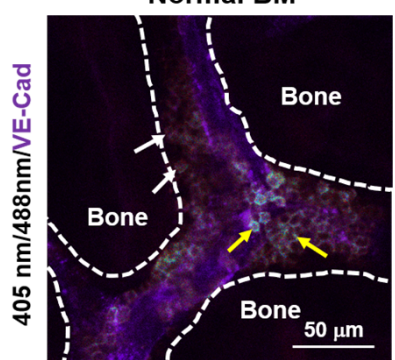

I

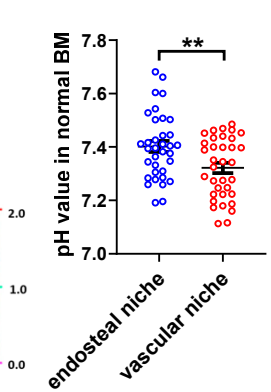

J

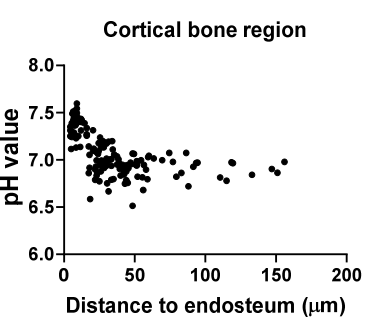

K

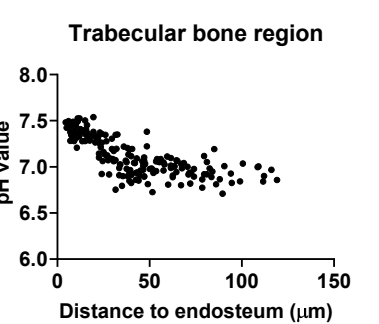

**Supplemental Figure 4.** (A) Representative images of the ratios of fluorescence in cell surface-pHluorin3-expressing THP-1 cells upon in vitro and in vivo treatment with acidic or alkalic buffer between pH 4.0 and 10.0. (B and C) Correlations between the ratios of cell surface-pHluorin3 fluorescence and pH changes as plotted as S-curve ( $n = 8-12$ ). (D and E) Quantification of fluorescence ratios grouped by distance to endosteum (D) or endothelium (E) ( $n = 50$ ). (F and G) Representative images of pHluorin3-expressing MLL-AF9<sup>+</sup> AML cells in the bone marrow microenvironment at different disease stages (F). MLL-AF9<sup>+</sup> mouse AML cells expressing pHluorin3 were injected into recipient mice. Calvaria were imaged at distinct stages of AML progression (initiation, acceleration, and late stage), focusing on areas commonly infiltrated by leukemic cells. Local pH in the endosteal and vascular niches was evaluated by calculating the fluorescence excitation ratio of pHluorin3 (405 nm/488 nm) (G,  $n = 30-50$ ). White arrows indicate AML cells localized to the endosteal niche, and yellow arrows indicate those in the vascular niche. VE-cadherin<sup>+</sup> vasculature is shown in purple and white dashed lines mark the bone surface. Scale bar, 50  $\mu\text{m}$ . (H and I) Representative image and quantification of pHluorin3-expressing normal bone marrow cells in the BM microenvironment. pHluorin3<sup>+</sup> mouse Lin<sup>-</sup> cells were transplanted into recipient mice, and calvaria were imaged 4 weeks post-transplantation (H). Local pH in the endosteal and vascular niches was assessed by calculating the fluorescence excitation ratio of pHluorin3 (405 nm/488 nm) (I,  $n = 35$ ). White arrows indicate cells localized to the endosteal niche, and yellow arrows indicate those in the vascular niche. VE-cadherin<sup>+</sup> vasculature is shown in purple and white dashed lines denote the bone surface. Scale bar, 50  $\mu\text{m}$ . (J and K) Two-photon imaging was performed on pHluorin3-expressing MLL-AF9<sup>+</sup> mouse AML cells in both the cortical and trabecular bone regions of the femur. Local pH values were quantified based on their distance from the endosteal surface ( $n = 160$  for J, 190 for K). Data are represented mean  $\pm$  SEM. *P*-values determined by 1-way ANOVA with Tukey's multiple comparison test (D and E) and Student 2-tailed unpaired t test (I). \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ .

Supplemental Figure 5

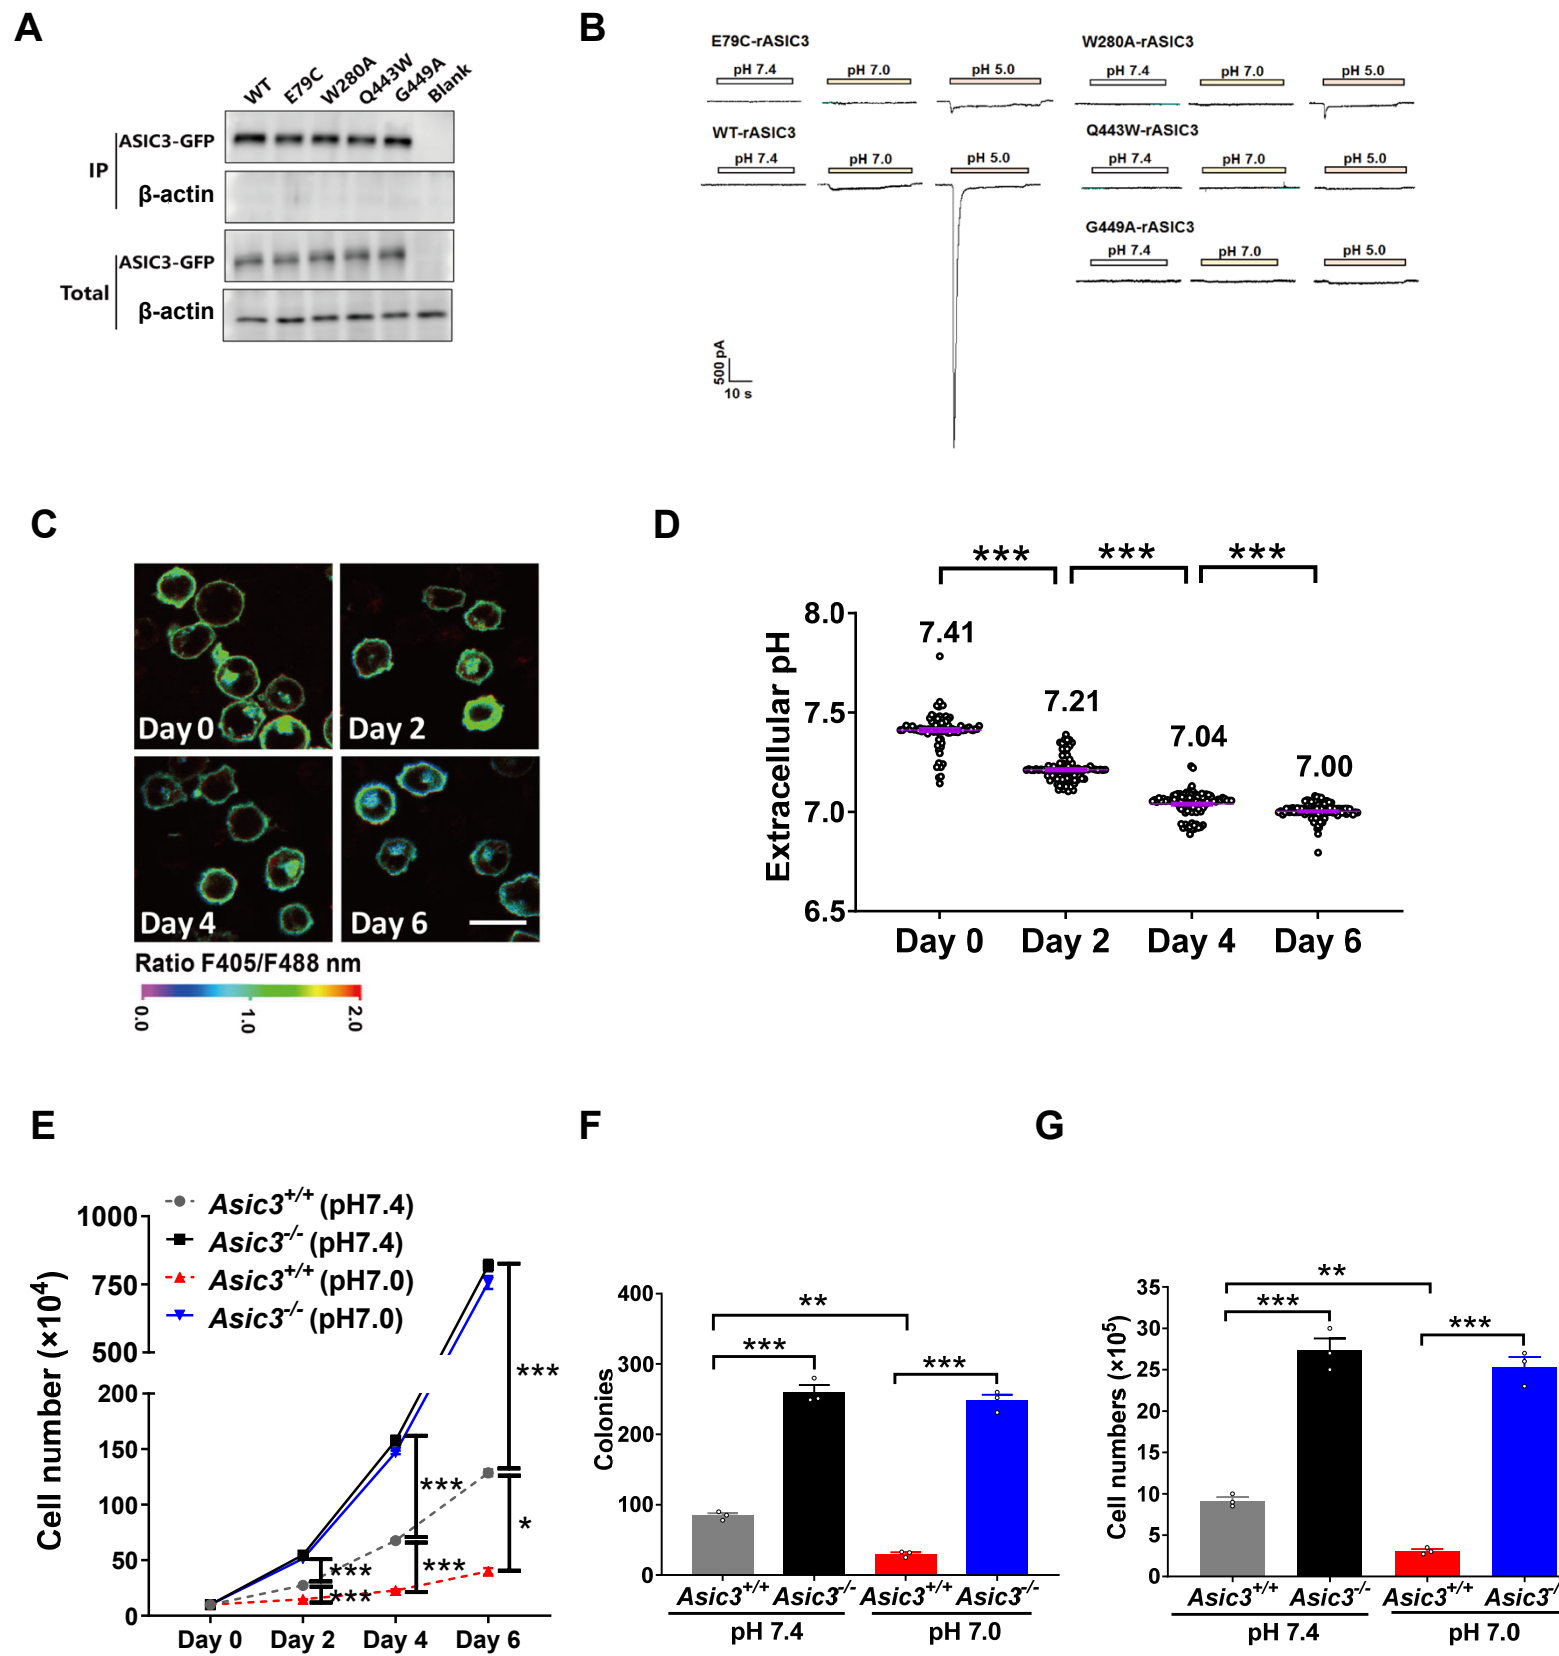

**Supplemental Figure 5.** (A) Immunoprecipitation showing membrane expression of ASIC3 mutants (E79C, W280A, Q443W, G449A) in CHO cells. (B) Whole-cell currents triggered by different pH in CHO cells expressing ASIC3 mutants. (C and D) Representative images of the ratios of m-pHluorin3 fluorescence with excitation at 405 nm and 488 nm (F405/F488 nm) in murine cell surface-pHluorin3-expressing AML cells at indicated time points after culture (C). Scale bar, 10  $\mu$ m. Quantification of the ratios of cell surface-pHluorin3 fluorescence in panel C is shown (D, n = 100). (E-G) Murine Mac-1<sup>+</sup>c-Kit<sup>+</sup> LICs were cultured in culture medium (pH = 7.0) for 6 days (E, n = 3), followed by the colony formation assay. Colony numbers (F, n = 3) and their derived cell accounts were determined (G, n = 3). Data are represented mean  $\pm$  SEM. *P*-values determined by 1-way ANOVA with Tukey's multiple comparison test (D-G). \*, *P* < 0.05; \*\*, *P* < 0.01; \*\*\*, *P* < 0.001.

Supplemental Figure 6

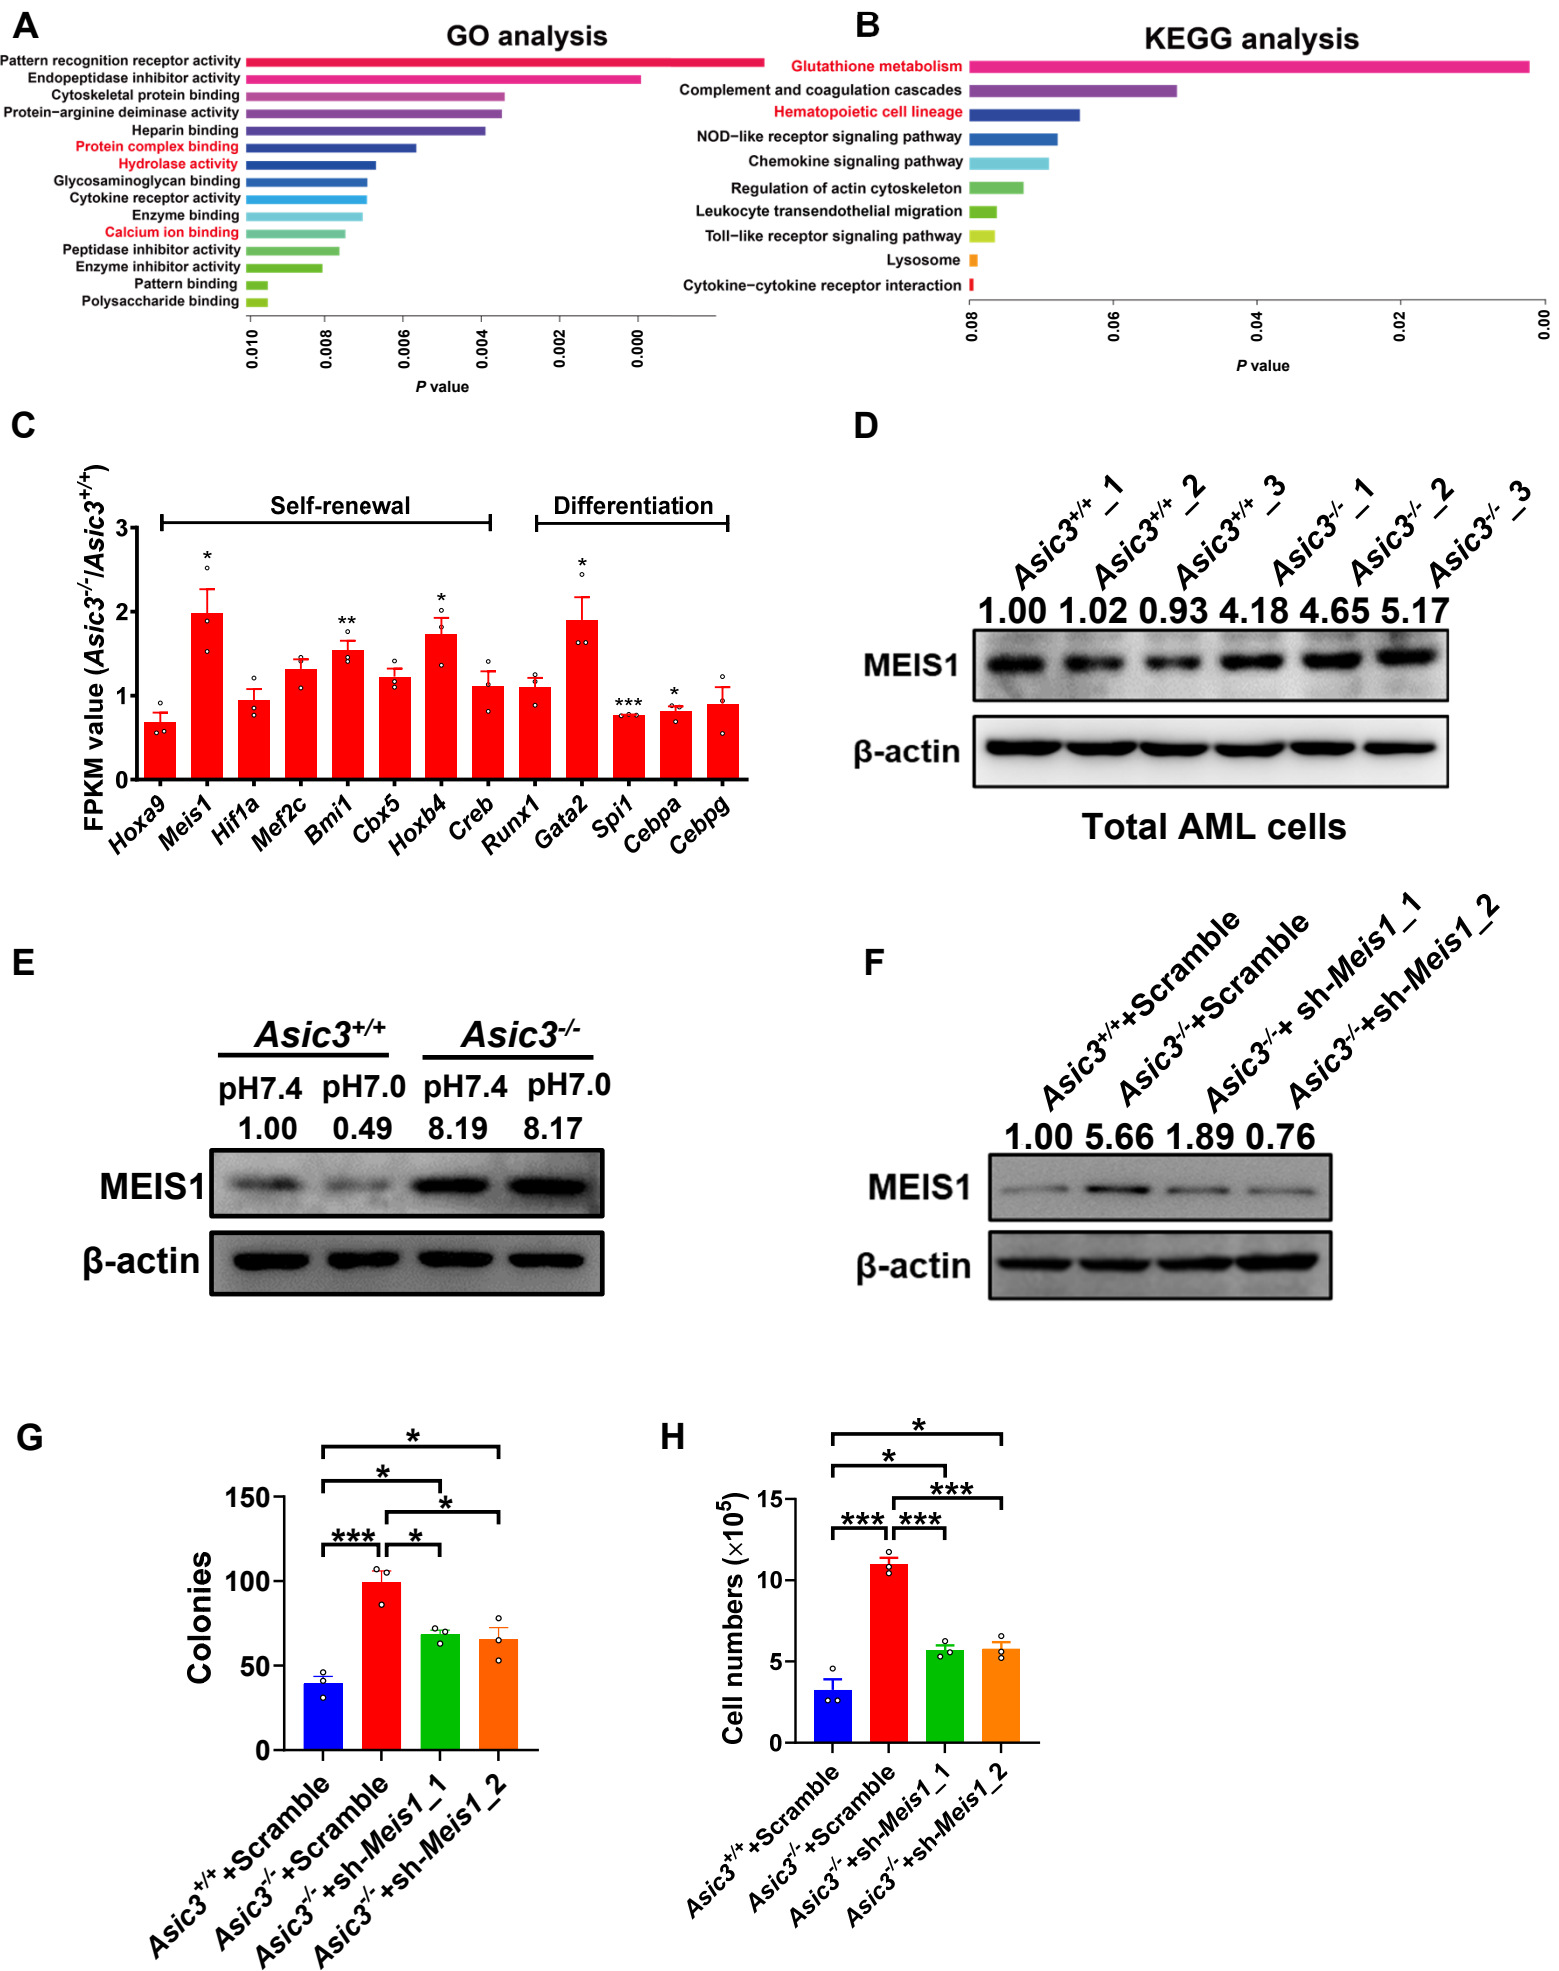

**Supplemental Figure 6.** (A and B) GO and KEGG analyses of the RNA-sequencing from WT or *Asic3*-null LICs (n = 3). (C) RNA-sequencing analyses were performed with WT and *Asic3*-null YFP<sup>+</sup>Mac-1<sup>+</sup>c-Kit<sup>+</sup> LICs and potential candidate genes related to self-renewal and differentiation are shown (n = 3). (D) Protein levels of MEIS1 in both WT and *Asic3*-null bulk of leukemia cells were evaluated by immunoblotting. Ratios of MEIS1/ $\beta$ -actin were quantified and normalized against *Asic3*<sup>+/+</sup>\_1. (E) MEIS1 protein levels in WT and *Asic3*-null LICs pretreated with pH 7.0 or pH 7.4 medium; MEIS1/ $\beta$ -actin ratios normalized to WT under pH 7.4. (F) Knockdown efficiency of MEIS1 was determined in WT+Scramble, *Asic3*-null+Scramble, and *Meis1*-knockdown *Asic3*-null AML cells by immunoblotting. Ratio of MEIS1/ $\beta$ -actin were quantified and normalized against *Asic3*<sup>+/+</sup>+Scramble. (G and H) Colony forming abilities were measured in WT, *Asic3*-null, and *Meis1*-knockdown *Asic3*-null AML cells, colony numbers (G, n = 3) and their derived cell accounts were determined (H, n = 3). Data are represented mean  $\pm$  SEM. *P*-values determined by Student 2-tailed unpaired *t* test (C) and 1-way ANOVA with Tukey's multiple comparison test (G and H). \*, *P* < 0.05; \*\*, *P* < 0.01; \*\*\*, *P* < 0.001.

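The lists for panels A and B were few and were written from gene symbols and general knowledge, so they stand beside the GO and KEGG terms and do not replace them. The GO and KEGG analyses need a list of genes, and the paper's text names no threshold for it. Of the other lists tested with limma's camera over 8 lists, the pattern recognition receptor list (22 tested genes) was lower in the libraries labelled Asic3-null (median log2 fold change -0.83, adjusted p = 7.64e-10), with 7 genes called, all lower. The glutathione metabolism list (34 tested genes) was not called by camera (median log2 fold change -0.02, adjusted p = 0.181), while Fisher's exact test on its genes with an unadjusted p under 0.05 gave an adjusted p of 0.0212. With the correlation estimated from the data, the adjusted camera p of the pattern recognition receptor list was 0.108.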

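The other genes of panel C moved less, or downward, in the libraries labelled Asic3-null. Hoxa9 had 52.8 ± 12.8 RPKM against 78.2 ± 8.2 RPKM in those labelled WT (SD, n = 3 each), a log2 fold change of -0.58 (standard error 0.18, adjusted p = 0.151 from limma). Spi1 had 314.5 ± 21.5 against 409.7 ± 31.7 RPKM (SD, n = 3 each), a log2 fold change of -0.38 (standard error 0.11, adjusted p = 0.136 from limma). The groups did not overlap for Hoxa9 or Spi1. Cebpa had 104.6 ± 12.3 against 130.0 ± 17.4 RPKM (SD, n = 3 each; adjusted p = 0.344 from limma), and its groups overlapped. Hif1a, Cbx5, Creb1, Runx1 and Cebpg had adjusted p from limma of 0.825, 0.439, 0.810, 0.808 and 0.783, with log2 fold changes of -0.11, 0.27, 0.11, 0.12 and -0.20. Hif1a, Creb1 and Cebpg changed sign when 1 library was left out. The mean ratio of each library labelled Asic3-null to the WT mean, the form the panel plots, was 0.675 for Hoxa9, 1.97 for Meis1, 1.53 for Bmi1, 1.88 for Gata2 and 0.768 for Spi1. From its later RT-qPCR of Meis1 in LICs (Fig. 4A), the paper takes MEIS1 forward as a possible downstream target of ASIC3 and tests it.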

Supplemental Figure 7

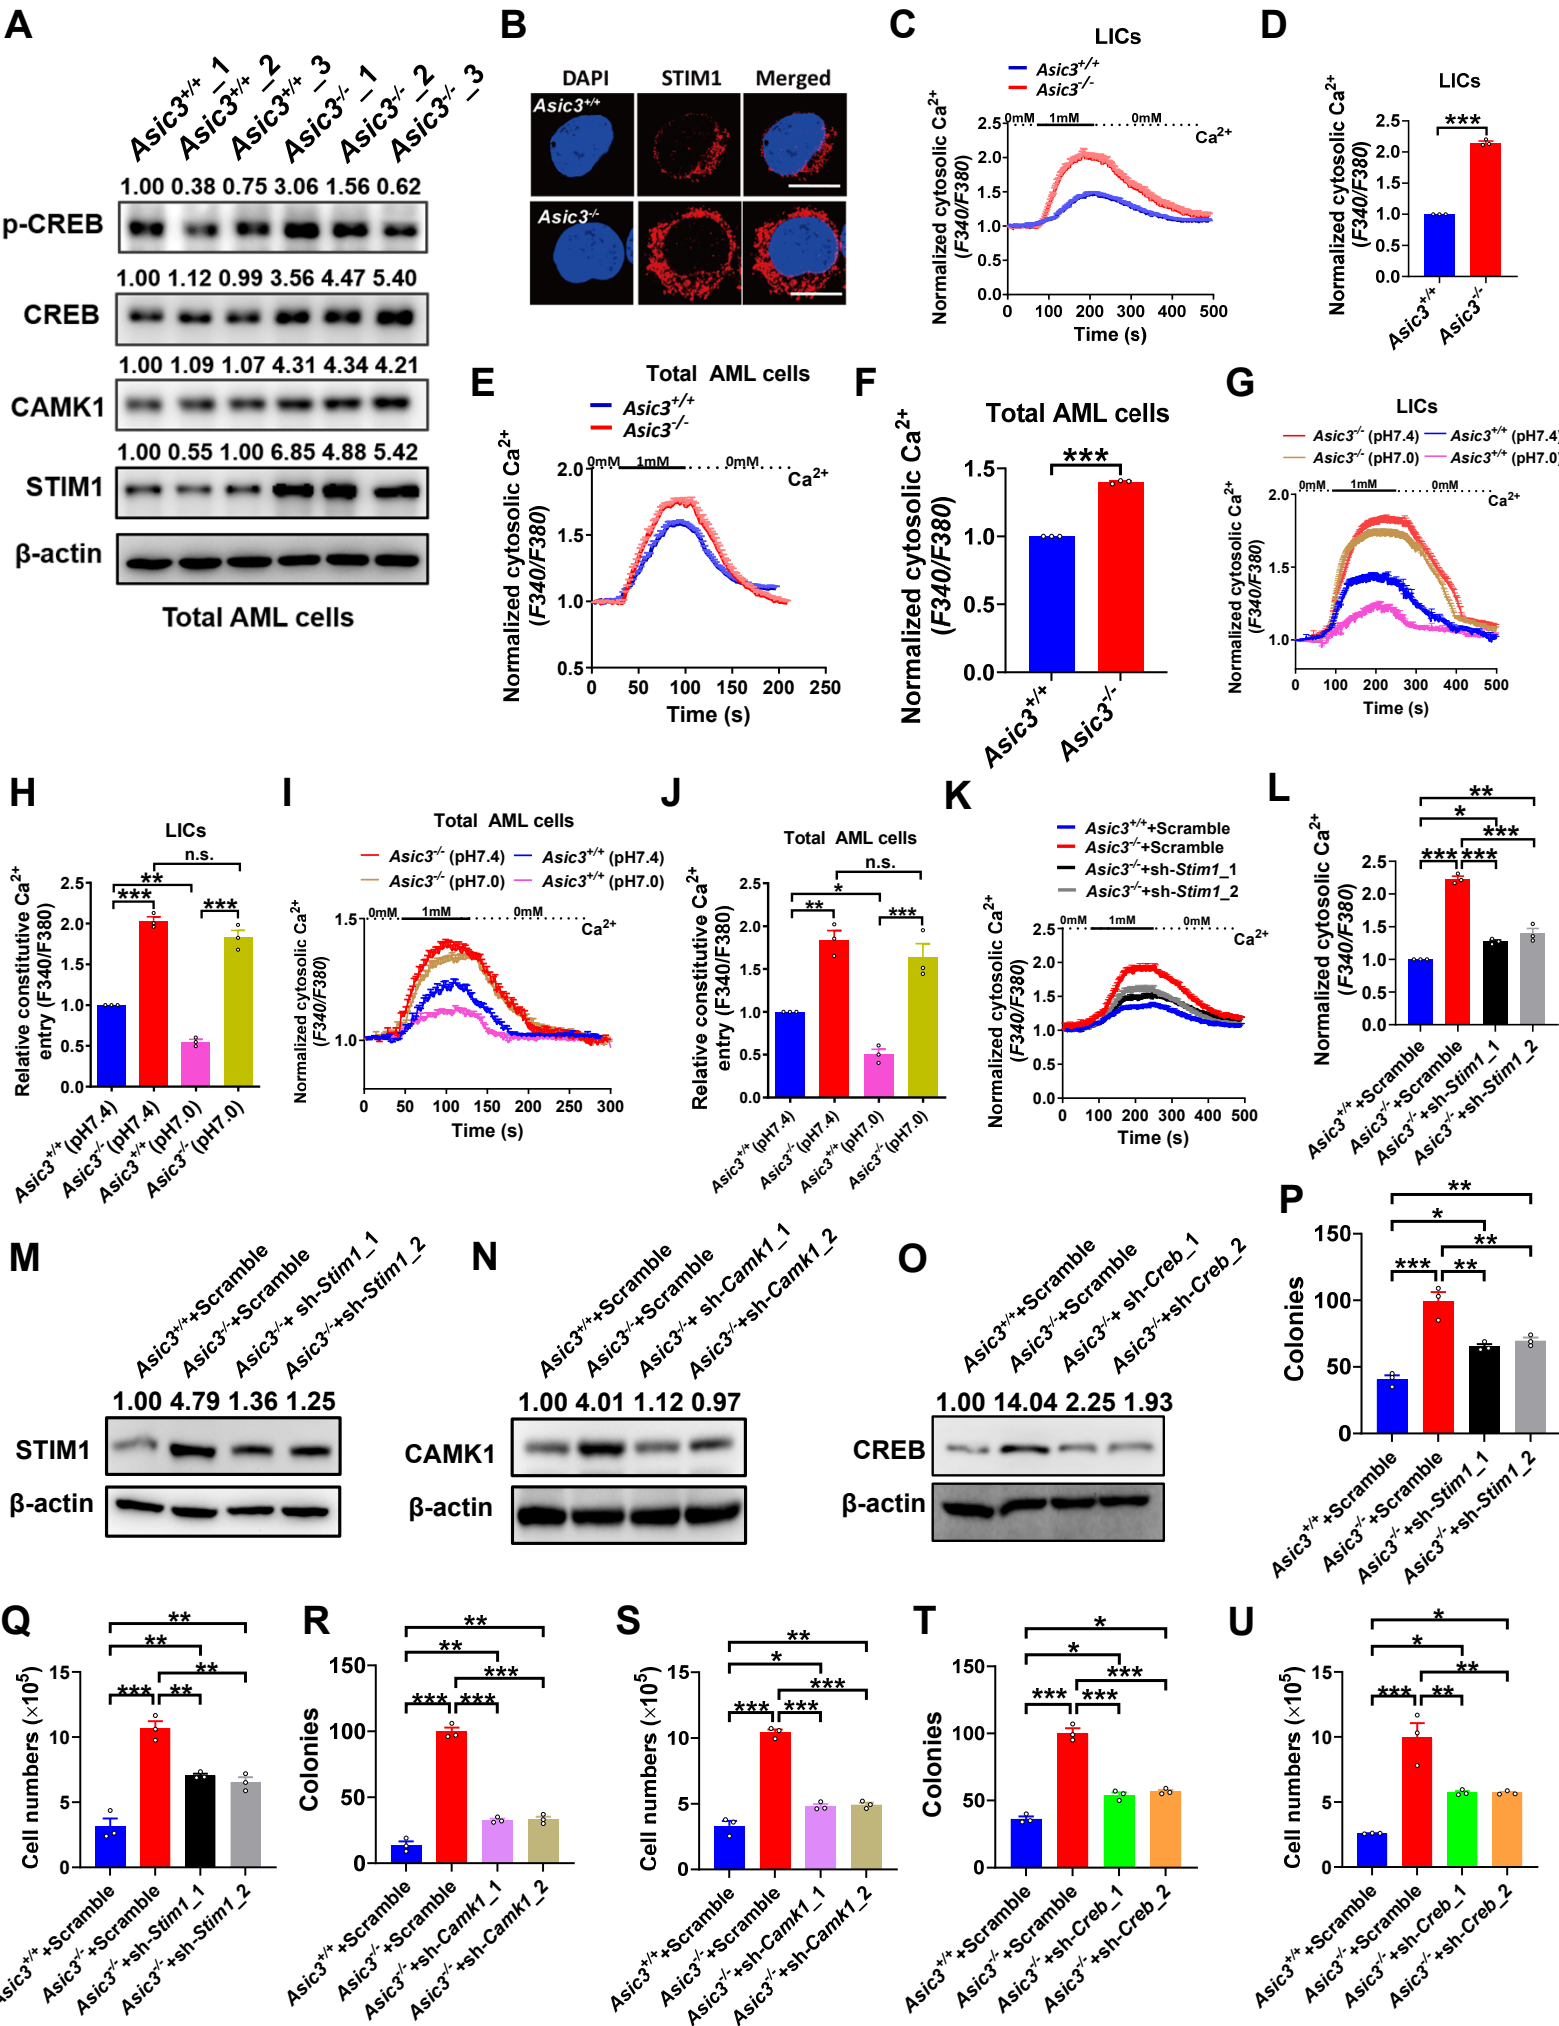

**Supplemental Figure 7.** (A) Protein levels of phospho-CREB, CREB, CAMK1 and STIM1 were determined in WT and *Asic3*-null bulk of leukemia cells using immunoblotting. Ratios of these proteins/ $\beta$ -actin were quantified and normalized against *Asic3*<sup>+/+</sup>\_1. (B) STIM1 expression/localization in WT and *Asic3*-null LICs by immunofluorescence. Scale bar, 10  $\mu$ m. (C and D) Constitutive capacities of calcium influx by Fura-2 AM in WT and *Asic3*-null LICs (C, n = 59 for WT and n = 36 for *Asic3*-null). Quantitative data in panel D. (E and F) Constitutive capacities of calcium influx (B, n = 35 for WT and n = 38 for *Asic3*-null) were measured in WT and *Asic3*-null bulk of BM leukemia cells. Quantitative data are shown in panel F. (G and H) Constitutive capacities of calcium influx in WT and *Asic3*-null LICs with treatment of acid buffer, or in WT, *Asic3*-null LICs (G, n = 73-79). Quantitative data in panel H. (I and J) Constitutive capacities of calcium influx (I, n = 49-73) were measured in WT and *Asic3*-null bulk of BM leukemia cells with treatment of acid buffer. Quantitative data are shown in panel J. (K and L) Constitutive capacities of calcium influx (K, n = 23-26) were measured in WT, *Asic3*-null and *Stim1*-knockdown *Asic3*-null LICs. Quantitative data are shown in panel L. (M-O) Knockdown efficiency of STIM1, CAMK1 and CREB were determined in WT+Scramble, *Asic3*-null+Scramble, and *Stim1*, *Camk1* or *Creb*-knockdown *Asic3*-null AML cells using western blotting. Ratio of these proteins/ $\beta$ -actin were quantified and normalized against *Asic3*<sup>+/+</sup>+Scramble. (P-U) Colony forming abilities were measured in *Stim1*, *Camk1* or *Creb*-knockdown *Asic3*-null AML cells, colony numbers (P, R, and T, n = 3) and their derived cell accounts were determined (R, S, and U, n = 3). Data are represented mean  $\pm$  SEM. *P*-values determined by Student 2-tailed unpaired *t* test (D and F) and 1-way ANOVA with Tukey's multiple comparison test (H, J, L, and P-U). \*, *P* < 0.05; \*\*, *P* < 0.01; \*\*\*, *P* < 0.001; n.s., not significant.

Supplemental Figure 8

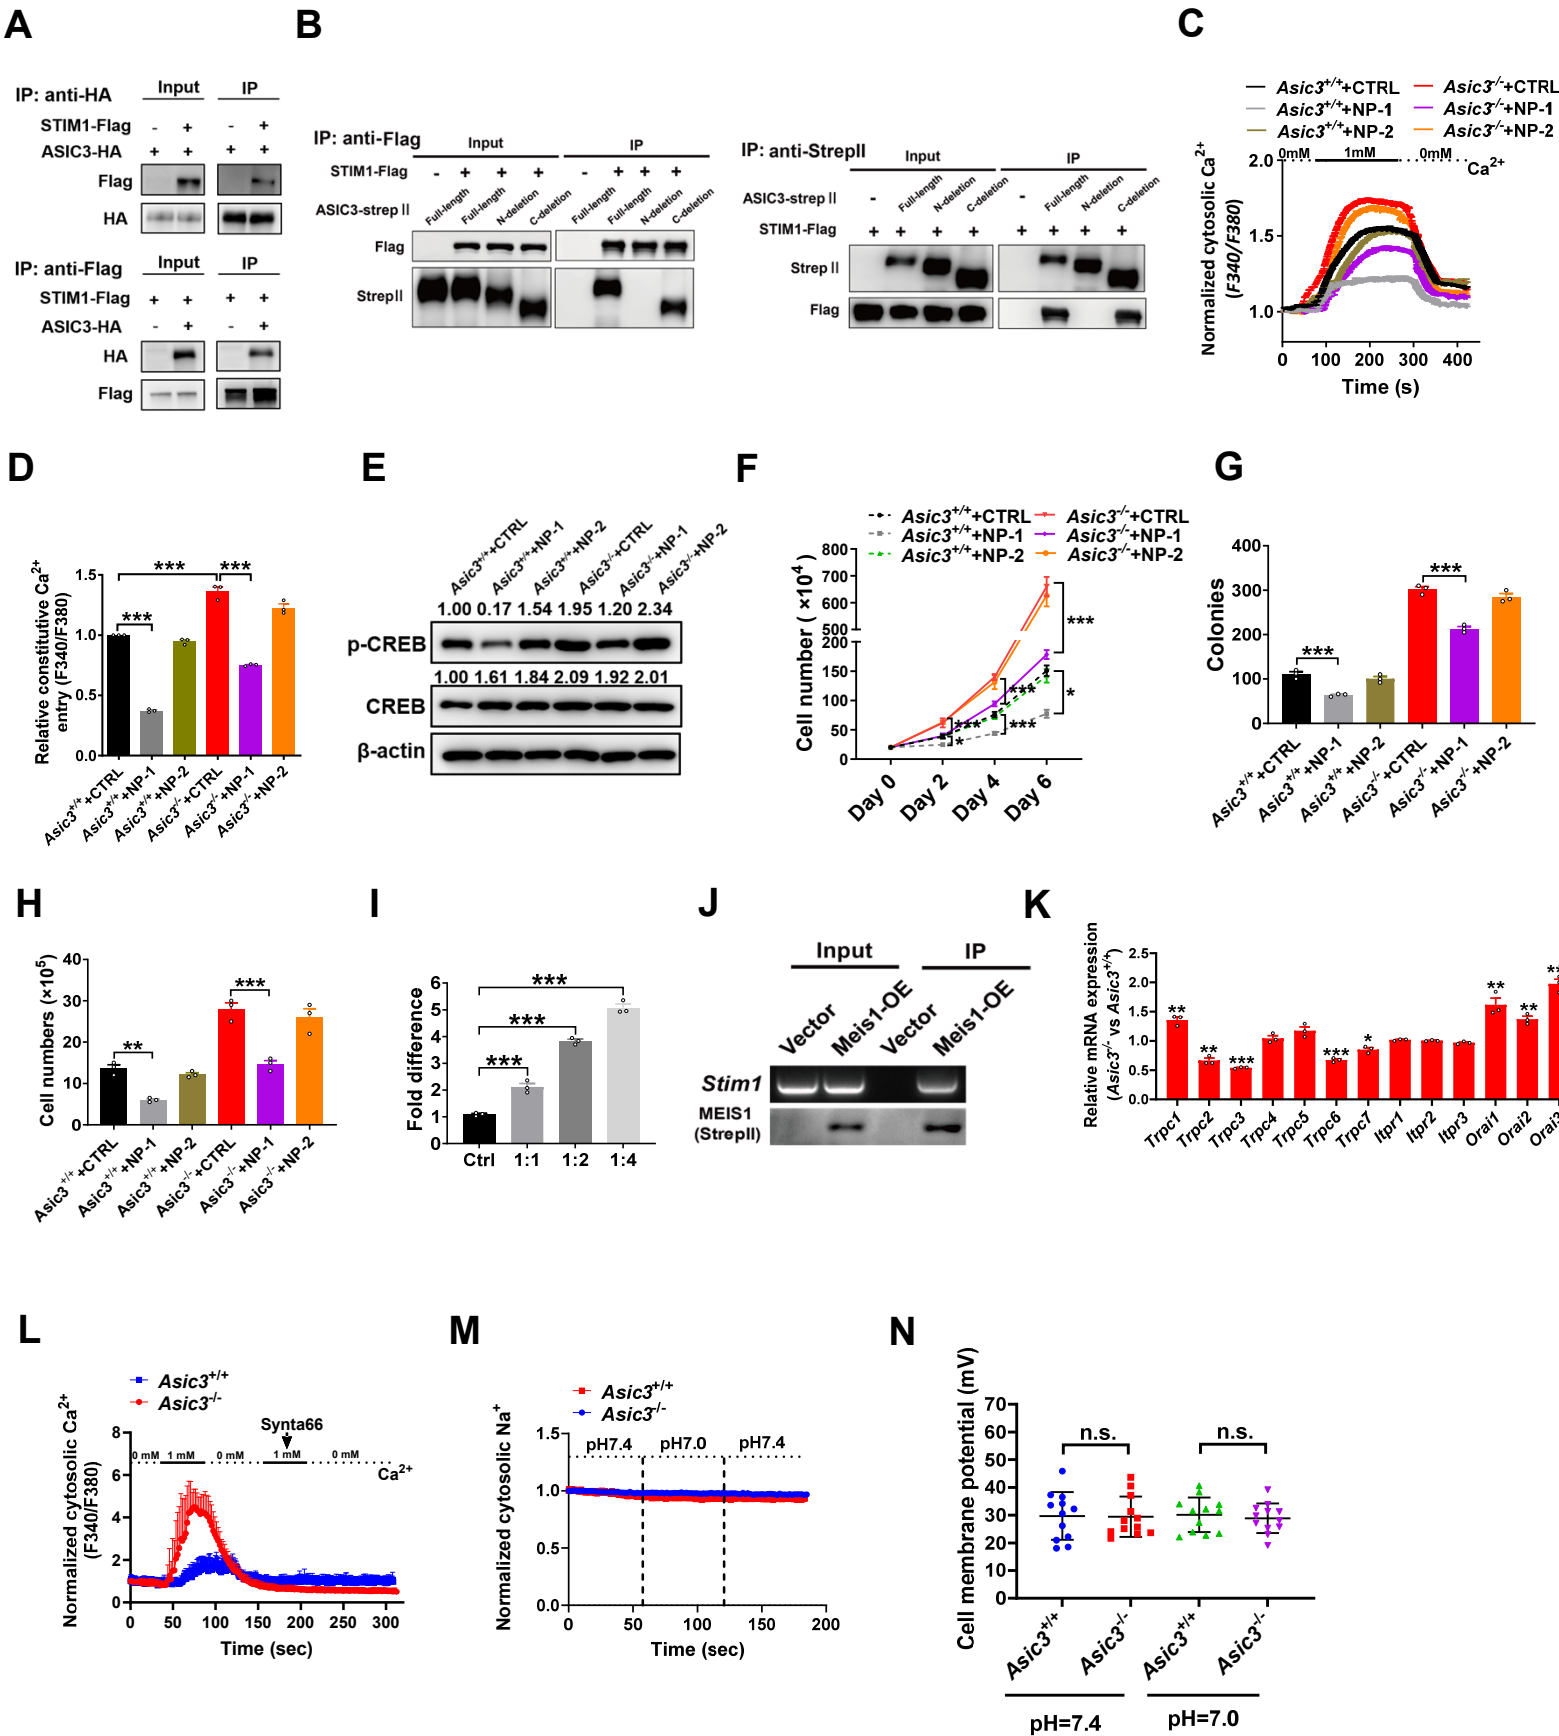

**Supplemental Figure 8.** (A) Co-IP of HA-ASIC3 and Flag-STIM1 in 293T cells using anti-HA or anti-Flag, followed by immunoblot. (B) Co-IP of Strep II-tagged ASIC3 (full-length or N-/C-terminal deletions) and Flag-STIM1 in 293T cells using anti-Strep II or anti-Flag, followed by immunoblot. (C-E) Constitutive capacities of calcium influx (C, n = 120), quantitative data in panel D and p-CREB/CREB levels (E) in WT and *Asic3*-null LICs with/without two ASIC3 N-terminal peptides; protein/ $\beta$ -actin ratios normalized to WT+CTRL. (F-H) Cell counts, colony numbers, and derived cell numbers in WT and *Asic3*-null LICs with/without peptides (n = 3). (I) Luciferase activity of *Stim1* reporter co-transfected with increasing *Meis1* doses in 293T cells (n = 3). (J) ChIP of *Meis1* binding to *Stim1* promoter in 293T cells transfected with *Meis1* or empty vector. (K) The expression levels of calcium influx-related genes were evaluated in WT and *Asic3*-null LICs as determined by quantitative RT-PCR analysis (n = 3). (L) Constitutive capacities of calcium influx were measured in WT and *Asic3*-null LICs with Fura-2 AM and Synta66 (n = 9-10). (M) Intracellular Na<sup>+</sup> signals in WT and *Asic3*-null LICs were monitored using CoroNa Green AM (n = 25-30). (N) Resting membrane potential measurements were performed on WT and *Asic3*-null LICs using whole-cell patch-clamp electrophysiology at room temperature (n = 12). Data are represented mean  $\pm$  SEM. *P*-values determined by 1-way ANOVA with Tukey's multiple comparison test (D, F-I) and Student 2-tailed unpaired *t* test (K and N). \*, *P* < 0.05; \*\*, *P* < 0.01; \*\*\*, *P* < 0.001; n.s., not significant.

Supplemental Figure 9

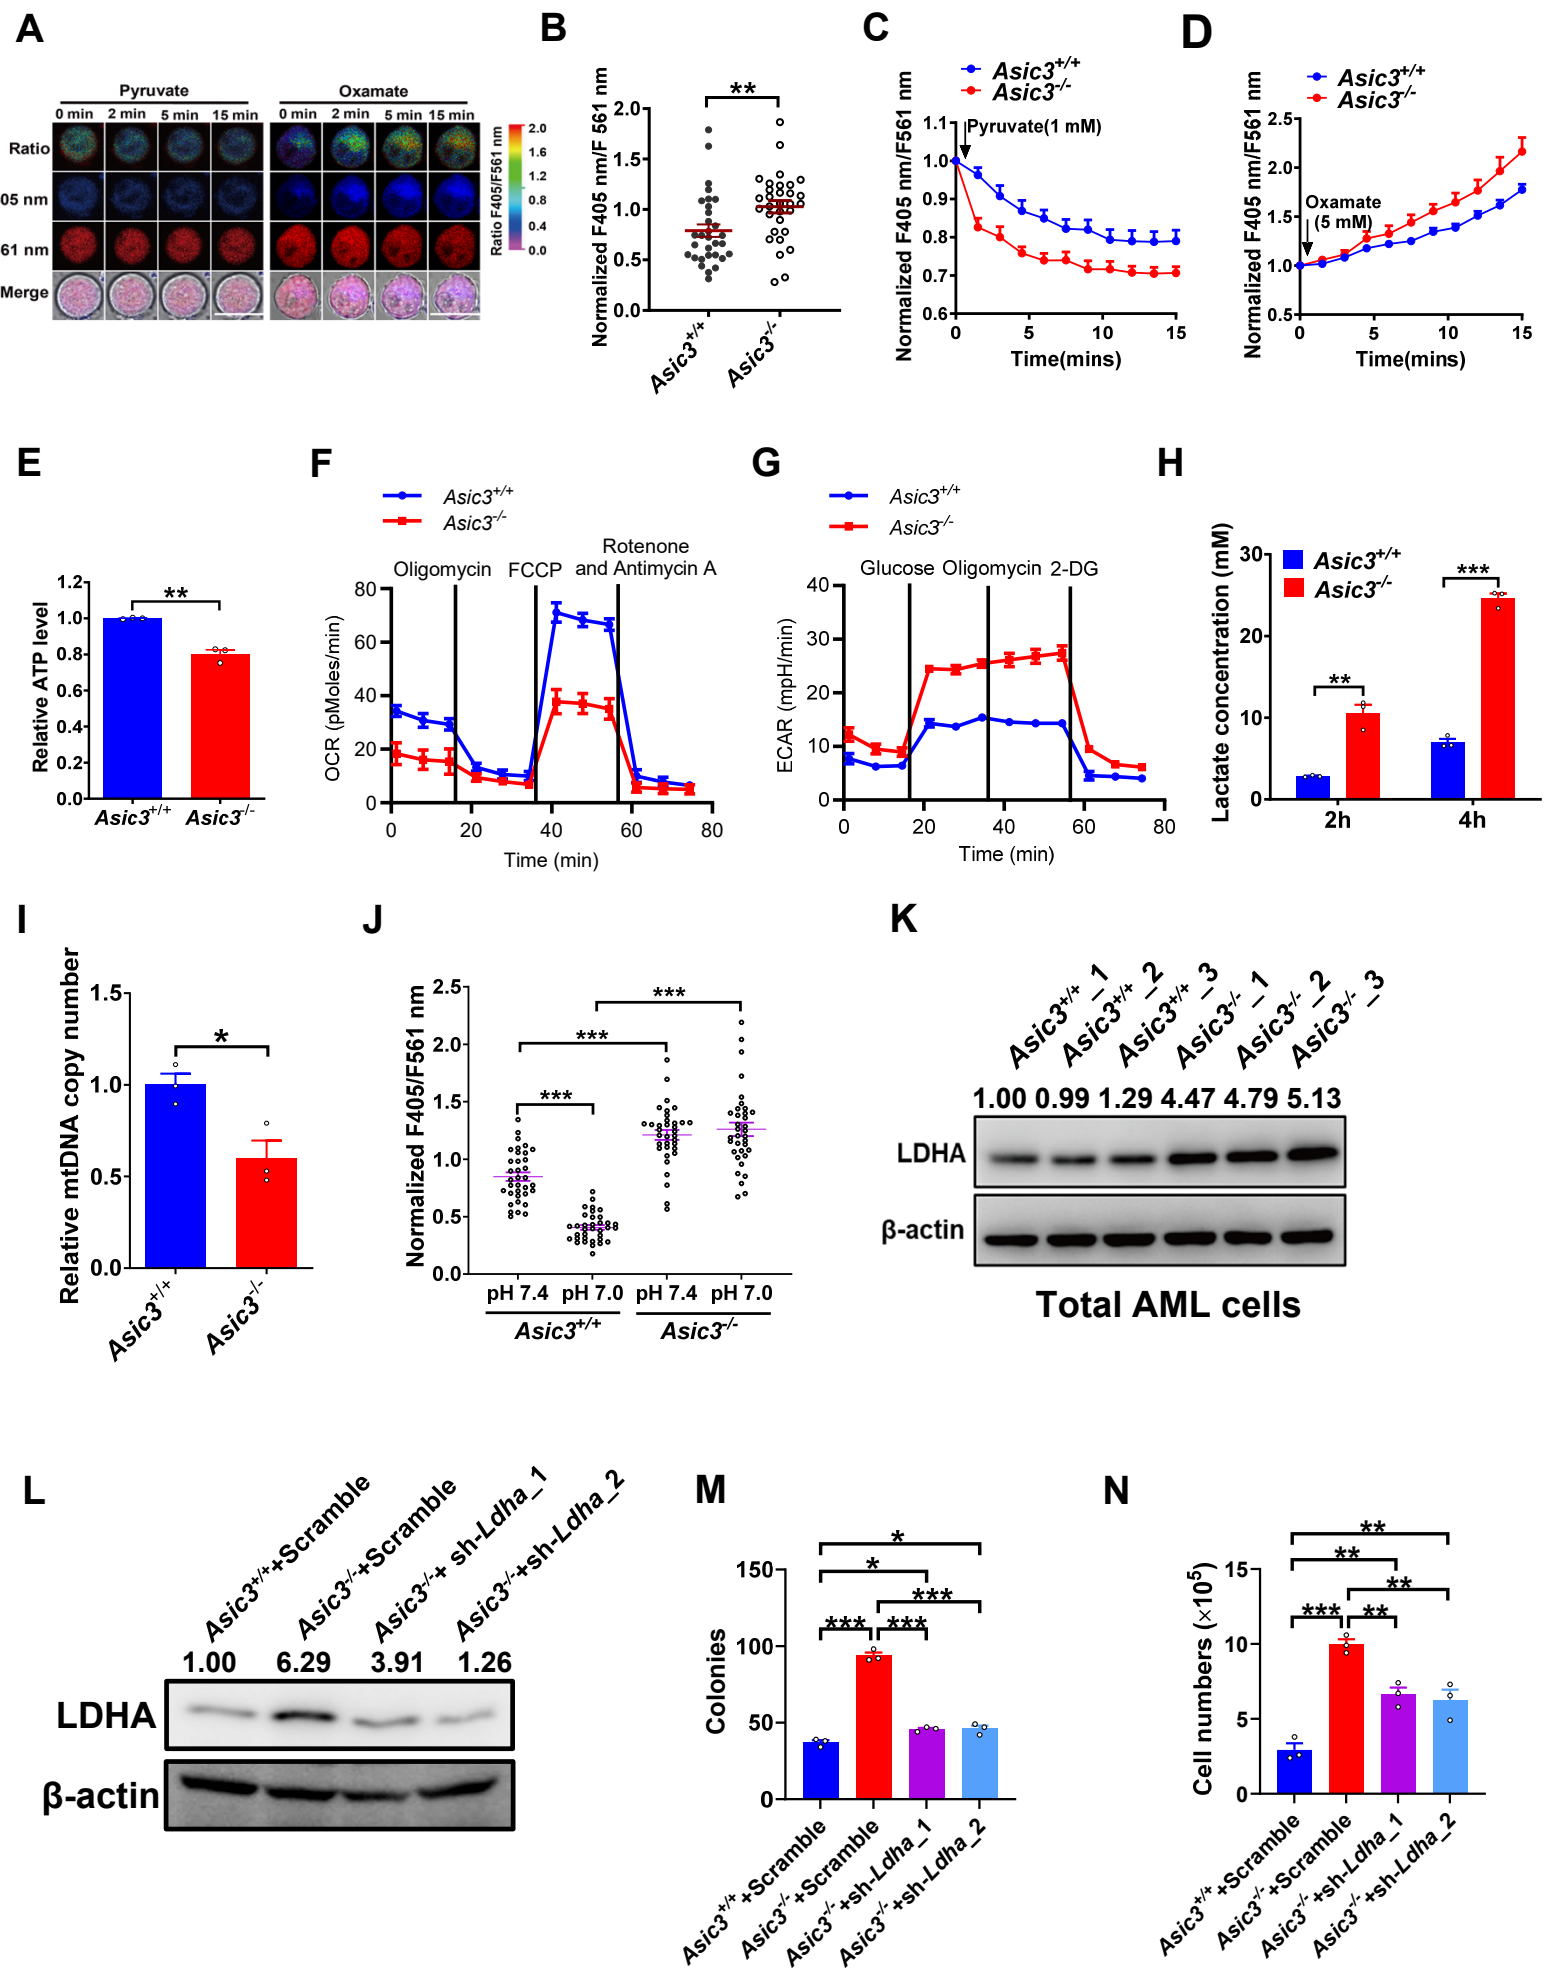

**Supplemental Figure 9.** (A) Representative images of WT SoNar-AML cells showing fluorescence ratios (Ex 405/561 nm). Scale bar, 10  $\mu$ m. (B) Quantified SoNar ratios in WT and *Asic3*-null SoNar-AML cells (n=31). (C-D) SoNar ratios in WT and *Asic3*-null cells treated with pyruvate (C, n = 15-17) or oxamate (D, n = 13-15). (E) ATP levels in WT and *Asic3*-null LICs (n = 3). (F-G) Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) in WT and *Asic3*-null LICs measured by Seahorse XF96 (n = 3). (H) Lactate in culture supernatant of WT and *Asic3*-null LICs at indicated times (n = 3). (I) Mitochondrial DNA (mtDNA) copies were measured in WT and *Asic3*-null LICs by quantitative RT-PCR (n = 3). (J) SoNar ratios in WT and *Asic3*-null cells after 18 h in culture medium (pH 7.0, n = 35). (K) Protein levels of LDHA were measured in WT and *Asic3*-null bulk of BM leukemia cells using immunoblotting. Ratios of LDHA/ $\beta$ -actin were quantified and normalized against *Asic3*<sup>+/+</sup>\_1. (L) Knockdown efficiency of *Ldha* was determined in WT+Scramble, *Asic3*-null+Scramble, and *Ldha*-knockdown *Asic3*-null AML cells using western blotting. Ratio of LDHA/ $\beta$ -actin were quantified and normalized against *Asic3*<sup>+/+</sup>+Scramble. (M and N) Colony forming abilities were measured in WT, *Asic3*-null, *Asic3*-null and *Ldha*-knockdown *Asic3*-null AML cells, colony numbers (M, n = 3) and their derived cell accounts were determined (N, n = 3). Data are represented mean  $\pm$  SEM. *P*-values determined by Student 2-tailed unpaired *t* test (B, E, H, I, and J) and 1-way ANOVA with Tukey's multiple comparison test (M and N). \*, *P* < 0.05; \*\*, *P* < 0.01; \*\*\*, *P* < 0.001.

Supplemental Figure 10

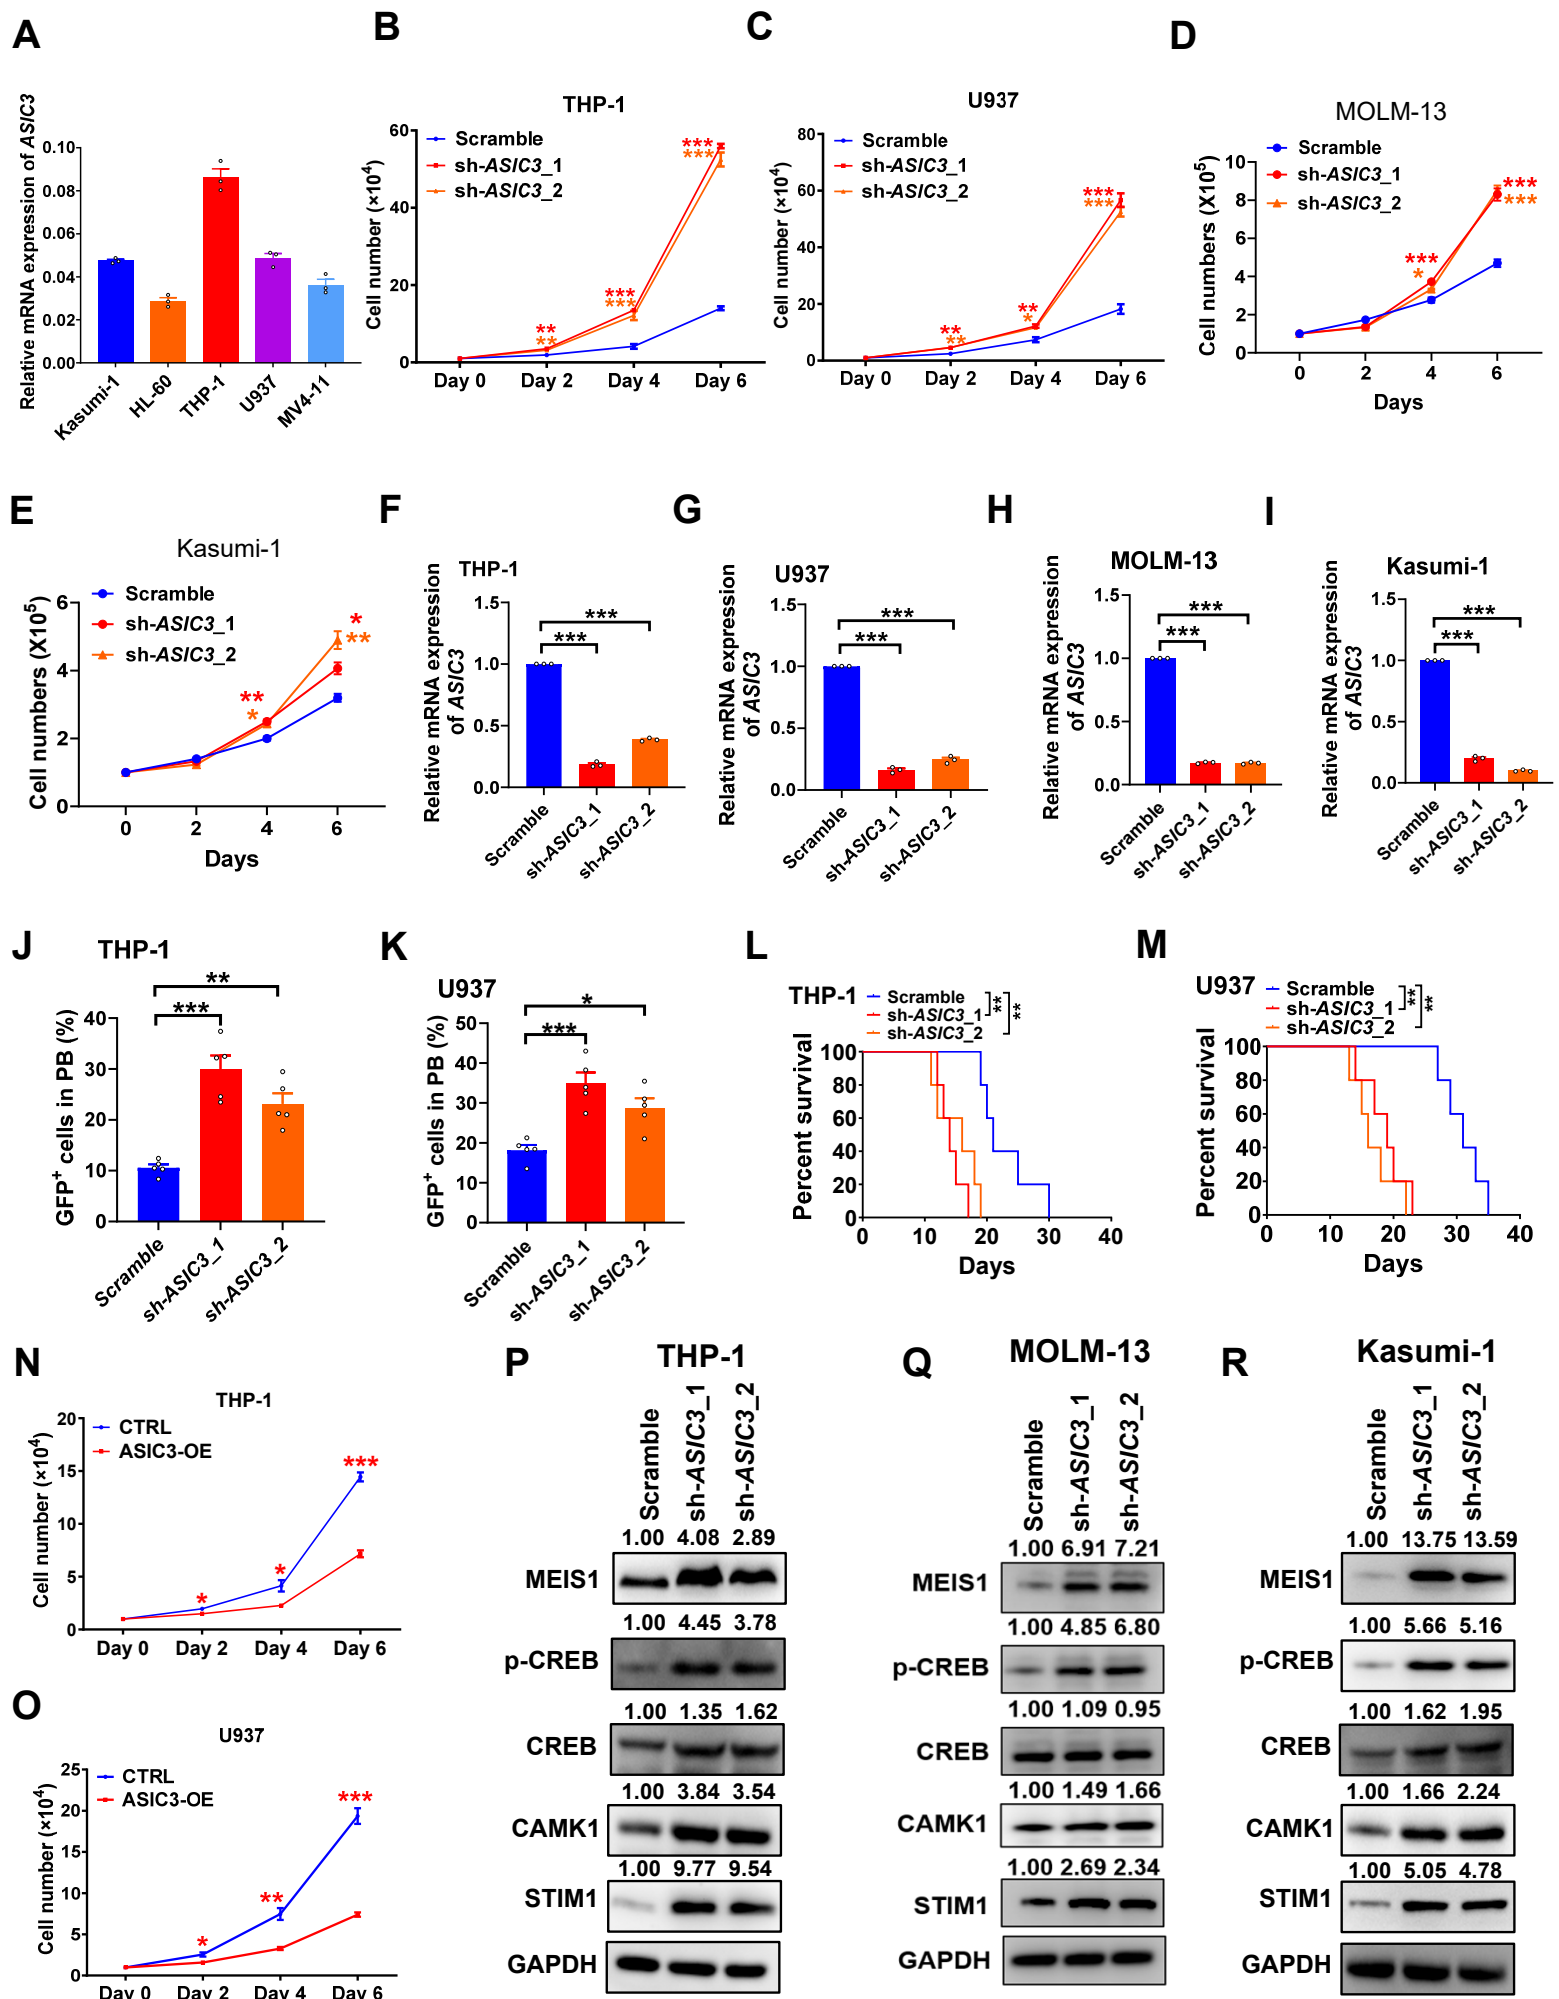

**Supplemental Figure 10.** (A) *AS/C3* mRNA level was determined in different types of human AML cell lines, including Kasumi-1, HL-60, THP-1, U937, and MV4-11 by quantitative RT-PCR (n = 3). (B-E) THP-1, U937, MOLM-13, or Kasumi-1 cells with sh-*AS/C3\_1-2* or scrambled shRNA; cell counts at indicated times (n = 3). (F-I) Knockdown efficiency of *AS/C3* was measured in *AS/C3*-knockdown THP-1, U937, MOLM-13, and Kasumi-1 cells by quantitative RT-PCR (n = 3). (J and K) Flow cytometric analysis for the frequencies of THP-1 or U937 cells in PB 2 weeks after transplantation (n = 5). (L and M) *AS/C3*-knockdown-THP-1 or U937 cells and control cells were transplanted into NOD-SCID mice. The overall survival was analyzed among the recipients receiving *AS/C3*-knockdown THP-1 or U937 cells and their control ones (n = 5). (N and O) *AS/C3* was overexpressed (OE) in THP-1 or U937 cells. Cell numbers of THP-1 and U937 cells were calculated at the indicated time points (n = 3). Ctrl: cells were infected with empty vector. (P-R) Protein levels of MEIS1, phospho-CREB, CREB, CAMK1 and STIM1 were determined in *AS/C3*-knockdown THP-1, MOLM-13, or Kasumi-1 cells by western blotting. Ratio of these proteins/GAPDH were quantified and normalized against Scramble. Data are represented mean  $\pm$  SEM. *P*-values determined by 1-way ANOVA with Tukey's multiple comparison test (B-K), log-rank test (L and M), and Student 2-tailed unpaired *t* test (N and O). \*, *P* < 0.05; \*\*, *P* < 0.01; \*\*\*, *P* < 0.001.

Supplemental Figure 11

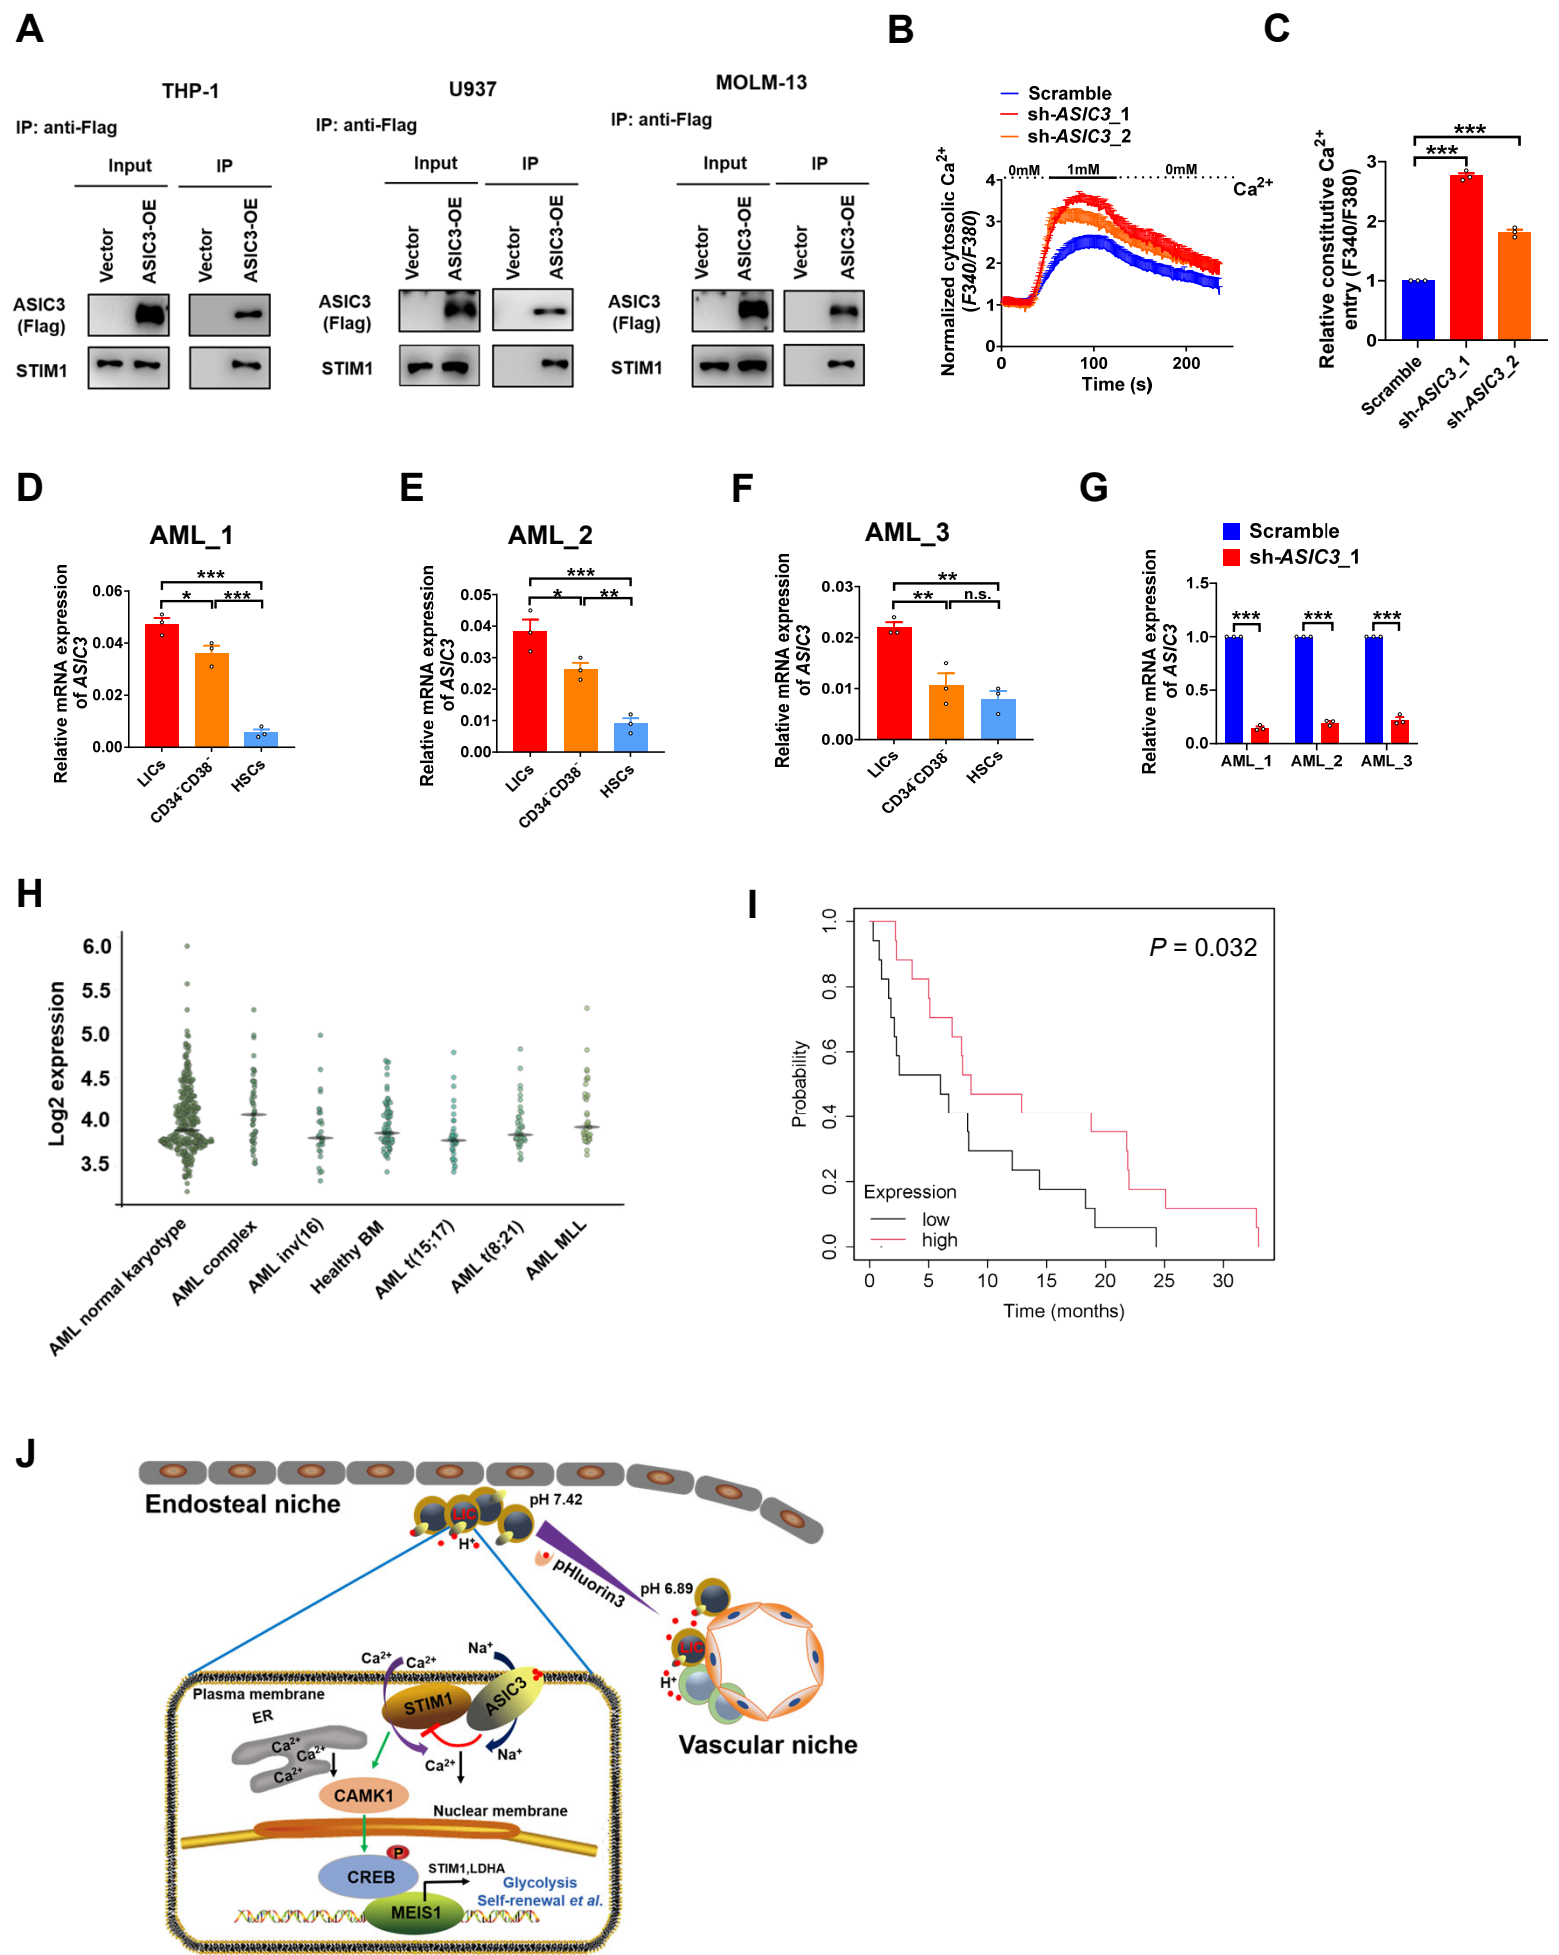

How the deposited data were processed for this re-analysis (not part of the article)

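Total RNA of YFP+Mac-1+c-Kit+ LICs from the MLL-AF9 model was sequenced from 3 libraries labelled WT and 3 labelled Asic3-null, from mice given as 8 weeks old. Groups and replicate numbers follow the sample labels. The authors called bases with CASAVA 1.8.2, aligned reads to GRCm38 with TopHat2 2.0.12 and deposited 1 table of RPKM values per gene and library. The counting tool, the gene annotation and the reads taken as the library size are not named in the paper's text. The values are fractional and their sums lie between 493326 and 532811 per library, which neither counts nor TPM would give.

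From the RPKM values the reads behind each gene were inferred. Genes at 1 read in both libraries of a pair give the relative depth, and gene lengths in whole bases fix the library size. All 16825 genes above 0 gave whole reads within 0.0001 reads. The library size was 2315406, 2381861 and 2348251 in the libraries labelled Asic3-null and 2102707, 1947168 and 2367414 in those labelled WT, and the recovered reads on genes made up 99.6% of it. The tested genes had a median of 83.3 recovered reads per library. The reads carry no molecular identifiers, so intervals from them cover counting error only. Gene symbols and positions came from RefSeq for GRCm38.p6, which gave 25275 of the 27179 symbols, with 18 more from GENCODE M21 and 1886 left without a symbol. The mitochondrially encoded genes were not among those listed.

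Genes with a mean RPKM of at least 1 over the 6 libraries were tested, 12037 in all, on log2(RPKM + 1) with limma 3.58.1 in R 4.3.3 (empirical Bayes moderation with an intensity trend, genotype label as the only term, Benjamini-Hochberg adjustment, threshold 0.05). A looser list took an unadjusted p under 0.05 with at least a 2-fold change. Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01, 2-sided, for lists with at least 5 tested genes, and Fisher's exact test on genes with an unadjusted p under 0.05 was the alternative. The lists were calcium-binding families, hematopoietic cell lineage, glutathione metabolism, pattern recognition receptors, cell cycle, glycolysis, neutrophil granules and nuclear genes of oxidative phosphorylation, with erythroid, T cell and B cell lists as checks. They were written before the data were examined, the calcium-binding families by gene symbol and the others from general knowledge. Topics of the calcium-binding and lineage lists, and of some others, follow terms the paper reports from these same libraries. Calls on those lists are therefore no independent support. Single genes were also compared by exact permutation, where 3 against 3 cannot give a two-sided p under 0.10. The genes named are the Asic genes, those of Supplemental Figure 6C, those the paper measured in LICs by another assay, the 5 that rose and the 5 that fell most among called genes without overlap, the 3 with the lowest p of each list at a claim, and sex-linked and contamination genes, with a few genes under this rule not reported. Psma8, Slfn1, 1700030C10Rik, Cd59a, H2-Ab1, Mmp8, Mmp9, Padi4, Anxa1, Abcb8, Cdk5, Kit, Cd34, Mpo, Elane, Ctsg and Lyz2, and genes near Asic3, were named after their values were seen.

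The alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a mean RPKM of at least 5, median-ratio scaling, quantile normalization, no intensity trend, untransformed RPKM with and without moderation, the replicate number as a block, each library left out in turn, an estimated correlation and Fisher's exact test for the lists, and distances of 2 and 10 Mb around Asic3. Added after the data were seen were limma-voom on the recovered reads, a mean of at least 10 recovered reads, and camera over the Reactome sets that come with fgsea 1.28.0.

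The steps were tested on simulated data for Asic3-null against WT. Counts for 12001 genes were drawn with a dispersion of 0.016, estimated from the libraries, after a first version had used an assumed value. Of 66 genes changed at each size, the limma step recovered 3.0% at 1.5-fold, 48.5% at 2-fold and 86.4% at 4-fold. It made 6 false calls, 6.2% of its calls, and 2 calls when no gene was changed. Steps in Python 3.11.15 used numpy 2.4.6 and pandas 2.3.3. The GO and KEGG analyses were left out because their annotation was not at hand, and values per exon because the deposited table holds values per gene.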

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

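Of the tests in this part, those on chromosomal position, depth by the called genes, T cells, the erythroid list, the sex of the cells and the share of the most abundant genes as causes of the changed genes were set before the fit, though the depths and the values of Asic3 had been seen. The tests on Asic3, on Xist with the Y-linked genes, on Psma8, on the number called after thinning, on the level of hemoglobin and on the splits without adjustment were chosen after the result was seen.

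Asic3, the targeted gene, had a signal in the libraries labelled Asic3-null (mean 6.60 RPKM) above that in those labelled WT (1.17 RPKM), a comparison the paper does not report. Of the 104 recovered reads on Asic3, 90 lay in the libraries labelled Asic3-null, 86.5% (exact 95% interval 78.4 to 92.4), where those libraries hold 52.3% of the depth. An exact binomial test against the depths gave p = 1.74e-13, which argues against counting noise in these 6 libraries, although it takes reads as independent and compares libraries rather than genotypes. Reads of the overlapping gene Cdk5 stay open. Cdk5 rose by 8.74 reads per library (standard error 12.2) and Asic3 by 23.7 (standard error 6.55). Transcription of the targeted allele outside its deleted part also stays open, since the 90 reads cannot be placed on exons. An exchange of group labels before the paper's own RNA-seq analysis stays open as well. The 13 bars of Supplemental Figure 6C, read by eye, lay within 1.12 times of the ratios by label here. Meis1 read 2.0 against 1.97 and Hoxa9 0.68 against 0.675, which argues against an exchange between that panel and the deposited values. Of 6 genes with a direction in the paper's RT-qPCR of Fig. 4A, 4 ran the paper's way (Meis1, Bmi1, Spi1, Cebpa) and 2 did not (Hoxa9, Cebpg). The paper's RT-qPCR also has Ldha and Pkm2 (Fig. 6A) and Orai1 and Trpc1 (Supplemental Figure 8K) higher. Here Ldha, Orai1 and Pkm (all isoforms together) had log2 fold changes of 0.15, 0.08 and 0.0076. None was called, and each changed sign with 1 library left out. Trpc1 was listed at 0 in every library. Hoxa9 had a log2 fold change of -0.58, between -0.76 and -0.44 over 17 alternatives, and was called when adjusted over the genes of Supplemental Figure 6C alone, and not over all genes. The call over that list was lost without Asic3-null replicate 2 or 3, without WT replicate 1 or 3, with no intensity trend and on untransformed RPKM without moderation. Cebpg was not called (adjusted p = 0.783 from limma) and its log2 fold change of -0.20 was 0.11 without WT replicate 1. MEIS1 protein was higher in Asic3-null cells in the paper. The paper also reports more undifferentiated cells without Asic3 (Supplemental Figure 1), as a share of YFP+ blood and marrow cells and not of sorted LICs. The neutrophil granule list, lower in the libraries labelled Asic3-null for 26 of 27 genes, runs the way of the labels. Mature cells carried into the sort could also give that. None of this settles whether the labels were exchanged before that panel was made. These explanations cannot be told apart with values per gene.

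Xist in the libraries labelled Asic3-null had a mean of 58.0 RPKM and at least 46.5 RPKM in each, where no library labelled WT passed 0.0573. Eif2s3y had a mean of 68.3 RPKM in the libraries labelled WT and no read in the others. The paper states that both sexes were examined and does not report the sex of these libraries. A difference in the sex of the cells between the groups, female in the libraries labelled Asic3-null and male in those labelled WT, is a candidate explanation for these genes. Their values are what raised it, so they are no separate test of it. For the other changed genes this difference cannot be told apart from genotype, since the summed RPKM of the Y-linked genes was 81.4 at the lowest in the libraries labelled WT and 0 in the others. Of 345 tested genes on X, 13 were changed (Fisher's exact test, p = 0.647), and 386 of the 403 changed genes lie outside X and Y. That does not exclude effects of sex on other chromosomes.

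Psma8 had a mean of 18.9 RPKM in the libraries labelled WT, from 205 reads, and no read in the libraries labelled Asic3-null, where it was at least 75.0-fold lower when 3 reads over the group are allowed for a count of 0. Outside X and Y, 4 genes had at least 5 reads in every library of one group and none in the other (Psma8, Slfn1, 1700030C10Rik and Cd59a), against at most 0 in any other of the 10 splits. A donor or founder clone shared by the 3 libraries of a group may lie behind such genes, as may genotype, and these 4 genes do not tell them apart. Whether the libraries of a group share a donor is not stated in the paper's text.

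The 403 changed genes were weighed against technical explanations. Within 5 Mb of Asic3 lay 0.74% of them. Only 51 tested genes lie there, so the share could not have come near most of the 403. It therefore decides nothing on a chromosomal segment carried with the allele. The median absolute log2 fold change of these 51 genes was 0.20, against 0.22 in random lists matched on mean expression (permutation test, p = 0.681). With the reads thinned to the shallowest library, a median of 100% of the called genes kept an unadjusted p under 0.05 in the same direction (lowest of 10 draws 99.8), a measure so near its upper end that it decides nothing. Over all tested genes, limma called a median of 350 after thinning and between 328 and 377 over the 10 draws, which argues against the difference in depth as the source of most. The share of reads on the 10 most abundant genes differed by 0.54 percentage points between the groups. T cells would bring Cd3d, Cd3e and Cd3g, of which Cd3d had the highest mean, 0.107 RPKM. Genes of the B cell list were present and not called, Ighm at 93.7 RPKM, Cd79b at 42.6 RPKM and Igkc at 11.6 RPKM in the libraries labelled Asic3-null, against 97.7, 44.7 and 47.6 RPKM in those labelled WT. Igkc had a log2 fold change of -2.22 (adjusted p = 0.245 from limma). Cd79a, under the filter at 0.214 against 0.719 RPKM, rested on 1, 1 and 0 recovered reads against 1, 3 and 2. Its RPKM did not overlap between the groups, which at so few reads decides nothing. The sort on Mac-1 and c-Kit is meant to leave lymphocytes out, and B cells stay open, since no test of them is reported. On red cells the test set first decided nothing. It used the median absolute log2 fold change of the erythroid genes, 1.299, which rested on Hba-a1 alone, with 0 RPKM in the libraries labelled Asic3-null and 2.03 RPKM in those labelled WT. The highest RPKM of a hemoglobin gene in any library, 4.25, lies far under changes such as that of S100a9, from 1081 to 54.8 RPKM. The sex of the cells, above, stays open for the changed genes.

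The labelled split called 403 genes and the highest of the other 9 splits 3, and without adjustment 511 against 97. In both, 1 of the 10 splits reached the real count, the real one itself. The 10 splits are too few for a share under 0.05.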

How the results depend on the processing

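The alternatives named as such in the processing summary were set before the data were examined, apart from limma-voom, the minimum of 10 recovered reads and the Reactome sets, which were chosen after the result was seen.

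The number of genes changed was 403. It lay within 1.5 times of that with a pseudocount of 0.1 (370), no filter (288), a mean RPKM of at least 5 (320), median-ratio scaling (439), quantile normalization (406), no intensity trend (327), limma-voom (543) and at least 10 recovered reads (487), and between 81.5% and 86.6% of the calls were lower in the libraries labelled Asic3-null in these settings and the block. It fell to 206 with limma on untransformed RPKM and to 4 without moderation on that scale, where 1694 genes still had an unadjusted p under 0.05. The 4 were all among the 403. The cause was not tested. With 1 library left out the number of genes changed was between 203 and 293, from fewer samples. Without Asic3-null replicate 1, 2 and 3 it was 236, 233 and 205, and without WT replicate 1, 2 and 3 it was 203, 239 and 293. The looser count, genes changed without adjustment, was 511 and fell to 273 with a mean RPKM of at least 5, where fewer genes are tested. It lay between 366 and 658 in the other settings, and between 481 and 572 with 1 library left out.

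The replicate numbers do not pair the libraries in the labels or the paper. After the group means were removed, the libraries that share a number correlated at 0.059, -0.059 and -0.12, and 2 of the 6 libraries correlated best with their own number. The replicate block gave 246 genes changed, 0 of the Supplemental Figure 6C genes changed over all genes tested, an adjusted p of 0.0598 from limma for Asic3, and changed no call on the gene lists.

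Of the Supplemental Figure 6C genes changed over all genes, 2 were called, 1 with quantile normalization, and 0 with no filter, no intensity trend and untransformed RPKM with or without moderation. With 1 library left out it was between 0 and 1. Adjusted over the list alone, 5 were called, 3 with no intensity trend and 1 without moderation, and between 2 and 6 with 1 library left out. The cause was not tested.

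The calcium-binding families were called in each of 15 alternatives, with p between 2.05e-07 and 0.00538 from camera or Fisher's exact test. The hematopoietic cell lineage list was called in 14 of 15, with p up to 0.0402, and was not called with the estimated correlation (p = 0.168). Over all 8 lists, these 2 included, 6 were called, between 5 and 7 in the other settings, and 2 with the estimated correlation, the calcium-binding families and the neutrophil granule list. Over the Reactome sets 241 were changed, 121 without WT replicate 1, up to 301 without Asic3-null replicate 3, and 0 with the estimated correlation. The cause was not tested. The permutation test of genes near Asic3 against random lists gave p = 0.681, and 0.288, 0.579 and 0.743 at 2 Mb, at 10 Mb and with no filter.

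Asic3 was called in 8 of 16 alternatives, the block among those where it was not, with a log2 fold change between 1.54 and 2.53. Its adjusted p from limma was 0.0623 with no filter, 0.0848 on untransformed RPKM and 0.283 without moderation. With 1 library left out it was 0.0961 and 0.100 without Asic3-null replicate 1 and 3, and 0.0761 and 0.0655 without WT replicate 1 and 3.

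The 59 single genes followed gave 990 values under the alternatives, 886 on the same side of the threshold in the same direction, 76 in the same direction and no longer past it, 1 newly past it and 27 of opposite sign. The sign changes were in genes that were not called. They were Pkm (-0.00644 with median-ratio scaling), Orai3 (-0.00693 with median-ratio scaling and -0.0197 with quantile normalization), Cpt1a (-0.0142) and Itpr3 (-0.000618) on untransformed RPKM with or without moderation, and the following with 1 library left out, each given as its lowest and highest log2 fold change. Hif1a lay between -0.20 and 0.034, Creb1 between -0.00682 and 0.23, Cebpg between -0.44 and 0.11, Ldha between -0.011 and 0.35, Pkm between -0.068 and 0.088, Fh1 between -0.036 and 0.24, and Cpt1a between -0.50 and 0.62. Itpr2 lay between -0.40 and 0.016, Itpr3 between -0.11 and 0.25, Orai1 between -0.057 and 0.23, and Orai3 between -0.20 and 0.24. The glycolysis list, not called, changed direction without WT replicate 3 (adjusted p = 0.857 from camera), and with 1 library left out its adjusted p ran from 0.0375 to 0.857.

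Depth limits the low values. Of the tested genes 1357 had a mean under 10 recovered reads, among them 41 of the 403 changed genes, and in simulated data at this depth changes of 1.5-fold were recovered in 3.0% of cases.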

Differences from the paper's values

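The tests in this part come from alternatives set before the data were examined, apart from limma-voom, which was chosen after the values were seen.

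The paper's reported increase of Meis1 mRNA is 6-fold by RT-qPCR (Fig. 4A). In the RNA-seq libraries the ratio of those labelled Asic3-null to those labelled WT was 1.97 (SD 0.47), and between 1.73 and 2.21 over the alternatives, none of which came within 1.5 times of the paper's value. The paper's reported increase of Ldha is 4.2-fold by RT-qPCR (Fig. 6A). The RNA-seq ratio was 1.095 (SD 0.22), and between 0.971 and 1.29 over the alternatives, none of which came within 1.5 times of the paper's value. RT-qPCR and RNA-seq are different assays, and the paper's RT-qPCR samples are not stated to be these libraries.

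The 13 bars of Supplemental Figure 6C, read by eye, lay within 1.12 times of the ratios computed here in each case.

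The paper states that Meis1, Mef2c, Bmi1, Hoxb4 and Gata2 were significantly changed. The legend of Supplemental Figure 6C names Student's unpaired 2-tailed t test and mentions no adjustment. A gene not called here after adjustment can therefore still have passed the paper's test. Of the settings here, each gene's own spread on untransformed RPKM, without adjustment, comes closest to that test. Of the paper's 5 genes, Meis1 and Gata2 were called by limma over all genes, and Bmi1 when adjusted over the list alone as well as those 2. Mef2c had an adjusted p of 0.241 over all genes and 0.0547 over the list alone, and an unadjusted p under 0.05. It was called over the list alone with no filter on low values, with limma on untransformed RPKM and without Asic3-null replicate 2, and also with limma-voom on recovered reads, which was chosen after seeing the values and leaves out 1 of the paper's 5 genes, Hoxb4. Each gene's own spread on untransformed RPKM, without adjustment, put Meis1, Mef2c, Bmi1 and Gata2 under 0.05. Hoxb4 was called in no setting, with an adjusted p of 0.451 over all genes with no filter.

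Supplemental Figure 6C also marks Spi1 and Cebpa. Spi1 was called when adjusted over the list alone. Cebpa was not (0.110), and was called over the list alone without WT replicate 2, while with limma on untransformed RPKM and without Asic3-null replicate 1 it had an unadjusted p under 0.05.

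By RT-qPCR the paper reports Hoxa9 and Cebpg as higher in Asic3-null LICs. In the libraries labelled Asic3-null the log2 fold change was -0.58 for Hoxa9 and -0.20 for Cebpg, which was 0.11 without WT replicate 1. For Meis1, Bmi1, Spi1 and Cebpa the directions match.

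The paper reports a change in the hematopoietic cell lineage pathway. The lineage list used here, which is not the KEGG set, was called at the preset correlation and by Fisher's exact test (adjusted p = 0.0030 and 0.00088), and not with the estimated correlation (0.335).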

Other observations

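Of the tests in this part, the camera tests of the lists, the limma values of the genes the paper measured and the permutation test of the genes near Asic3 were set before the data were examined. The tests of the lists by other splits of the libraries, on the granule list with Kit, Cd34 and the shared genes, on the Reactome sets and on Abcb8 were chosen after the result was seen. Directions are those of the labels, against which Asic3 itself ran.

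The other splits of the libraries bear on the gene lists. The camera p of the calcium-binding families was 1.92e-05 for the labelled split and 0.0412 for the lowest of the other 9, so 1 of 10 splits reached it. The camera p of the hematopoietic cell lineage list was 0.00190. Of the 10 splits 3, the labelled one included, gave a value as low, and the lowest of the others was 0.000353. Over all 8 lists, the calcium-binding families and the lineage list included, 6 were called, as in the highest of the other splits (6), and 4 of 10 splits reached that number. Over the Reactome sets the labelled split called 241 and the highest of the others 286, so 2 of 10 splits reached it. The 10 splits are too few for a share under 0.05. At the preset correlation, the numbers of lists and of Reactome sets called, and the camera value of the lineage list, were thus reached by splits that mix the labels.

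The neutrophil granule list was lower in the libraries labelled Asic3-null, with 26 of 27 tested genes lower, 23 of them called, and a median log2 fold change of -2.60 (adjusted p = 3.56e-38 from camera at the preset correlation and 0.0147 at the estimated one). The genes ran from Camp (-5.39) to Ctsg (0.43). Lyz2 had a log2 fold change of -3.28, Elane -0.88 and Mpo -0.61. The call on Elane (adjusted p = 0.0435 from limma) was lost in 10 of 17 alternatives. With 1 library left out it held without WT replicate 1 (0.0432), and its adjusted p from limma was 0.119, 0.0987 and 0.0548 without Asic3-null replicate 1, 2 and 3, and 0.132 and 0.131 without WT replicate 2 and 3. Mpo was not called (adjusted p = 0.534 from limma). It was called without WT replicate 1, with a log2 fold change of -1.20 (adjusted p = 0.0299 from limma), and had -0.18 without WT replicate 2. The list shares 6 called genes with the calcium-binding families (Anxa1, Mmp8, Mmp9, Padi4, S100a8 and S100a9). Without them the camera p of the calcium-binding families was 0.00270, and 0.0141 at the estimated correlation, with a median log2 fold change of -0.063. That argues against the shared genes as the whole of that result. It leaves out only the genes of the granule list and was not tried on the other splits. A change in calcium-binding genes apart from that of mature myeloid cells is therefore not shown. More mature myeloid cells carried into the sort of the libraries labelled WT may explain the lower granule genes. So may less differentiation of the cells in the other group, which the paper measured otherwise. Kit, a gene of the sort, had a log2 fold change of 0.64 (adjusted p = 0.219 from limma) and Cd34 0.22 (adjusted p = 0.433 from limma), which goes with both, so that they cannot be told apart here. The sort on c-Kit is meant to leave mature cells out.

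Of the remaining lists, the cell cycle list was higher (43 tested genes, median log2 fold change 0.32, adjusted p = 4.44e-06 from camera), with no gene called by limma and 7 at an unadjusted p under 0.05, and an adjusted p of 0.447 at the estimated correlation and 0.957 from Fisher's exact test. The nuclear genes of oxidative phosphorylation were higher (79 tested genes, median log2 fold change 0.14, adjusted p = 0.00385 from camera, 0.600 at the estimated correlation, and 0.238 and 0.102 at the preset one without Asic3-null replicate 2 and without WT replicate 2). They held fewer genes at an unadjusted p under 0.05 than the other tested genes, 2 of 79 (Fisher's exact test, odds ratio 0.137, adjusted p = 0.000551). The glycolysis list was not called (20 tested genes, adjusted p = 0.181 from camera). Of the 773 Reactome sets tested, 170 were higher and 71 lower at the preset correlation, and 0 were called at the estimated one. The T cell list had 2 tested genes and the B cell list 4, with none called by limma.

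Genes the paper measured by other assays had these values. Stim1 had 26.5 ± 3.5 RPKM in the libraries labelled Asic3-null and 22.6 ± 1.8 RPKM in those labelled WT (SD, n = 3 each; adjusted p = 0.532 from limma). Camk1 had 18.3 ± 3.3 against 23.2 ± 3.6 RPKM (SD, n = 3 each; adjusted p = 0.423 from limma). Camk2d had 0.159 ± 0.110 against 0.907 ± 0.049 RPKM (SD, n = 3 each), under the filter, with an adjusted p of 0.0493 from limma when no filter was applied. Camk4 had at most 0.0416 RPKM in any library. Pkm, all isoforms together, had 571.0 ± 48.6 against 568.9 ± 61.8 RPKM (SD, n = 3 each). Slc2a1, Idh1, Idh2, Fh1 and Cpt1a had log2 fold changes of -0.45, -0.54, 0.35, 0.14 and 0.12, none called. Orai1 and Orai2 had log2 fold changes of 0.08 and 0.15, Itpr1 -0.23 and Trpc2 0.51, none called. Trpc1, Trpc4, Trpc6, Trpc7 and Pdk4 were listed at 0 in every library, as were Asic2, Asic4 and Asic5, and Asic1 had 0.413 ± 0.168 against 0.623 ± 0.336 RPKM (SD, n = 3 each).

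Within 5 Mb of Asic3, 51 genes were tested. Their median absolute log2 fold change was 0.20, against 0.22 in 10000 random lists matched on mean expression (permutation test, p = 0.681), and 3 were called, Fgl2, AI506816 and Galnt11. Abcb8, just beside Asic3, had 37.0 ± 3.6 against 27.3 ± 0.6 RPKM (SD, n = 3 each; adjusted p = 0.167 from limma).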
